# Nucleosome positioning shapes cryptic antisense transcription

**DOI:** 10.1371/journal.pgen.1012078

**Published:** 2026-03-13

**Authors:** Jian Yi Kok, Zachary H. Harvey, Elin Axelsson, Frédéric Berger

## Abstract

Maintaining transcriptional fidelity is essential for precise gene regulation and genome stability. Despite this, cryptic antisense transcription, occurring opposite to canonical coding sequences, is a pervasive feature across all domains of life. How such potentially harmful cryptic sites are regulated remains incompletely understood. Here, we show that nucleosome arrays within gene bodies play a key role in suppressing cryptic transcription. Using the fission yeast *Schizosaccharomyces pombe* as a model, we demonstrate that the CHD-family chromatin remodeler Hrp3 coordinates with the transcription elongation machinery, via the transcriptional regulator Prf1/RTF1, to position nucleosomes at sites of cryptic transcription initiation within gene bodies. In the absence of Hrp3, AT-rich sequences within gene bodies lose nucleosome occupancy, exposing promoter-like sequences that drive cryptic initiation. While cryptic transcription is generally detrimental, we identify a subset of antisense transcripts that encode critical meiotic genes, suggesting that cryptic transcription can also serve as a source of regulatory innovation. These findings define an elongation‑coupled chromatin pathway that preserves transcriptional fidelity and reveal how nucleosome remodeling shapes antisense transcription, cellular homeostasis, and adaptive potential.

## Author summary

Cells must control where transcription begins so that genes are expressed accurately. Yet RNA polymerase can also start from hidden sites within genes and produce antisense RNAs from the opposite DNA strand. Antisense transcription is common across species, but when it increases too much, it can disrupt gene regulation and reduce cellular fitness. How cells prevent inappropriate antisense transcription is still not fully understood. In this study, we used fission yeast to test how nucleosome positioning helps maintain transcriptional fidelity. We show that the chromatin remodeler Hrp3 suppresses widespread antisense transcription by positioning nucleosomes along gene bodies to cover promoter-like DNA sequences that would otherwise initiate transcription. When Hrp3 is disrupted, these regions lose nucleosome protection and antisense transcription increases genome wide. We also find that Hrp3 is targeted to actively transcribed genes through an interaction with the conserved transcription factor Prf1, linking chromatin remodeling to the transcription machinery. Finally, we identify a subset of antisense transcripts associated with meiotic genes, suggesting that cryptic transcription can be repurposed for regulated gene expression.

## Introduction

Antisense transcription, a pervasive phenomenon with deep evolutionary roots [1], occurs when RNA polymerase II (RNAPII) initiates transcription in the opposite direction of protein-coding genes [2]. Observed across prokaryotes [3–5], unicellular protists [6], plants [7] and animals [8,9], antisense transcription has been implicated in diverse regulatory functions, including the modulation of sense transcript levels [8,10–12], epigenetic regulation [13], and developmental processes [14–16]. However, when misregulated, it can lead to transcriptional interference [17] and genome instability [18], fueling the pathology of cancers and neurological disorders [19–22]. Despite its widespread occurrence, how cells balance the regulatory roles of antisense transcripts with the need to suppress their potentially harmful effects when misregulated remains poorly understood.

Chromatin plays an important part in transcription start site (TSS) selection, and in transcriptional regulation [23]. Nucleosomes—the basic units of chromatin composed of two subunits each of the histones H2A, H2B, H3 and H4 wrapped by ~147 bp of DNA—act as both physical barriers and dynamic regulators of transcription across the transcriptional unit [24–26]. Beyond the well-defined roles of the + 1 nucleosome at the TSS [27–29], nucleosomes are also regularly positioned and spaced along gene bodies, forming stereotypical phased arrays [30,31]. Although nucleosome arrays have been proposed to play roles in transcriptional elongation and termination [32], preventing spurious transcription initiation [33–35] and safeguarding the genome [36], their role in regulating sense transcription is modest, and therefore the precise link between their placement and gene regulation has remained a subject of debate.

Mechanistic studies seeking to address the role of nucleosome arrays in transcription have predominantly focused on nucleosome remodelers, particularly the chromodomain helicase DNA-binding (CHD) and imitation switch (ISWI) families [37–42], which are broadly essential across eukaryotes and are known to play important roles both in maintaining chromatin structure and regulating transcription [41,43–45]. Whereas their role in this context has been proposed, in animals and plants, multiple paralogs of ISWI and CHD have evolved [46–48], making it challenging to perform efficient genetic interventions to study nucleosome phasing, and to deconvolve direct and indirect effects. Additionally, the INO80 remodeling complex also plays a role in nucleosome spacing [49–52], further complicating the analysis of phasing.

Beyond the canonical CHD, ISWI, and INO80 families, several additional nucleosome remodeler families have been implicated in chromatin remodeling–adjacent processes and transcriptional regulation. For example, Mot1/BTAF1 remodels TATA‑binding protein (TBP)–DNA interactions to modulate promoter accessibility genome‑wide [53,54], members of the FUN30 family have been reported to disassemble nucleosomes during transcriptional elongation [55], and the Swi2/Snf2 proteins SHPRH/Irc20 and Uls1/HLTF carry RING‑type ubiquitin ligase activity alongside the conserved ATPase domain and have been linked to remodeling events during DNA repair [56,57]. Nonetheless, among remodelers, robust nucleosome‑spacing activity that establishes regular gene‑body phasing is well supported primarily for the CHD, ISWI, and INO80 families.

While many studies on nucleosome remodelers have focused on the action of their conserved ATPase domain which drives nucleosome remodeling [58–60], the contributions of accessory domains are less well defined. In light of the functional diversity observed among the non-canonical nucleosome remodeler families, these domains are increasingly recognized as key determinants of genomic targeting and cofactor engagement, coordinating interactions with histone modifications, DNA features, and partner proteins [41,42,61]. For example, the chromodomains in CHD-family remodelers bind methylated H3 tails [62] for proper localization, while the HAND-SANT-SLIDE domain in ISWI-family remodelers is critical for recognizing linker DNA, which helps space nucleosomes [63]. Despite this, the precise contributions of several other accessory domains to overall remodeler function and transcriptional regulation are still unclear.

Here, we leverage the fission yeast *Schizosaccharomyces pombe* as a simplified system to disentangle remodeler-specific contributions to nucleosome phasing and transcriptional regulation. In many eukaryotes, overlapping activities of CHD- and ISWI-family remodelers complicate causal attribution; even in budding yeast, Chd1 and Isw1/Isw2 act redundantly in phasing and termination [32,36,45], obscuring their individual contributions. By contrast, fission yeast lacks ISWI-family remodelers [64], placing greater reliance on CHD-family remodelers to maintain gene body nucleosome organization. Prior work established that loss of the CHD-family remodeler Hrp3 disrupts nucleosome positioning genome-wide and induces pervasive antisense transcription, whereas its paralog Hrp1 has comparatively modest effects [65–68]. Building on this foundation, we combine transcriptomics, chromatin profiling, and functional assays to show that Hrp3 establishes phased nucleosome arrays within gene bodies that suppress cryptic antisense initiation. We further demonstrate that the transcriptional regulator Prf1/RTF1 recruits the CHD remodeler Hrp3 to gene‑body nucleosomes via the Hrp3 CHCT domain, mechanistically linking transcriptional elongation to Hrp3‑dependent nucleosome phasing. Loss of Hrp3 or disruption of its interaction with Prf1 results in impaired nucleosome phasing, increased antisense transcription, and significant fitness defects under stress conditions. Additionally, we identify thousands of antisense transcripts, including functional protein-coding transcripts and transcripts with unknown coding potential. Many of these transcripts correspond to genes nested convergently within larger hosts, including a substantial cohort of meiotically upregulated genes. Their expression depends on Hrp3‑mediated antisense repression during vegetative growth, and their misexpression is associated with meiotic defects. These findings provide new insights into the mechanisms by which nucleosome remodelers suppress cryptic transcription and coordinate expression of nested genes, offering a framework to better understand how their dysregulation may contribute to altered gene expression programs and disease.

## Results

### Hrp3 is the predominant CHD-family remodeler regulating nucleosome phasing and antisense transcription

To systematically investigate the functional impact of nucleosome remodelers on antisense transcription in the fission yeast *Schizosaccharomyces pombe*, we generated knockout mutants for eleven viable nucleosome remodelers. This included three groups of paralogs - the FUN30 group (*fft1*, *fft2*, and *fft3*), the CHD group (*hrp1* and *hrp3*), and the ULS1 group (*rrp1* and *rrp2*), as well as four additional remodelers: *irc20*, *mit1*, *snf22*, and *swr1*, the latter being involved in the exchange of the transcription-associated histone variant H2A.Z [69] (**Fig 1A**). Since remodelers are primarily associated with nucleosome dynamics, we assessed the impact of these mutations by first measuring genome-wide changes in nucleosome organization, followed by correlating these changes with sense and antisense transcription.

**Fig 1:**
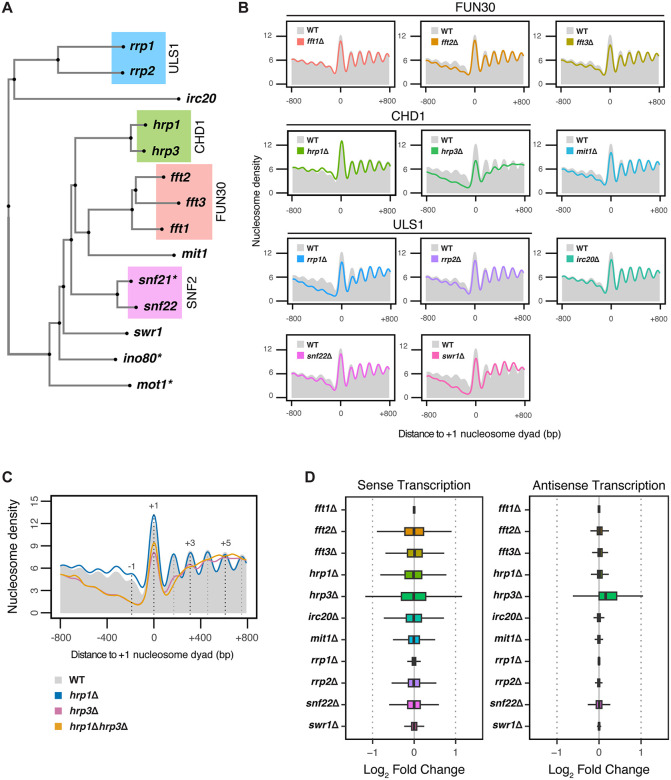
The Impact of Nucleosome Remodelers on Nucleosome Phasing and Transcription. (A) Unrooted tree generated from multiple sequence alignment of 14 nucleosome remodelers in *S. pombe*. Groupings of paralogs are indicated by coloring, with each group corresponding to the ortholog of a nucleosome remodeler in *S. cerevisiae*. Asterisks (*) indicate the remodelers that are essential in *S. pombe*. (B) Metaplots of normalized nucleosome density from MNase-seq centered on the + 1 nucleosome dyad for *fft1*Δ, *fft2*Δ, and *fft3*Δ, *hrp1*Δ, *hrp3*Δ, *irc20*Δ, *mit1*Δ, *rrp1*Δ, *rrp2*Δ, *snf22*Δ, and *swr1*Δ mutants. Profiles include 800 bp upstream and downstream of the + 1 nucleosome dyad for all protein-coding genes. The WT profile is shown in solid grey. The plotted data represents the average signal from two biological replicates. (C) Metaplots of normalized nucleosome density from MNase-seq centered on the + 1 nucleosome dyad for WT, *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ. The WT nucleosome profile is shown in solid grey, with dotted lines indicating the positions of select nucleosome maxima (-1, + 1, + 3 and +5). Profiles include 800 bp upstream and downstream of the + 1 nucleosome dyad for all protein-coding genes. The plotted data represents the average signal from two biological replicates. (D) Differential expression analysis of mRNA-seq data showing the boxplots of log2fold-change values of all *S. pombe* protein-coding genes in both sense and antisense orientations across *fft1*Δ, *fft2*Δ, and *fft3*Δ, *hrp1*Δ, *hrp3*Δ, *irc20*Δ, *mit1*Δ, *rrp1*Δ, *rrp2*Δ, *snf22*Δ, and *swr1*Δ mutants compared to WT. Data are calculated from three biological replicates.

To examine nucleosome organization, we performed micrococcal nuclease digestion followed by sequencing (MNase-seq) to directly assess nucleosome phasing and profiled H2A.Z genomic distribution using chromatin immunoprecipitation followed by sequencing (ChIP-seq). Meta-profiles of nucleosome positioning centered on the + 1 nucleosome indicated that WT and several remodeler mutants retained broadly ordered promoter-proximal nucleosome arrays, although mutants such as *swr1*Δ and *rrp1*Δ exhibited alterations in +1/ + 2 nucleosome occupancy and overall amplitude (**Fig 1B**). By contrast, *hrp3*Δ exhibited a marked loss of nucleosome periodicity beyond the + 2 position (**Fig 1C**), consistent with prior reports implicating Hrp3 in gene‑body phasing [65–68]. This pattern was recapitulated in *hrp1*Δ*hrp3*Δ, whereas *hrp1*Δ alone showed minimal changes. Despite the strong impact of Hrp3 on gene body nucleosome phasing, we observed no effect on H2A.Z enrichment profile in *hrp3*Δ mutants (S1A and S1B in S1 Fig) [70,71], consistent with previous reports that H2A.Z deposition is exclusive to Swr1-C [69,72]. These results establish that Hrp3 is the primary CHD-family remodeler responsible for maintaining nucleosome organization over gene bodies.

We next investigated whether these changes in nucleosome organization were associated with changes in transcription. When summarized at the gene level across the genome, transcriptome analysis (mRNA-seq) revealed only mild changes in sense and antisense transcript levels across most mutants compared to WT, except for *hrp3*Δ (**Fig 1D**). Consistent with its strong impact on nucleosome phasing, *hrp3*Δ cells exhibited an increase in antisense transcript levels compared to WT (**Fig 1D**). In contrast, *hrp1*Δ showed only a slight increase, consistent with previous studies [65–67]. At the transcriptome-wide level, this modest effect is reflected by a small median shift with a narrow interquartile range (**Fig 1D**), indicating a limited effect size despite statistical significance in pairwise comparisons (**Fig 2B**). Furthermore, *hrp1*Δ*hrp3*Δ double mutants had antisense transcript levels comparable to those in *hrp3*Δ alone (**Fig 2A and 2B**), suggesting limited or no functional redundancy between the two paralogs. Importantly, loss of one CHD paralog did not trigger compensatory upregulation of the other (S2A in **S2 Fig**). Additionally, no meaningful correlation between sense and antisense transcript levels was observed in both *hrp1Δhrp3Δ* and WT cells (S2B–S2F **in** **S2 Fig**), suggesting that antisense transcription in this double mutant minimally impacts sense transcription. Together, these genome‑wide measurements of chromatin and RNA extend prior observations of antisense upregulation upon loss of CHD remodelers and demonstrate that CHD orthologs govern antisense transcription, with Hrp3 serving as the principal remodeler that suppresses antisense initiation.

**Fig 2:**
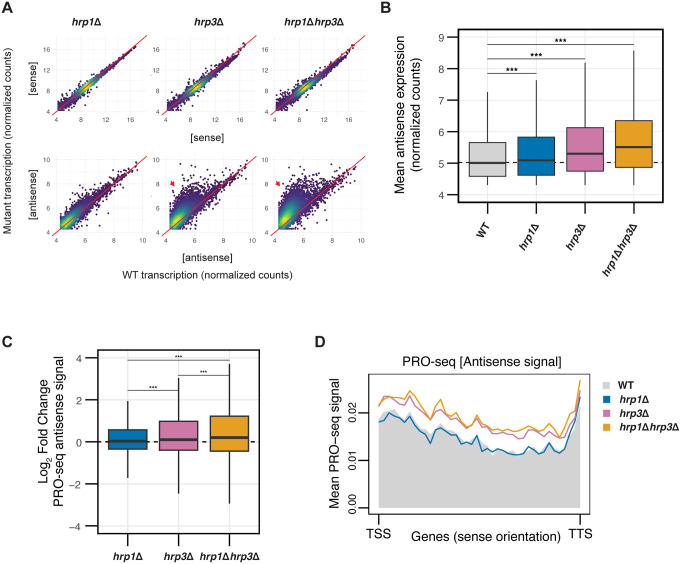
Hrp3 is the Predominant CHD-family Remodeler Regulating Nucleosome Phasing and Antisense Transcription. **(A)** Density-colored scatterplots comparing mutant (*hrp1*Δ, *hrp3*Δ *or hrp1*Δ*hrp3*Δ) transcription to WT for sense transcripts (top row) and antisense transcripts (bottom row) for all protein-coding genes. Count data is derived from variance-stabilizing transformation (vst) of raw mRNA-seq counts. Red arrows indicate elevated antisense transcription in mutants relative to WT. **(B)** Boxplot of normalized antisense expression counts for all antisense genes for WT, *hrp1*Δ, *hrp3*Δ and *hrp1*Δ*hrp3*Δ. The dotted line represents the median antisense expression in WT. Statistical analysis was performed using ANOVA with Tukey’s Honestly Significant Difference (HSD) test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). **(C)** Boxplot of log_2_fold-change values of antisense expression measured by PRO-seq for *hrp1*Δ, *hrp3*Δ and *hrp1*Δ*hrp3*Δ relative to WT. The dotted line represents a log_2_fold-change value of 0. Statistical analysis was performed using ANOVA with Tukey’s HSD test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). Data are calculated from two biological replicates. **(D)** Metaplots of mean antisense PRO-seq signal for *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ versus WT, plotted relative to the sense orientation of the transcription start sites (TSS) and transcription termination sites (TTS) of all genes.

### Hrp3 blocks cryptic promoters to suppress antisense transcription

To determine whether increased antisense transcription in *hrp3*Δ reflected elevated RNA polymerase II (RNAPII) activity, we performed Precision Run-On sequencing (PRO-seq) [73], a method that assesses nascent transcription. Consistent with the transcriptome data, *hrp3*Δ and *hrp1*Δ*hrp3*Δ mutants displayed a pronounced increase in antisense PRO-seq signal compared to *hrp1*Δ across genes (**Fig 2C and 2D),** demonstrating that the antisense expression phenotype is driven by RNAPII-dependent transcription.

We hypothesized that the increased antisense expression in *hrp3*Δ was due to the shifts in the nucleosome profile that exposed regions normally occluded by nucleosomes, thereby creating permissive sites for RNAPII initiation. To test this, we first generated a high-resolution annotation of antisense transcripts in the CHD mutants. 

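PacBio Iso-Seq reads full-length cDNA made from polyadenylated RNA, so that 1 HiFi read can cover a transcript from its start to its 3′ end on a known strand. 2 libraries were analysed. The first was made from untreated WT cells grown in rich medium at 32 °C. The second is labelled as a pool that combines WT and *hrp1*Δ*hrp3*Δ cells, either untreated or exposed to 14 mM caffeine or to 200 ng/ml clotrimazole, an antifungal agent, while the paper's text names WT and *hrp1*Δ*hrp3*Δ. Each of these conditions has 1 library and no replicate. A difference between the libraries therefore combines genotype, treatment, sequencing run and depth, and no test was made between them. The authors clustered the HiFi reads into isoforms with Iso-Seq4, mapped the isoforms with minimap2 and collapsed redundant ones with TAMA Collapse, using a tolerance of 100 nt at transcript starts and splice junctions. The deposited values are the exon positions of each collapsed transcript model and a score of 40 on every model, which carries no read support, and the paper gives its number of HiFi reads over the whole experiment only. The depth of each library is thus unknown here, and the number of models stands in its place. The WT library holds 26120 models and the pooled library 69996. Of these, 26057 and 69823 lie on chromosomes I, II and III. The remaining 63 and 173, on the mitochondrial genome, the mating-type region or the telomeric gap sequence, were left out. The median model length was 1860 nt in WT and 1620 nt in the pool.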

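The coordinates were checked against ASM294v3, whose chromosomes I, II and III are 5579133, 4539804 and 2452883 bp long. All models ended within these chromosomes. Of the distinct introns of the WT models, 5345 of 5499 (97.2%) began with GT and ended with AG on the strand of the model, against 8 (0.145%) once all positions were moved by 10 nt. In the pooled library, 8143 of 9081 introns (89.7%) did so, against 17 (0.187%) after the move. Of the 5228 introns annotated in protein-coding genes, 4568 (87.4%) were present in WT and 5049 (96.6%) in the pool. The genes deleted in the mutant were then examined in each library. At *hrp3* (SPAC3G6.01, chromosome I, 5377824 to 5382913, + strand) the WT library has 5 sense models and the pooled library 8. Of the latter, 3 skip chromosome I from 5378431 to 5382650, a gap of 4220 bp over a coding span of 4224 bp, while 4 others cover at least 1000 nt of that span. At *hrp1* (SPAC1783.05, chromosome I, 2194821 to 2199471, + strand) the WT library has 5 sense models and the pooled library 7, of which 6 cover at least 1000 nt of the coding sequence.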

We used PacBio Iso-Seq [74] to produce a comprehensive long-read transcriptome for both WT and *hrp1*Δ*hrp3*Δ. 

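The collapsed models of both libraries were merged here when they shared strand and number of exons, with ends within 20 nt and splice junctions within 10 nt of each other, since the paper's text names TAMA Merge without these tolerances. This gave 79437 merged models. A model was called antisense when its exons overlapped an exon on the opposite strand by at least 1 nt and no exon on its own strand, with all annotated lncRNA and ncRNA genes removed from the reference beforehand. Of the antisense models, 8923 overlapped an annotated non-coding RNA gene on their own strand by at least 1 nt and 1178 did not. The pooled library alone contributed 1096 of these 1178. The RefSeq annotation used here lists 7133 lncRNA and 38 ncRNA genes, of which 5401 would themselves be called antisense by the same rule and 3181 are overlapped by an antisense model. The count without an annotated non-coding RNA depends on that rule, and rose to 2154 when at least 50% of a model had to be covered before it counted as annotated.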

Through transcript clustering and collapsing, we identified 5,105 new antisense transcripts. This more than doubles the known number of antisense transcripts, bringing the new total to 9,016 transcripts. 

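In the merged set, 10101 antisense transcripts were found. Of these, 464 were present in the WT library alone, 9359 in the pooled library alone and 278 in both. Their median length was 1399 nt, with an interquartile range of 1122 to 1768 nt, and 8841 had a single exon while 1260 were spliced. Transcripts that started within 50 nt of each other on one strand formed 5564 antisense start site clusters. With the WT library alone there were 743 antisense transcripts, and with annotated non-coding genes kept in the reference 1400. Wider tolerances lowered the total less, to 9176 with ends within 50 nt, to 7941 with ends and splice junctions within 100 nt, and to 6885 when 5′ truncated models were put into the longer one. The orientation of the spliced transcripts can be read from their introns: 715 of 740 distinct introns of antisense transcripts (96.6%) carried GT and AG on the strand of the transcript and 0 carried them on the opposite strand.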

Using this expanded antisense transcript annotation, we found that 4,678 antisense transcripts were differentially expressed in *hrp1Δhrp3Δ* compared to WT, overlapping with 54.9% of all protein-coding genes in *S. pombe* (S3A in **S3 Fig**). 

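The mRNA-seq comparison that selects the differentially expressed subset was not used here, so the overlap with genes was computed for all 10101 antisense transcripts. They overlapped exons of 2844 of 5113 protein-coding genes on the opposite strand, which is 55.6% (95% interval 54.2 to 57.0%, by the exact Clopper-Pearson method as for the other intervals of shares). With the WT library alone, 430 genes had an antisense transcript (8.41%, interval 7.66 to 9.20%). With the pooled library alone, 2839 genes did (55.5%, interval 54.2 to 56.9%), and 425 genes were shared by both libraries. These intervals cover counting error over genes and not the variation between cultures, for which there is no replicate. The median exonic overlap was 1232 nt. Among genes with an antisense transcript, 852 had 1 and 245 had 10 or more, with a median of 3. *orc4* (SPBP23A10.13, chromosome II, 2025388 to 2028676, + strand) had 12 antisense transcripts and *taf5* (SPCC5E4.03c, chromosome III, 640083 to 642535, − strand) had 10, all of them in the pooled library. The 3 genes with the most were *ftm3* (SPAC750.04c) with 33, *cao2* (SPBC1289.16c) with 31 and *crp79* (SPAC1610.03c) with 29, of which the WT library held 2, 9 and 16 respectively.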

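Sense models were examined for starts inside the coding sequence of their own gene, at least 100 nt downstream of the annotated first codon. In the WT library 1441 of 24371 sense models over protein-coding genes did so (5.91%, 95% interval 5.62 to 6.22%). In the pooled library 5133 of 57562 did (8.92%, interval 8.69 to 9.15%). With a minimum of 300 nt the shares were 4.55% and 7.10%. Counting each start site cluster once gave 17.8% in WT and 28.4% in the pool, because clusters with a single model weigh as much as the main start of a gene. 5′ truncated molecules give such starts as well, and each library was sequenced once, so these shares do not separate cryptic sense initiation from incomplete cDNA.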

We did not identify new sense transcripts in *hrp1Δhrp3Δ* compared to WT (see S1 Note).

We next validated our new antisense transcription annotations. As a control, aligning the transcription start sites (TSS) of protein coding genes with PRO-seq profiles revealed a peak corresponding to paused or recently initiated RNAPII within 200 bp downstream of the TSS on the sense strand (S3B in **S3 Fig**). Despite minor visual differences between datasets, mean sense transcription profiles are broadly comparable across strains, consistent with the minimal changes observed by mRNA-seq (**Fig 2A**). Similarly, alignment of antisense transcription start sites (As-TSS) with PRO-seq data showed a peak immediately downstream of the As-TSS (**Fig 3A**), validating the high accuracy and precision of our antisense transcript annotation. Because PRO-seq measures nascent transcription initiation rather than steady-state RNA abundance, it is particularly sensitive to initiation-proximal antisense events. Consistent with the transcriptomics data, this PRO-seq peak was significantly stronger in *hrp3*Δ and *hrp1*Δ*hrp3*Δ compared to *hrp1*Δ and WT (**Fig 3A and 3B**). We noticed that these antisense peaks coincided with nucleosome-shifted regions within gene bodies, which in WT were part of a regularly phased array (**Figs 3C**, S3C, and S3D in S3 Fig). When we stratified genes by *hrp1*Δ*hrp*3Δ antisense expression, the WT showed increasing gene‑body phasing with higher antisense quartiles, whereas *hrp1*Δ*hrp3*Δ exhibited uniformly low amplitudes of nucleosome phasing (S3E and S3F in **S3 Fig**). This suggests that genes that exhibit high antisense expression in *hrp1*Δ*hrp*3Δ are those that normally depend on robust gene‑body phasing, linking remodeler‑dependent phasing to suppression of cryptic antisense transcription.

**Fig 3:**
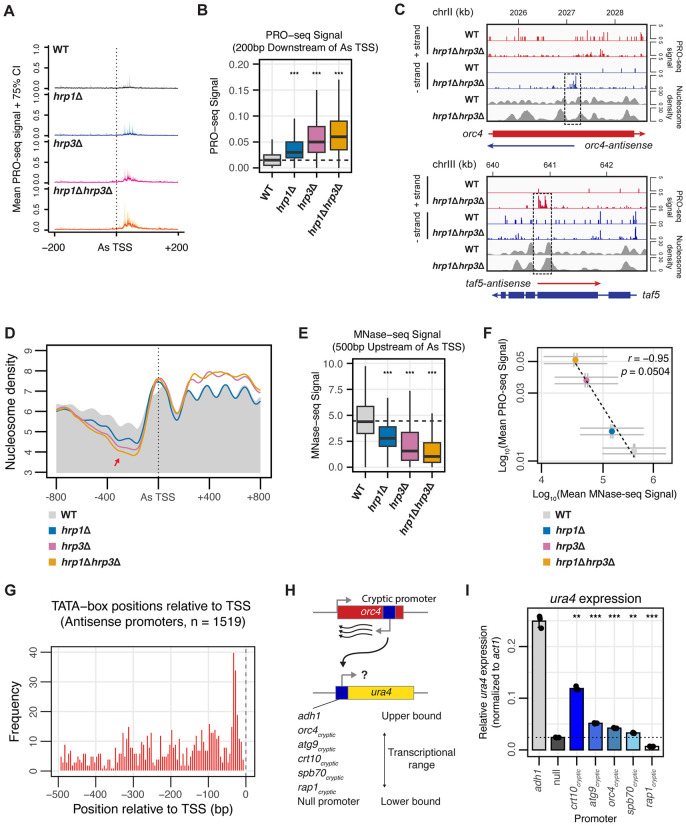
Hrp3 Blocks Cryptic Promoters to Suppress Antisense Transcription. **(A)** Metagene representation of mean PRO-seq signals (solid lines) with 75% confidence intervals (shaded regions) for WT, *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ mutants across the antisense (As) TSS of 4,678 differentially expressed antisense transcripts. Profiles include 200 bp upstream and downstream of the As-TSS. Data represent the mean signal from two biological replicates. **(B)** Boxplot of the mean PRO-seq signal in the 200 bp region downstream of the As-TSS of 4,678 differentially expressed antisense transcripts in WT, *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ. The dotted line represents the median PRO-seq signal in WT. Statistical analysis was performed using ANOVA with Tukey’s Honestly Significant Difference (HSD) test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). **(C)** Genome browser track of PRO-seq and MNase-seq data for *orc4* (top) and *taf5* (bottom), representatives of genes with increased antisense transcription in *hrp1*Δ*hrp3*Δ mutants. PRO-seq signals for the + strand (red) and – strand (blue) are displayed. In the gene schematic, solid boxes represent exons, whereas solid lines represent the entire transcript. The dotted box highlights the region where antisense transcription initiates in the *hrp1Δhrp3Δ* mutant, coinciding with disrupted nucleosome positioning. **(D)** Metaplots of normalized nucleosome density from MNase-seq centered on the As-TSS of 4,678 differentially expressed antisense transcripts in WT, *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ. The WT profile is shown in solid grey. The red arrow indicates a loss of nucleosome occupancy preceding the As-TSS. Profiles include 800 bp upstream and downstream of the As-TSS. **(E)** Boxplot of the mean MNase-seq signal in the 500 bp region upstream of the As-TSS of 4,678 differentially expressed antisense transcripts in WT, *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ. The dotted line represents the median MNase-seq signal in WT. Statistical analysis was performed using ANOVA with Tukey’s Honestly Significant Difference (HSD) test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). **(F)** Scatterplot of mean PRO-seq signal in the 200 bp region downstream of the antisense TSS versus mean MNase-seq signal in the 500 bp region upstream of the antisense TSS for WT, *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ*.* Data is plotted for all 4,678 differentially expressed antisense transcripts between WT and *hrp1*Δ*hrp3*Δ. Spearman’s correlation and linear regression analysis were performed. Error bars represent the standard error of the mean (SEM). **(G)** Genomic positions of TATA-box hits relative to the antisense TSS for antisense promoters. Histogram shows the distribution of TATA position weight matrix (PWM) match centers (5 bp bins) within −500 to −1 bp upstream of the TSS (FIMO, *p* ≤ 1e-4). The dashed vertical line marks the TSS (0 bp). **(H)** Schematic of the *ura4* + reporter system, where the *ura4* promoter is replaced with antisense transcription promoters from five different genes, alongside the normal *adh1* promoter (positive control) and no promoter (negative control). Constructs were tested for their ability to drive *ura4* expression via RT-qPCR. **(I)** Bar plot showing expression of the *ura4* gene relative to the *act1* gene by RT-qPCR (2 ⁻ ^ΔCq^) under five different antisense promoters (from **H)**. The *adh1* promoter serves as a positive control, while a promoter-deletion strain (null) serves as a negative control. Bars represent mean values from three biological replicates; points indicate individual replicates. The dotted line denotes the mean expression level of the promoter-deletion negative control. Statistical significance was determined using Welch’s t-tests comparing each promoter construct to the promoter-deletion negative control, with Holm correction for multiple testing. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant).

To systematically investigate the relationship between nucleosome disruption and antisense initiation, we aligned the As-TSS with MNase-seq data. In all strains, the aggregate meta‑profiles showed an apparently broad MNase‑resistant feature at the As‑TSS (**Fig 3D**). Heatmap visualization indicated that this broadening reflected positional heterogeneity of the nucleosome immediately adjacent to the As‑TSS across genes, rather than an atypically large particle (S3G in S3 Fig). By contrast, downstream nucleosomes retained canonical spacing, with peak‑to‑peak distances of ~150 bp. In the mutants, this proximal nucleosome was preceded by a ~ 500 bp nucleosome-depleted region, forming a pattern that closely resembled the nucleosome organization at the sense TSS. In this region upstream of the As-TSS, *hrp3*Δ and *hrp1*Δ*hrp3*Δ mutants exhibited significant loss of nucleosome phasing and occupancy (**Fig 3D and 3E**). In contrast, *hrp1*Δ mutants showed a smaller reduction in nucleosome occupancy in this region, accompanied by only a modest increase in antisense transcription. This suggests that the reduction in nucleosome occupancy and phasing in *hrp1*Δ alone is insufficient to induce the higher levels of antisense transcription observed in *hrp3*Δ or *hrp1*Δ*hrp3*Δ. Furthermore, a strong inverse correlation (r = -0.95) was observed between the decrease in nucleosome occupancy in this region and the antisense PRO-seq peak in each mutant (**Fig 3F**), indicating that disrupted nucleosome organization is strongly associated with increased antisense transcription. These results suggest that, even in WT, cryptic As-TSSs are marked by nucleosomes that are more well-positioned compared to the surrounding nucleosomes. However, in *hrp3*Δ or *hrp1*Δ*hrp3*Δ mutants, the nucleosome-depleted region immediately upstream is far more exaggerated and pronounced, likely contributing to the increased exposure of these cryptic promoter regions and the elevated levels of antisense transcription. Additionally, these findings suggest that while Hrp1 plays a minor role in maintaining nucleosome positioning, Hrp3 is the major remodeler responsible for actively positioning nucleosomes to block cryptic promoters and suppress spurious antisense initiation.

The *hrp1*Δ*hrp3*Δ mutant enabled us to examine how nucleosome organization changes when Hrp3-dependent phasing is lost. Previous studies have identified genomic DNA composition as a major predictor of nucleosome occupancy and binding site preference [75–77]. Consistent with a previous report [78], we observed that nucleosomes in WT *S. pombe* align with regions of higher AT content (**S4A Fig**). However, in *hrp1*Δ*hrp3*Δ mutants, nucleosome dyad positioning became less enriched over AT-rich regions, with an increase in the mean GC content of the associated DNA from 37.8% to 42.8% (S4B in **S4 Fig**). 

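GC content was computed in 50 bp bins around the 5564 antisense start sites of the merged set, each the commonest start of a cluster. The lowest bin lay from -150 to -100 bp relative to the antisense start, where the mean GC content was 33.5%. It was 36.6% in the bin farthest upstream, between 1000 and 950 bp, and 37.3% in the last bin downstream. Around 5111 annotated TSSs of protein-coding genes, the lowest bin was the same one, with 29.9%. Some of these genes have no annotated 5′ UTR, and their first codon stands in for the TSS. Downstream of the TSS the GC content of protein-coding genes dipped again between 50 and 100 bp (32.5%) and between 200 and 250 bp (34.9%), and the antisense profile dipped between 50 and 100 bp (35.2%).

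**Figure D1:**
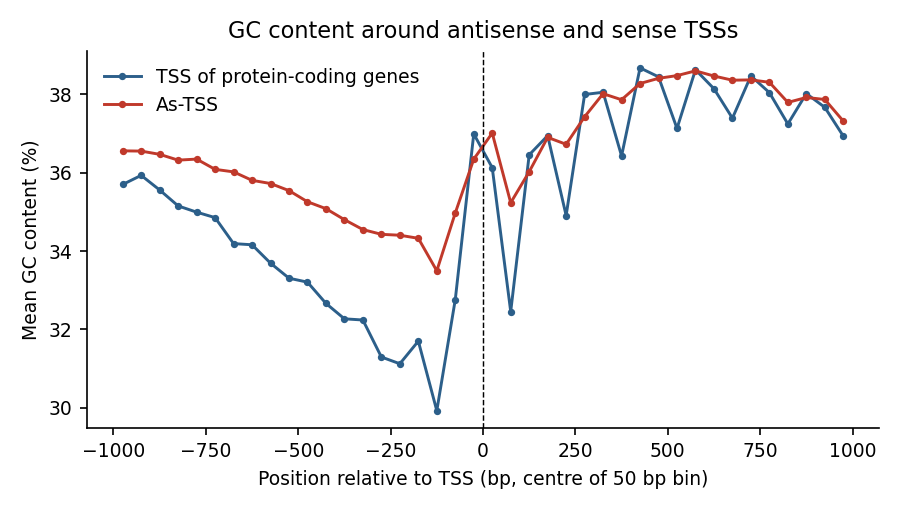
Mean GC content in 50 bp bins from 1000 bp upstream to 1000 bp downstream of the As-TSS (red, n = 5564) and of the TSS of protein-coding genes (blue, n = 5111), as points joined by lines, with the dashed line at the start and the vertical axis not starting at 0. Both profiles are lowest from -150 to -100 bp relative to the start, at 33.5% and 29.9%.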

When aligned at the As-TSS, the loss of nucleosome occupancy in the upstream region in mutants is also associated with an AT-rich region (S4C in **S4 Fig**). Together, these results suggest that, in the absence of Hrp3, AT-rich regions within genes become increasingly nucleosome-depleted, thereby creating nucleosome-free regions (NFRs) that we expect to contain promoters facilitating antisense transcription initiation.

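Antisense promoters were taken as the 500 bp upstream of each of the 5564 antisense start sites, read on the strand of the antisense transcript. As the reference sets, the 500 bp upstream of the annotated TSS of 5112 protein-coding genes were used as sense promoters, and 1 random 500 bp window from each of the 4932 protein-coding genes of at least that length as gene-body windows. The paper's own promoter set was not used here. Of the antisense promoters, 1358 lay wholly inside 1 coding exon of the host gene, the gene on the opposite strand that holds the start, and the other 4206 included untranslated, intronic or intergenic sequence.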

To assess whether these regions exhibit promoter-like features, we analyzed their sequence composition and motif content. The mean GC content of antisense promoters was 33.5%, comparable to sense promoters of protein-coding genes (PCGs) in fission yeast (32.3%) and distinct from gene-body regions (37.8%; S5A in S5 Fig). 

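Over the merged set, antisense promoters had a mean GC content of 34.8% ± 4.50 (SD, n = 5564 promoters), sense promoters 32.4% ± 3.82 (SD, n = 5112) and gene-body windows 38.1% ± 4.04 (SD, n = 4932). The mean of antisense promoters minus that of sense promoters was 2.35 percentage points, and minus that of gene-body windows it was -3.33 percentage points. Both differences had p = 1e-05 in two-sided permutation tests with 100000 resamples, the smallest value these can give. Promoters are the units of these tests, not cultures. The order of the 3 groups was the same under each alternative tried, and the difference from sense promoters was smallest, at 1.43 percentage points, with 1 promoter per host gene. The antisense promoters that lay wholly inside 1 coding exon had 38.9% ± 3.52 (SD, n = 1358), and the others 33.4% ± 3.94 (SD, n = 4206).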

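TATA-boxes were searched as exact matches of the consensus TATAWAWR on either strand of the 500 bp upstream of each start, where W is A or T and R is A or G, in place of the position weight matrix used in S5 Fig. An exact consensus has no p-value threshold. With the transcribed strand alone, 25.7% of antisense promoters and 34.9% of sense promoters held a match, and with the shorter pattern TATAWA on either strand 64.6% and 79.2% did.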

We next quantified the fraction of promoters containing at least one TATA-box (consensus TATAWAWR; S5B in S5 Fig). 

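At least one exact match of TATAWAWR was present in 2151 of 5564 antisense promoters (38.7%, 95% interval 37.4 to 40.0%) and in 2655 of 5112 sense promoters (51.9%, interval 50.6 to 53.3%). Antisense promoters were less often positive, with an odds ratio of 0.583 (two-sided Fisher's exact test, p = 3.11e-43). Among 4932 gene-body windows of the same length, 23.4% held a match (interval 22.3 to 24.6%), and antisense promoters exceeded these with an odds ratio of 2.06 (p = 9.28e-64 in the same exact test). Restricting the search to the 200 bp next to the start lowered the shares to 19.5% of antisense and 27.2% of sense promoters.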

19.2% of antisense promoters contained at least one TATA-box, comparable to 22.6% among sense PCG promoters (S5C in S5 Fig). 

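The 5564 antisense promoters held 3772 exact matches of TATAWAWR. Of these, 502 had their centre within 50 bp of the As-TSS (13.3%, 95% interval 12.2 to 14.4%), where a flat distribution over the 500 bp would place 9.33% (two-sided exact binomial test, p = 1.90e-15). In sense promoters 627 of 4756 matches lay within 50 bp of the TSS (13.2%, interval 12.2 to 14.2%; p = 5.06e-18 in the same exact test). In bins of 10 bp, antisense matches were most numerous between 20 and 30 bp upstream of the start, with 198 matches where 75.4 would fall in each bin of a flat distribution. Sense matches were most numerous between 30 and 40 bp upstream, with 297 against 95.1. With matches that overlap each other counted once, 349 of 2912 lay within 50 bp (12.0%; p = 2.00e-06 in the same exact test), a count chosen after the data were seen. With the WT library alone 46 of 336 matches did (13.7%), or 12.1% of 257 when overlapping matches were counted once (p = 0.133 in the same exact test), and with the pooled library alone 498 of 3740 (13.3%). For the 1088 starts outside protein-coding genes the share was 20.4% (p = 1.14e-23 in the same exact test). For the 3287 in coding sequences it was 5.30%, below that of a flat distribution (p = 6.66e-10 in the same exact test). That reference is a poor one there, because the distant part of the 500 bp can lie outside the coding sequence, where TATA-boxes are more frequent. The 5.30% thus does not show that TATA-boxes avoid these starts. Of matches at starts inside genes, 11.1% lay within 50 bp. At the same distance from the coding end in genes without antisense transcripts, 7.89% did (Fisher's exact test, p = 0.000158).

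**Figure D2:**
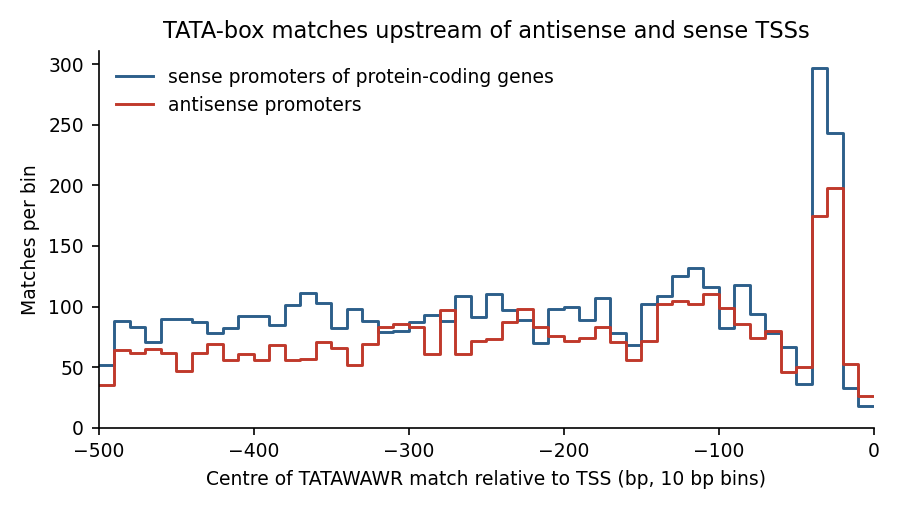
Number of TATAWAWR matches in 10 bp bins over the 500 bp upstream of the As-TSS (red, 5564 promoters) and of the TSS of protein-coding genes (blue, 5112 promoters), by the centre of the match. Both lines peak between 20 and 40 bp upstream of the start, at 198 antisense and 297 sense matches per bin.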

The TATA-box positions were also enriched within ~50 bp upstream of the As-TSS (**Fig 3G**), mirroring the positional distribution observed for sense PCG promoters (S5D in S5 Fig). 

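The consensus sequences of the 7 motifs in S1 Table were counted here as exact matches on either strand, which is stricter than the probabilistic matching behind the site counts of that table. AATAAATAAA was present in 229 of 5564 antisense promoters (4.12%) and in 89 of 4932 gene-body windows (1.80%), an odds ratio of 2.34 (adjusted p = 1.98e-11 from Fisher's exact test with Benjamini-Hochberg adjustment over the 7 motifs). TAATGATAT was present in 136 antisense promoters (2.44%) and 55 windows (1.12%), an odds ratio of 2.22 (adjusted p = 1.17e-06, same exact test). AWGGAAGA was less frequent in antisense promoters, with 474 (8.52%) against 505 windows (10.2%), an odds ratio of 0.816 (adjusted p = 0.00642, same exact test). The other 4 showed no difference at this number of promoters: GAAGAAGWWGA in 85 promoters and 95 windows, CATCTTCATTA in 8 and 6, TAAACAAACRT in 18 and 12, and CAGCAGCTCC in 11 and 6. In windows drawn from the host genes of the antisense transcripts, the first 3 were present in 1.88%, 1.01% and 10.6%.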

*De novo* motif discovery within the 500 bp upstream of the As-TSS identified seven significantly enriched sequence motifs (S5E in S5 Fig), each occurring between 178–758 times in the analyzed promoter set (**S1 Table**). Motif-to-TF mapping against a curated *S. pombe* TF motif atlas [79] revealed that six of the seven motifs significantly matched known TF binding specificities, collectively corresponding to 15 of the 38 TFs represented in that atlas (S5F in S5 Fig). Several motifs aligned with more than one TF motif (including Hsf1, Adn3, Sak1, and Fkh2), indicating potential binding redundancy and supporting the capacity of these regions to recruit transcriptional regulators for the initiation of RNAPII transcription. Together, these analyses indicate that the identified antisense promoters share sequence features and core promoter architecture typical of sense promoters in fission yeast.

To test whether the antisense‑upstream regions can function as promoters, we replaced the endogenous *ura4* promoter with 500‑bp regions upstream of the antisense TSSs from five loci (**Fig 3H**) and quantified *ura4* mRNA by RT‑qPCR (normalized to *act1*), including a promoter‑deleted strain as a negative control and the *adh1* promoter as a positive control. Apart from *rap1*, four of the five regions (*crt10*, *atg9*, *orc4*, *spb70*) produced significantly higher *ura4* mRNA than the negative control, supporting their intrinsic promoter activity (**Fig 3I**).

These findings suggest that Hrp3 positions nucleosomes over genomic regions prone to nucleosome loss, thereby preventing antisense transcription initiation at permissive sites within genes. This conclusion is further supported by three key observations. First, 87% (4,053/4,678) of antisense transcripts initiate within protein-coding genes, while the remaining 13% initiate in nearby intergenic regions and extend into gene bodies, indicating that antisense initiation in *hrp3*Δ requires DNA sequences or nucleosome arrangements specific to gene bodies. 

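Start positions were assigned for all 10101 antisense transcripts, since the differentially expressed subset was not used here. Of these, 7799 started inside the annotated span of a protein-coding gene on the opposite strand (77.2%, 95% interval 76.4 to 78.0%), and 2302 (22.8%) started outside such genes. The starts fell in coding sequence for 5522 transcripts (54.7%), in a 3′ UTR for 1982 (19.6%), in a 5′ UTR for 161 (1.59%) and in an intron for 134 (1.33%). The share inside genes was 62.7% when taken from the WT library alone and 80.4% when each start site cluster was counted once. Within genes of at least 1 kb, the 4311 start clusters were not spread evenly: the tenth of the gene next to the sense start held 2.83% of them and the tenth at the 3′ end 19.3%. From starts within genes, the paper reasons that antisense initiation in *hrp3*Δ requires DNA sequences or nucleosome arrangements specific to gene bodies.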

Second, these antisense transcripts are distributed homogeneously across all chromosomes (S4D in **S4 Fig**), suggesting that regions permissive to antisense initiation are cryptically embedded throughout most genes in the genome. 

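By chromosome, 1313 of 2333 protein-coding genes on chromosome I had an antisense transcript (56.3%, 95% interval 54.2 to 58.3%), 996 of 1865 on chromosome II (53.4%, interval 51.1 to 55.7%) and 535 of 915 on chromosome III (58.5%, interval 55.2 to 61.7%). The shares spanned 5.07 percentage points, with a chi-square of 7.13 (upper-sided permutation test over genes with 100000 resamples, p = 0.0280). Among genes of 1 to 3 kb the span was 3.00 percentage points (p = 0.368 in the same permutation test), and with the WT library alone it was 1.34 percentage points (p = 0.290). The median gene was 1845 bp long on chromosome III, against 1756 bp on I and 1757 bp on II. Antisense transcripts numbered 833 per Mb on chromosome I, 788 on II and 765 on III. The paper proposes from their spread over the chromosomes that regions permissive to antisense initiation lie within most genes.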

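Genes with an antisense transcript had a median length of 1985 bp (interquartile range 1394 to 2775 bp, n = 2844) and genes without one 1489 bp (994 to 2219 bp, n = 2269). The difference of 496 bp had p = 1e-05 in a two-sided permutation test of medians with 100000 resamples, the smallest value it can give. With the WT library alone the difference was 292.5 bp (p = 1e-05 in the same permutation test). The share of genes with an antisense transcript was 32.2% among 846 genes under 1 kb (95% interval 29.0 to 35.4%) and 74.1% among 336 genes of 4 kb or more (interval 69.1 to 78.7%). Per kb of gene, the number of antisense transcripts that start inside genes was 0.548 under 1 kb, 0.746 from 1 to 2 kb, 0.803 from 2 to 3 kb, 0.784 from 3 to 4 kb and 0.711 above.

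**Figure D3:**
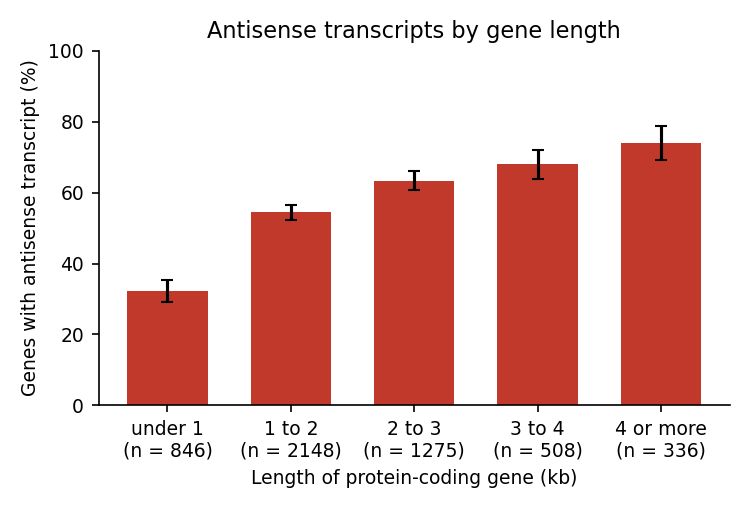
Share of protein-coding genes with at least one antisense transcript, by gene length in kb, with exact Clopper-Pearson 95% intervals as error bars and the number of genes under each bar. The bars rise from 32.2% to 54.4%, 63.4%, 68.1% and 74.1%.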

Finally, antisense transcripts are also more likely to originate within longer genes (**S4E Fig**). Taken together, these findings show that Hrp3 is essential for maintaining gene body nucleosome phasing and suppressing pervasive cryptic antisense transcription.

### Hrp3-mediated antisense repression links nested gene architecture to meiotic gene expression in S. *pombe*

Given that many antisense transcripts were driven from promoter‑like sequences and natural antisense RNAs can have regulatory functions across species [10,12,80], we next asked whether Hrp3-regulated antisense transcripts might have been co-opted for specific gene regulatory programs. We performed K-means clustering of sense genes upregulated in *hrp3*Δ mutants compared to WT and mutants of other remodelers (S6A in S6 Fig). This revealed a distinct group (cluster 4) enriched for genes involved in sexual reproduction (GO:0019953), whereas other clusters were depleted for these genes (S6B in S6 Fig). Concordantly, *hrp3*Δ‑upregulated genes significantly overlapped a published list of meiotically upregulated genes (MUGs) [81] (**Fig 4A and 4B**), including loci central to sporulation, septation, and meiotic transcription (e.g., *spo6*, *spn6*, *atf21*; **S2 Table**). A notable architectural feature of the MUGs affected in *hrp3*Δ was their frequent occurrence as convergently nested genes—protein‑coding genes entirely embedded within, and transcribed opposite to, longer host genes (e.g., *spo6* in *lam2*, *mfr1* in *tfg2*, *meu27* in *chk1*; **Figs 4C**, S6C, and S6D in S6 Fig). 

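In the annotation, *spo6* (SPBC1778.04, chromosome II, 3103097 to 3104941, + strand) lies within *lam2* (SPBC1778.05c, 3102902 to 3105786, − strand), *mfr1* (SPBC1198.12, chromosome II, 194678 to 195989, + strand) within *tfg2* (SPBC1198.13c, 194038 to 197147, − strand), and *meu27* (SPCC1259.14c, chromosome III, 1061503 to 1064195, − strand) within *chk1* (SPCC1259.13, 1059796 to 1064443, + strand). The coding sequences within a pair do not overlap. That of *lam2* runs from 3105116 to 3105719, that of *tfg2* from 195990 to 197075 and that of *chk1* from 1060020 to 1061775, and the coding sequence of each nested gene lies in the 3′ UTR of its host. In the long-read libraries, *spo6* had 1 sense model in WT and 4 in the pool, *mfr1* 0 and 3, and *meu27* 0 and 6. Their hosts had more, with 11 and 29 for *lam2*, 7 and 15 for *tfg2* and 7 and 23 for *chk1*. A transcript of a nested gene counts as sense of that gene under the classification used here, so it does not add to the antisense transcripts of its host. Of these 6 genes, *chk1* had 1 antisense transcript and the others 0.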

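A protein-coding gene was counted as nested when its annotated transcribed span lay wholly within the longer span of a protein-coding gene on the opposite strand. This gave 200 nested genes in 190 hosts, which is 3.91% of all protein-coding genes. The count rests on annotated UTRs: 308 genes have their coding sequence within the span of such a host, and 1 gene has its coding sequence within the coding span of the host. Of the 66 MUGs in S2 Table, 65 were matched to the annotation and 19 of these were nested (29.2%), an odds ratio of 11.1 against the remaining protein-coding genes (two-sided Fisher's exact test, p = 1.95e-12). The S2 Table genes were selected by the study as upregulated in *hrp3*Δ. In the long-read libraries, 22 of the 65 had a sense model in WT (33.8%, 95% interval 22.6 to 46.6%) and 63 in the pool (96.9%, interval 89.3 to 99.6%). Of the 19 nested ones, 4 had a sense model in WT and 18 in the pool. Among all 200 nested genes, 150 (75.0%) had one in WT and 189 (94.5%) in the pool, and among 4913 protein-coding genes that are not nested 88.9% and 97.6%.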

Genome‑wide, we catalogued 212 such convergently nested genes in *S. pombe.* Hypergeometric tests showed significant pairwise overlaps among three sets of genes (MUGs, convergently nested genes, and *hrp3*Δ‑upregulated genes), including a significant three‑way intersection (**Fig 4D**). Volcano plots further showed that *hrp3*Δ-upregulated genes includes both nested genes and, specifically, nested MUGs (**Fig 4E**). Consistent with a regulated gene expression program, *hrp3* expression was lowest five hours after meiotic induction, coincident with peak MUG expression (**Fig 4F**), which suggests that Hrp3 normally limits the expression of nested meiotic genes during vegetative growth.

**Fig 4:**
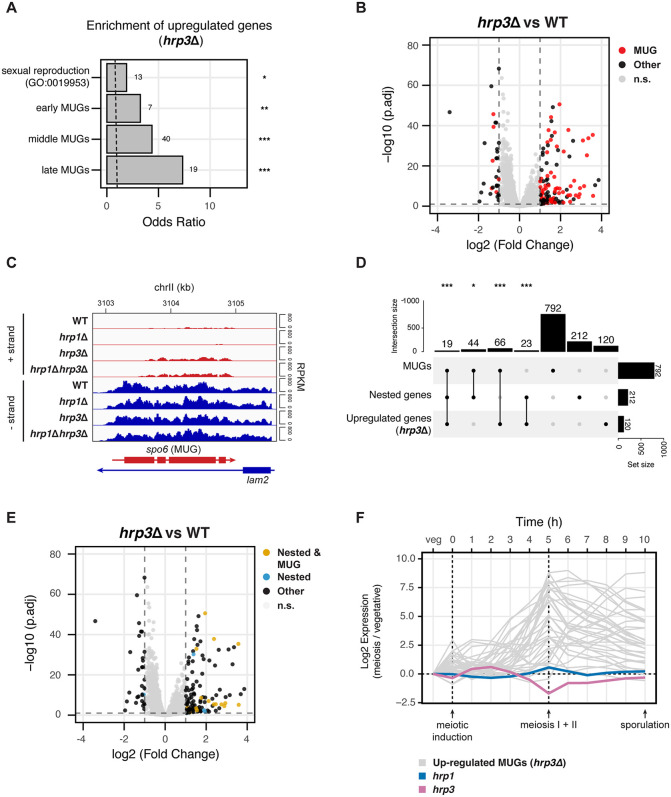
Hrp3-Mediated Antisense Repression Links Nested Gene Architecture to Meiotic Gene Expression in *S. pombe.* **(A)** Enrichment analysis of upregulated genes in the *hrp3*Δ mutant for the sexual reproduction GO term (GO:0019953) and early, middle, and late meiotically upregulated genes (MUGs) as reported by Mata et al. The dashed line indicates an odds ratio of 1. Statistical analysis was performed using Fisher’s exact test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). **(B)** Volcano plot representing the differentially expressed genes in *hrp3*Δ versus WT. MUGs are highlighted in red, while all other genes are in black. Genes in grey do not meet the thresholds for both significance (-log_10_(p.adj) > 1) and effect size (-1 < log_2_FC < 1). **(C)** Genome browser track of mRNA-seq data for the *spo6* and *lam2* genes in WT, *hrp1*Δ, *hrp3*Δ and *hrp1*Δ*hrp3*Δ. Tracks are separated into the + strand (red) and – strand (blue), with values shown in RPKM. The MUG within the pair is denoted in brackets. **(D)** UpSet plot showing the overlap between MUGs, convergent nested genes and upregulated genes in *hrp3*Δ. Statistical analysis was performed using the hypergeometric test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). **(E)** Volcano plot representing the differentially expressed genes in *hrp3*Δ versus WT. Genes which are both convergently nested and MUGs (n = 19) are highlighted in gold, other convergent nested genes (n = 193) are highlighted in blue, and all other genes are in black. Genes in grey do not meet the thresholds for both significance (-log_10_(p.adj) > 1) and effect size (-1 < log_2_FC < 1). **(F)** Line plot showing the temporal expression of *hrp1*, *hrp3*, and 35 MUGs upregulated in *hrp3*Δ at 1-hour intervals during meiosis in *S. pombe*. Data were obtained from Mata et al. [81].

To assess whether the loss of CHD remodelers has functional consequences during meiosis, we examined meiotic progression phenotypes in *hrp3*Δ, *hrp1*Δ, and *hrp1*Δ*hrp3*Δ mutants. Upon mating and sporulation, all mutants displayed reduced tetrad formation and increased accumulation of conjugated and non-participant cells relative to WT (S6E and S6F in S6 Fig). As a proxy for meiotic efficiency, we calculated the ratio of tetrads to conjugated cells and observed impaired meiotic progression in all mutants (S6G in S6 Fig). Notably, *hrp1*Δ exhibited pronounced meiotic defects despite comparatively lower levels of antisense transcription, suggesting that meiotic progression does not follow a simple quantitative relationship with global antisense deregulation. These observations indicate that while Hrp3-dependent antisense repression contributes to the regulation of convergently nested meiotic genes during vegetative growth, meiotic progression likely requires additional molecular pathways or paralog-specific properties of CHD remodelers. Thus, CHD remodeler activity represents a context-dependent regulatory layer within a broader chromatin and transcriptional framework coordinating nested and meiotic gene programs in fission yeast.

### The CHCT domain of Hrp3 prevents antisense transcription

To explore the paralog-specific mechanisms underlying Hrp3 function, we next investigated the molecular basis for Hrp3’s suppression of antisense transcription. We leveraged the functional contrast with Hrp1, which exhibited a dramatically smaller antisense phenotype (**Fig 1D**). We first compared their protein sequences and found the greatest divergence in their C-terminal regions (S7A in S7 Fig). Detailed annotation using a Pfam search identified the CHD1 helical C-terminal (CHCT) domain [82] as a domain of unknown function (DUF4208; residues 1293–1388) in Hrp3, which was absent in Hrp1 (**Fig 5A**). Structural predictions using AlphaFold showed that the CHCT domain of Hrp3 forms a structured bundle of five α-helices (S7B and S7D in S7 Fig), consistent with previous NMR spectroscopy studies [82], and is highly conserved among CHD-family proteins in other eukaryotes. In contrast, the C-terminus of Hrp1 had no predicted structure (S7C and S7E in S7 Fig) and has diverged from Hrp3 within the fungal *Schizosaccharomyces* lineage [83]. These findings highlight the structural and evolutionary divergence of the C-terminal regions, which likely underlies the functional differences between Hrp1 and Hrp3.

**Fig 5:**
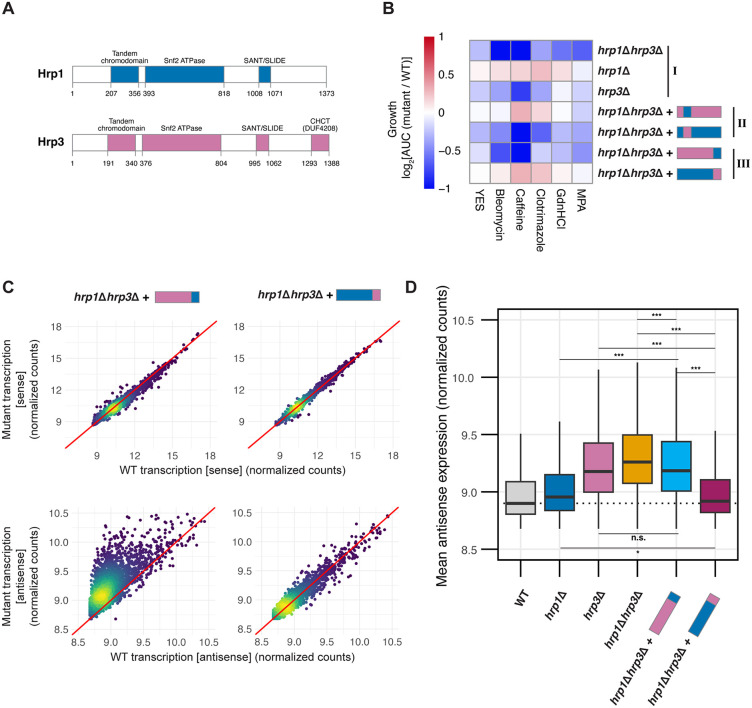
The CHCT Domain of Hrp3 Prevents Antisense Transcription. **(A)** Heatmap of growth phenotypes across four biological replicates when grown in YES medium alone or supplemented with 25 ng/μl bleomycin, 14 mM caffeine, 200 ng/ml clotrimazole, 5 mM guanidine hydrochloride (GHCl), or 25 μg/ml mycophenolic acid (MPA), represented by log_2_AUC values of mutants relative to WT. Roman numerals indicate mutant groups: (I) deletion mutants (II) chromodomain-swapped chimeras in the *hrp1Δhrp3Δ* mutant background, and **(III)** C-terminus-swapped chimeras in the *hrp1Δhrp3Δ* mutant background. Data represent the mean growth from four biological replicates. **(B)** Schematic representation of the protein structures of Hrp1 and Hrp3, including domain annotations with residue start and end positions. **(C)** Density-colored scatterplots representing mutant (*hrp1*Δ*hrp3*Δ:*:hrp3-CT*_*hrp1*_ *or hrp1*Δ*hrp3*Δ:*:hrp1-CT*_*hrp3*_) transcription against WT transcription for either sense transcripts (top row) or antisense transcripts (bottom row) for all protein-coding genes. Count data is derived from variance-stabilizing transformation (vst) of raw mRNA-seq counts from three biological replicates. **(D)** Boxplot of normalized antisense expression counts (as calculated in C) for WT, *hrp1Δ, hrp3Δ*, *hrp1*Δ*hrp3*Δ, *hrp1*Δ*hrp3*Δ:*:hrp3-CT*_*hrp1*_ *and hrp1*Δ*hrp3*Δ:*:hrp1-CT*_*hrp3*_. The dotted line represents the median antisense expression in WT. Statistical analysis was performed using ANOVA with Tukey’s Honestly Significant Difference (HSD) test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant).

To test whether the CHCT domain is a key driver of Hrp3’s impact on antisense transcription, we generated four chimeric mutants by swapping either the chromodomains (CD) or C-termini (CT) between the two paralogs, knocking them into the *hrp1*Δ*hrp3*Δ background (S7F in S7 Fig). We then subjected these mutants to stress conditions targeting DNA damage repair (bleomycin [84]), cell cycle/chromatin (caffeine [85]), the anti-fungal agent clotrimazole [86], protein folding (guanidinium hydrochloride [87]), and transcription and replication (mycophenolic acid [88]), assaying their growth relative to WT, *hrp1*Δ, *hrp3*Δ, and *hrp1*Δ*hrp3*Δ reference strains (**Fig 5B**). In this assay, if Hrp3 function is complemented, then chimeras should resemble the *hrp1*Δ, whereas if they do not, then they should resemble the *hrp3*Δ. Chromodomains were chosen as a control because, unlike the C-termini, they are relatively conserved between Hrp1 and Hrp3 (**S7A Fig**). Whereas *hrp3*Δ and *hrp1*Δ*hrp3*Δ cells exhibited significantly reduced growth under all tested stress conditions compared to WT, with particularly pronounced sensitivity to caffeine, bleomycin, and mycophenolic acid, *hrp1*Δ cells exhibited minimal to no growth defects relative to WT (**Fig 5B; Group I**). This pattern mirrors the extent of nucleosome disruption and antisense transcription in these mutants, suggesting that elevated antisense transcription imposes a broad fitness cost. Swapping the chromodomains between Hrp1 and Hrp3 did not alter the phenotype, indicating functional interchangeability (**Fig 5B; Group II**). By contrast, replacing the Hrp3 C-terminus with that of Hrp1 (*hrp1*Δ*hrp3*Δ*::hrp3-CT*_*hrp1*_) recapitulated the growth defects of *hrp3*Δ (**Fig 5B; Group III**), while introducing the Hrp3 CHCT domain onto Hrp1 (*hrp1*Δ *hrp3*Δ*::hrp1-CT*_*hrp3*_) was sufficient to rescue the growth phenotype, even in the absence of Hrp3 (**Fig 5B; Group III**), suggesting that the CHCT domain plays a critical role in Hrp3 function.

To determine whether the CHCT domain’s phenotypic impact was rooted in regulating antisense transcription, we next performed mRNA-seq on the *hrp1*Δ*hrp3*Δ*::hrp3-CT*_*hrp1*_ and *hrp1*Δ*hrp3*Δ*::hrp1-CT*_*hrp3*_ mutants (**Fig 5C and 5D**). Consistent with the growth phenotypes, transplanting the C-terminus of Hrp1 onto Hrp3 (*hrp1*Δ*hrp3*Δ*::hrp3-CT*_*hrp1*_) resulted in elevated levels of antisense transcription, closely resembling the *hrp3Δ* mutant. By contrast, swapping the CHCT domain of Hrp3 onto Hrp1 (*hrp1*Δ*hrp3*Δ*::hrp1-CT*_*hrp3*_) did not lead to such an increase. These findings indicate that the CHCT domain of Hrp3 is essential for the regulation of antisense transcription in cells.

### The CHCT domain of Hrp3 interacts with the transcriptional regulator Prf1

Although not fully resolved in cryo-electron microscopy studies [89,90], the terminal location of the CHCT domain of Chd1, distal from the nucleosome, suggested it may mediate protein-protein interactions. To investigate this possibility, we performed an *in silico* interaction screen using Alphafold2 Multimer [91] on the CHCT domain with a set of 2,692 nuclear genes in *S. pombe* [92]. Our results identified 12 candidates with an average interface predicted template modelling (IPTM) score of > 0.5 (S8A in S8 Fig **and** **S3 Table**). We filtered the predicted interactors to include only proteins associated with transcription elongation, as CHD1 is primarily involved in this process. Among these, the transcriptional regulator Prf1, the *S. pombe* homolog of the conserved RTF1 protein found in other eukaryotes, emerged as the strongest candidate (ipTM = 0.5516). The same interaction was predicted between full-length Prf1 and Hrp3 (S8B and S8C in S8 Fig). Notably, while Prf1/Rtf1 is a stable component of the elongation-associated Paf1 complex in budding yeast, it is biochemically distinct in metazoans and in *S. pombe* [93]. Nevertheless, our results are consistent with previous reports identifying the Paf1 complex as a potential Chd1 interactor in budding yeast [94,95]. In contrast, a similar prediction for Prf1 and Hrp1 did not reproduce the interaction (S8D in S8 Fig). The predicted Hrp3–Prf1 interface consisted of a distal binding region and a hydrophobic pocket within the CHCT domain, comprising three contact points (R2, R3, R4) and a distal region (R1) that surround a small hydrophobic α-helix at the N-terminus of Prf1 (N-helix) (**Fig 6A and 6B**). These contact points are conserved across major eukaryotic lineages (S9A and S9B in S9 Fig). Further AlphaFold predictions with CHD1 from *Homo sapiens* and *Arabidopsis thaliana* also supported an interaction between the CHCT domain and the Prf1/RTF1 N-terminal helix (S8E–S8H in S8 Fig), suggesting possible evolutionary conservation of this mechanism.

**Fig 6:**
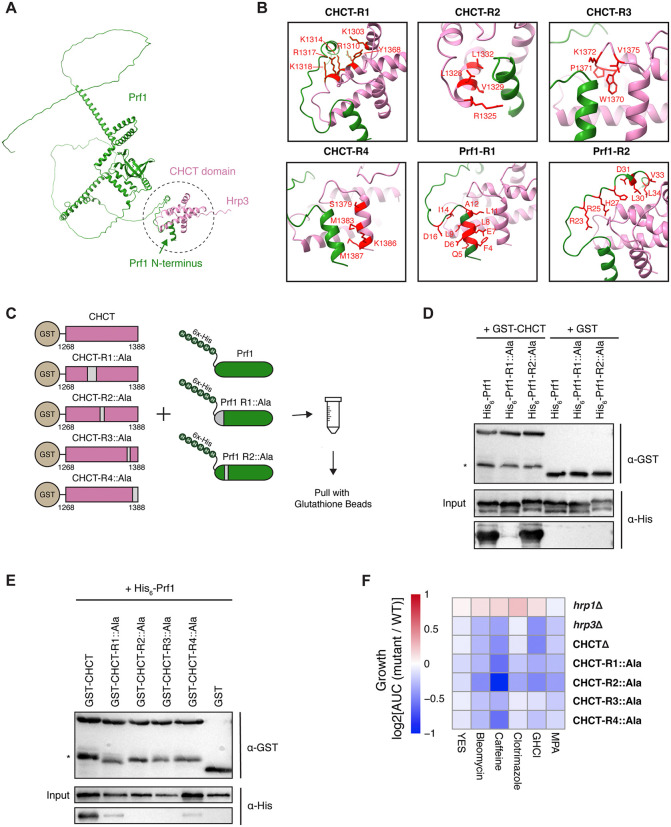
The CHCT Domain of Hrp3 Interacts with the Transcriptional Regulator Prf1. **(A)** AlphaFold2-predicted structure of the interaction between the N-terminus of Prf1 and the CHCT domain of Hrp3. The predicted binding interface is highlighted with a dotted circle. **(B)** Close-up views across six AlphaFold2-predicted binding regions between Prf1 (green) and the CHCT domain (pink). Residues involved in the interaction are highlighted in red for each region. **(C)** Schematic of the in vitro interaction assay. Binding was tested between GST-tagged CHCT (wild-type and alanine mutants) and His-tagged Prf1 (wild-type and alanine mutants). Regions of the proteins with residues mutated to alanine are shown in grey. **(D)** Western blot showing anti-GST and anti-His signals for GST-pulldowns of GST-CHCT (wild-type or mutated) and wild-type His-Prf1. Asterisk (*) denotes truncated GST-CHCT constructs. **(E)** Western blot showing anti-GST and anti-His signals for GST-pulldowns for wild- type GST-CHCT with His-Prf1 (wild-type or mutated). Asterisk (*) denotes truncated GST-CHCT constructs. **(F)** Heatmap of growth phenotypes of *hrp1*Δ, *hrp3*Δ, *hrp3-CHCT*Δ, and *in vivo* alanine-swapped CHCT mutants (as in panel C) when grown in YES medium alone or supplemented with 25 ng/μl bleomycin, 14 mM caffeine, 200 ng/ml clotrimazole, 5 mM guanidine hydrochloride (GHCl), or 25 μg/ml mycophenolic acid (MPA). Data represent the log_2_AUC values of mutant growth relative to WT under various stress conditions across four biological replicates.

To validate the predicted interaction in cells, we first performed endogenous co‑immunoprecipitation from strains expressing Prf1‑FLAG and Hrp3‑Myc. Anti‑FLAG IP recovered a modest but reproducible amount of Hrp3‑Myc (S8I in S8 Fig), consistent with a specific but likely transient association *in vivo*. We next asked whether the interaction is sufficient outside its native context. In bacterial co‑expression assays, GST‑tagged Hrp3‑CHCT pulled down His‑tagged full‑length Prf1/RTF1 (**Fig 6D and 6E**), and this extended to orthologs from both *Homo sapiens* and *Arabidopsis thaliana* (S8J in S8 Fig), supporting a conserved interaction. Finally, to experimentally define the interface with precision, we repeated the interaction with mutants guided by AlphaFold. Compared to the interaction between wild-type GST–CHCT and His–Prf1, alanine substitutions in the Prf1 N‑terminal helix (but not in a distal region) abolished binding (**Fig 6D**). Conversely, alanine substitutions in the CHCT interface regions (R1–R4) disrupted binding to wild‑type Prf1 (**Fig 6E**). Additionally, when we extended these findings to test the CHCT mutants’ functional impact, strains expressing Hrp3-CHCT domain mutants displayed stress sensitivity comparable to *hrp3*Δ and CHCT-deleted strains (**Fig 6F**). Together with a recent study [96] independently reporting a similar interaction with mouse CHD1/2 and RTF1, these results demonstrate that the Hrp3/CHD1 CHCT domain mediates a conserved interaction with Prf1/RTF1 and that this interface is critical for cellular fitness under stress.

### Prf1‑dependent recruitment of Hrp3 establishes H2Bub and nucleosome phasing to suppress antisense transcription

We next investigated the impact of the Hrp3-Prf1 interaction on chromatin and transcriptional regulation. Prf1/RTF1 is enriched across gene bodies and is essential for recruitment of the H2B ubiquitination machinery via its histone modifying domain (HMD) [97], a crucial step in the activation of the histone chaperone FACT. We hypothesized that the Hrp3–Prf1 interaction synergizes to regulate H2Bub deposition specifically during transcription elongation, ensuring retention of nucleosomes in the wake of transcription. To test this, we first performed ChIP-seq to examine the genomic distribution of both Hrp3, Hrp1, and H2BK119ub, using the known elongation mark H3K36me3 as a reference. In contrast to Hrp1, Hrp3 localized across gene bodies with enrichment profiles similar to the profiles of the elongation marks H3K36me3 and H2Bub (**Fig 7A**), and this localization was correlated with gene expression (**Fig 7B**). The contrast between Hrp1 and Hrp3’s genomic profiles suggested that the CHCT domain of Hrp3 may drive its co-localization to zones of active elongation. To test this, we performed Hrp3 ChIP-seq in a *prf1*Δ background, finding a marked reduction in gene body enrichment (**Figs 7C–7D and S10C**, Fisher’s exact test, *p* < 2.2e-16), and establishing that Prf1 is a key determinant of Hrp3’s genomic localization.

**Fig 7:**
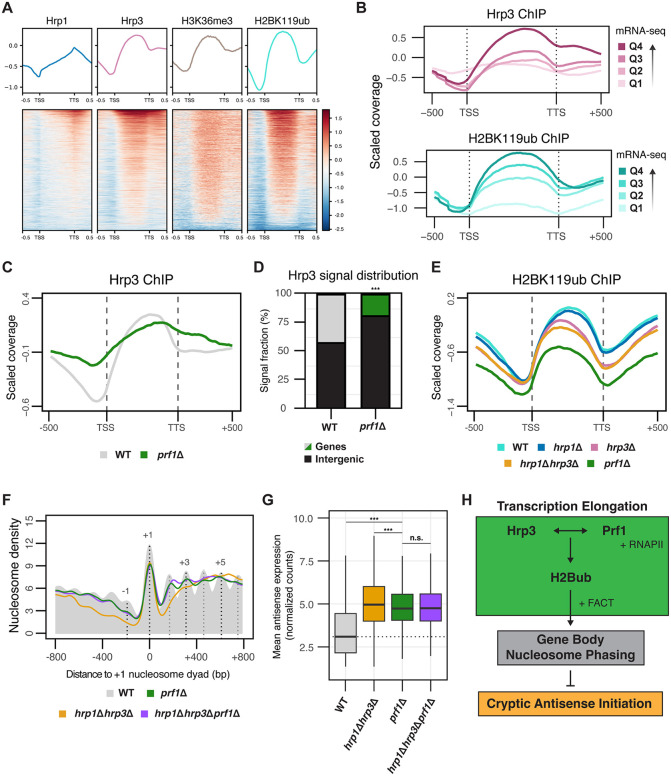
Prf1‑dependent Recruitment of Hrp3 Establishes H2Bub and Nucleosome Phasing to Suppress Antisense Transcription. **(A)** Metagene profiles and heatmaps showing ChIP-seq enrichment over input for Hrp1, Hrp3, H3K36me3 and H2BK119ub across all protein-coding genes. For Hrp1 and Hrp3, data were obtained using an anti-myc antibody in WT strains carrying myc-tagged Hrp1 and Hrp3. **(B)** Metagene plot of the ChIP-seq coverage relative to input for Hrp3-myc and H2BK119ub in WT across all protein coding genes. Genes were divided into four quartiles based on expression in WT. Quartiles are numbered by expression level, with Q1 being the lowest and Q4 being the highest. **(C)** Metagene profiles showing Hrp3 ChIP-seq enrichment over input for WT and *prf1*Δ across all protein-coding genes. For both strains, data were obtained using an anti-myc antibody in strains carrying myc-tagged Hrp3. **(D)** Stacked bar plot showing genome‑wide partitioning of Hrp3 ChIP signal between annotated genes and intergenic regions in WT and *prf1*Δ. Bars show the fraction of total mapped ChIP signal assigned to each category. Statistical analysis was performed using Fisher’s exact test on ChIP-seq counts. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). **(E)** Metagene plot of H2BK119ub ChIP-seq coverage relative to input for WT, *hrp1*Δ, *hrp3*Δ, *hrp1*Δ*hrp3*Δ and *prf1*Δ across all protein coding genes. **(F)** Metaplots of normalized nucleosome density from MNase-seq centered on the + 1 nucleosome dyad for WT, *prf1*Δ, *hrp1*Δ*hrp3*Δ and *hrp1*Δ*hrp3*Δ*prf1*Δ*.* The WT nucleosome profile is shown in solid grey, with dotted lines indicating the positions of select nucleosome maxima (-1, + 1, + 3 and +5). Profiles include 800 bp upstream and downstream of the + 1 nucleosome dyad for all protein-coding genes. The plotted data represents the average signal from two biological replicates. **(G)** Boxplot of normalized antisense expression counts for all antisense genes (calculated using vst-normalized raw mRNA-seq counts) for WT, *hrp1*Δ*hrp3*Δ, *prf1*Δ and *hrp1*Δ*hrp3*Δ*prf1*Δ*.* The dotted line represents the median antisense expression in WT. Data are calculated from three biological replicates. Statistical analysis was performed using ANOVA with Tukey’s Honestly Significant Difference (HSD) test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), n.s. (not significant). **(H)** Schematic illustrating the relationship between Hrp3 and Prf1 in the context of H2Bub deposition and nucleosome phasing, and its impact on antisense transcription.

We next investigated the functional link between Hrp3, Prf1, and nucleosome positioning. We first profiled H2BK119ub in WT, *hrp1*Δ, *hrp3*Δ, *hrp1*Δ*hrp3*Δ, and *prf1*Δ (**Fig 7E**). As expected, *prf1*Δ showed a pronounced loss of H2Bub across gene bodies. By contrast, *hrp3*Δ and *hrp1*Δ*hrp3*Δ also displayed significant, albeit less severe, reductions, whereas *hrp1*Δ alone did not (S10D in S10 Fig). These results support a hierarchy in which Prf1 functions upstream of Hrp3, with the Hrp3 CHCT domain facilitating Prf1‑dependent H2Bub deposition. The effect was modestly stronger at highly expressed genes (S10E in S10 Fig), consistent with a tight coupling of Prf1/Hrp3 activity to transcription elongation.

As H2Bub is known to enhance nucleosome stability [98], we next assessed the impact of the loss of *prf1* on nucleosome organization using MNase-seq. Nucleosome phasing was severely disrupted in the *prf1*Δ mutant, as well as in the *hrp1*Δ*hrp3*Δ*prf1*Δ triple mutant (**Fig 7F**). Given the similar degree of nucleosome disruption observed in both mutants, this provides further support that Prf1 and Hrp3 act in the same pathway to maintain gene‑body nucleosome spacing. Consistent with this, both the *prf1*Δ and *hrp1*Δ*hrp3*Δ*prf1*Δ mutants exhibited increased antisense transcription, comparable to the *hrp1*Δ*hrp3*Δ mutant (**Fig 7G**), extending the epistasis to the regulation of cryptic antisense initiation (**Fig 7H**). Similar to what was observed for *hrp3*Δ, sense transcription was largely unchanged in *prf1*Δ and *hrp1*Δ*hrp3*Δ*prf1*Δ (S10F and S10G in S10 Fig). Notably, the *prf1*Δ and *hrp1*Δ*hrp3*Δ*prf1*Δ mutants displayed growth defects measured by endpoint cell density compared to the *hrp1*Δ*hrp3*Δ mutant, indicating that Prf1 has additional essential roles beyond its cooperation with Hrp3 in cells [99] (S10H in S10 Fig). Together, these findings support a surveillance model in which Prf1 recruits Hrp3 to gene bodies during active elongation, and that Prf1 and Hrp3 then cooperate to establish nucleosome organization critical for suppressing cryptic antisense transcripts.

## Discussion

In this study, we demonstrate that the CHD-family nucleosome remodeler Hrp3 is a central regulator of cryptic antisense transcription. Hrp3 establishes nucleosome arrays within gene bodies, suppressing cryptic antisense initiation by masking embedded promoter-like regions within genes. While many antisense transcripts likely reflect opportunistic expression of otherwise neutral sequence variation, a defined subset corresponds to convergently nested meiotic genes whose expression during vegetative growth is associated with Hrp3-dependent antisense repression. Mechanistically, the Hrp3 CHCT domain engages the elongation factor Prf1/RTF1, and loss of Prf1 redistributes Hrp3 away from gene bodies, effectively enabling the elongation machinery to recruit the CHD-family nucleosome remodelers onto chromatin. This coupling provides spatial and temporal control of nucleosome organization during transcription and safeguards promoter fidelity. Our results build on earlier observations [65–68] that *hrp3*Δ disrupts gene‑body phasing and elevates antisense transcription in *S. pombe* by defining where cryptic antisense transcripts initiate, identifying a Prf1‑dependent recruitment pathway, and revealing a programmatic link to nested meiotic gene regulation. Together, these findings highlight how coordinated mechanisms spanning elongation and chromatin structure enforce proper promoter licensing and gene expression.

Antisense transcription is an evolutionarily ancient and ubiquitous phenomenon, observed throughout life [5,100], but its evolutionary significance and regulatory mechanisms remain incompletely understood. Furthermore, the evolutionary pressures governing antisense transcription remain a subject of debate [12,101], as its extent appears to be highly species-specific. For instance, 30–40% of genes in humans are bidirectionally transcribed, while this proportion increases to up to 70% in mice [8,102–104]. Here, we expand the catalog of antisense transcripts in *S. pombe*, identifying thousands of dormant antisense RNAs that overlap up to 55% of all protein coding genes. Many of these antisense transcripts, including several meiotic genes, are nested within larger host genes in a convergent orientation and repressed by Hrp3. While most of these antisense transcripts do not appear to directly regulate the sense expression of overlapping genes, as observed in other species [10,12,105,106], they may serve alternative *trans*-regulatory roles or encode functional proteins. This suggests that nature may have co-opted these additional transcripts for diverse functions and regulatory roles in a species-specific manner, akin to how gene duplication and neofunctionalization have driven evolutionary innovation [107–110]. In this way, antisense transcription can be viewed as a source of complexity, providing raw material for the evolution of novel regulatory networks and functional elements. The dual nature of antisense transcription—acting as either beneficial regulatory elements or harmful transcriptional noise—underscores the complexity of transcriptional regulation and the evolutionary pressures that maintain this phenomenon. Unregulated antisense transcription, as seen in *hrp3*Δ mutants, imposes significant fitness costs, particularly under stress conditions, emphasizing the necessity for tight regulatory control.

A key question arising from our study is how Hrp3 achieves the precise regulation of nucleosome positioning in coordination with the transcriptional machinery. Our study, together with recent work in budding yeast [96], identifies the interaction between the Hrp3 CHCT domain and the elongation complex subunit Prf1/RTF1 as a critical link in this process. Loss of Prf1 is accompanied by loss of Hrp3 specificity towards gene bodies, consistent with Prf1 acting upstream to promote H2Bub deposition and to retain Hrp3 during elongation. Disruption of this interaction—either by loss of Hrp3 or Prf1—results in similar phenotypes, including impaired nucleosome phasing and increased antisense transcription. These findings align with previous studies showing that H2Bub, deposited by Prf1/RTF1, facilitates the activity of FACT [98,111], a histone chaperone that reassembles nucleosomes in the wake of RNAPII. Concordantly, FACT loss disrupts spacing and elevates antisense transcription [112–116], supporting a model in which Prf1 (via H2Bub) and Hrp3 cooperatively establish gene‑body phasing, with FACT acting as a partner to reinforce nucleosome reassembly. In this framework, Prf1 sits upstream of Hrp3 in the hierarchy: the Prf1 N‑terminus engages Hrp3’s CHCT to promote its association with elongating gene‑body nucleosomes, enabling efficient H2Bub deposition; FACT then works with Hrp3 remodeling to maintain phased arrays that occlude embedded promoter‑like sites and suppress cryptic initiation. This coupling helps explain why cryptic antisense TSSs arise predominantly within gene bodies—precisely where elongation‑linked H2Bub, FACT activity, and Hrp3 remodeling intersect to enforce promoter licensing.

Although our data support a model in which Prf1/RTF1 and FACT cooperate with Hrp3 to establish gene‑body phasing, we do not claim that this is the only route to phasing *in vivo* or that Hrp3 lacks intrinsic spacing capacity. CHD-family remodelers can space nucleosomes *in vitro* [66,117,118], but these studies primarily report sliding‑based spacing on preassembled arrays. By contrast, our *in vivo* profiles emphasize positional losses and redistributions of specific gene-body nucleosomes, which reflect not only spacing per se but also placement, stabilization, and retention on chromatin. Thus, Hrp3 may be fully capable of autonomous spacing of nucleosomes, while in cells it acts with elongation factors to position and maintain nucleosomes at critical genomic sites. This framework helps reconcile differences between *in vitro* spacing patterns [118] and *in vivo* MNase‑seq profiles and underscores the need to study remodelers in their native context, where interactions with elongation factors and histone chaperones tune when and where remodelers operate.

Additionally, our findings show that chromatin, specifically well-phased nucleosome arrays, play a key role in regulating antisense transcription. Building on previous studies that established the role of nucleosome arrays in suppressing cryptic transcription [33–35], we extend this concept to within gene bodies. We show that cryptic promoters can arise within canonical protein coding genes, which Hrp3 works together with the transcription apparatus to suppress and ensure the fidelity of transcription. The evolution of nucleosome arrays in eukaryotes, alongside the diversification of nucleosome remodeler families as their architects, likely reflect the demand for the increasing complexity of transcriptional regulation during eukaryogenesis [119]. Furthermore, the widespread distribution of AT-rich regions which can function as cryptic antisense promoters within genes appears to be an inevitable consequence of evolutionary constraints, such as the local nucleotide composition imposed by protein-coding sequences. Indeed, studies have shown that up to 36% of transcription factor binding sites in humans lie within genes [120]. Although codon redundancy may have partially evolved to mitigate this issue [121,122], the nucleosome remodeler Hrp3 remains essential for ensuring that these cryptic promoters remain latent unless specifically required. This also suggests that the widespread distribution of cryptic antisense promoters is an inherent feature of eukaryotic genomes, shaped by both sequence composition and chromatin architecture.

In conclusion, our study highlights the critical role of Hrp3 in maintaining proper promoter licensing and antisense transcription regulation in *S. pombe*. By positioning nucleosomes to occlude cryptic antisense promoters and coordinating with the transcription elongation machinery, Hrp3 ensures proper gene regulation and cellular fitness. The thousands of newly identified antisense transcripts revealed in this study likely play context-specific roles that remain to be fully characterized. These findings offer valuable insights into the evolutionary and functional importance of nucleosome remodelers and their pivotal role in shaping the transcriptional landscape of eukaryotic genomes.

## Materials and methods

### Yeast culture, strain manipulation, phenotypic and mating assays

All strains used in this study are listed in **S4 Table**. Yeast (*S. pombe* strain 972) were cultured under standard conditions (32 ºC). Unless otherwise stated, media used were either EMM2 (Edinburgh Minimal Media) [123] or YES (Yeast Extract with Supplements) [124].

*S. pombe strains* were manipulated either using one-step PCR-based HR mutagenesis [125] or the SpEDIT CRISPR editing platform [126]. For both, heat-shock was used to transform chemically-competent parent strains [127]. Donor templates for homologous recombination were prepared using either Gibson assembly [128] using reagents supplied by the IMP Molecular Biology Service combined, with site directed mutagenesis, or by direct synthesis from commercial vendors (IDT, Genscript). For commercially synthesized HR templates, sequences were codon optimized according to *S. pombe* codon usage using Benchling (https://benchling.com). In all experiments, WT control transformations were performed such that synonymous mutations were introduced to delete CRISPR gRNA target sites. All manipulations were verified by PCR genotyping and where appropriate sequencing of the relevant locus.

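The antisense start site cluster with the most models within each of the genes used in the reporter was located in the merged set, and the 500 bp upstream of it were read on the antisense strand of ASM294v3. The paper's text does not give coordinates of the cloned fragments, so these positions describe the starts in the long-read libraries and not the constructs. In *orc4* (SPBP23A10.13) the main antisense start is chromosome II 2027177 on the − strand, with 9 models, and its 500 bp from 2027178 to 2027677 lie wholly inside the single coding exon and have a GC content of 39.8%. The last 50 bp before the start read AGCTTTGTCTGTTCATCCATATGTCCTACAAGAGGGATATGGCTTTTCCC. In *crt10* (SPBC27B12.05) the start is chromosome II 1329783 on the − strand, with 5 models, inside coding sequence, and the upstream region from 1329784 to 1330283 has 36.8% GC. In *spb70* (SPCC553.09c) it is chromosome III 289338 on the − strand, with 9 models, and the region from 289339 to 289838, which reaches past the end of the gene at 289704, has 31.0% GC and 2 TATAWAWR matches, the nearest centred 193 bp upstream of the start. In *atg9* (SPBC15D4.07c) 2 clusters were tied, at 3023678 and 3025251, and the one nearest the 3′ end of the gene is chromosome II 3023678 on the + strand, with 2 models and 33.0% GC from 3023178 to 3023677, a region that reaches past the end of the gene at 3023343. In *rap1* (SPBC1778.02) the cluster at chromosome II 3100270 on the − strand has 2 models, as many as another cluster in the gene, and the region from 3100271 to 3100770, which also reaches past the end of the gene, at 3100698, has 32.4% GC and 2 TATAWAWR matches, the nearest centred 408 bp upstream. No exact match was found in the regions of *orc4*, *crt10* and *atg9*. All antisense transcripts of these genes came from the pooled library.

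**Figure D4:**
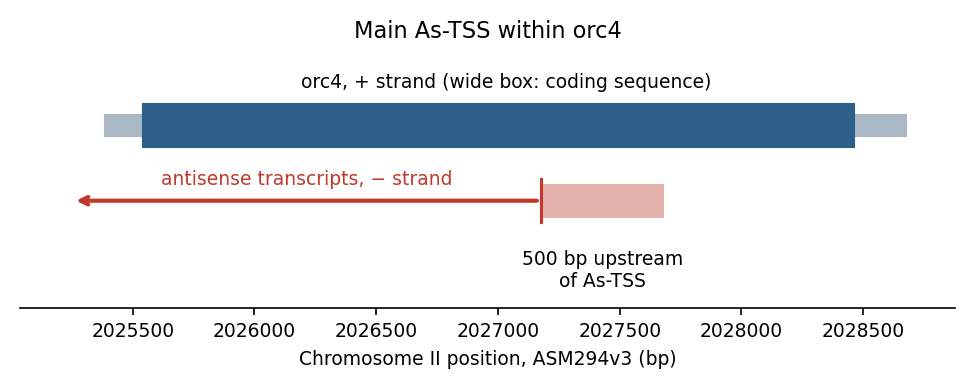
Map of *orc4* on chromosome II of ASM294v3 in bp, with the gene in grey, its coding sequence in blue, the main antisense start and the reach of the antisense transcripts as a red arrow that points to the lowest 3′ end, and the 500 bp upstream of the start in pink. The start at 2027177 and its upstream region lie inside the coding sequence.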

To construct the *ura4*-based reporter, a construct (PJY_135) consisting of homology to the 5**ʹ** of the *ura4*-D18 locus [129], the selectable marker natMX6, a ~ 1 kb fragment corresponding to either the S. pombe *adh1* promoter, a ~ 500 bp fragment tested to have minimal transcriptional activity, or ~500 bp fragments corresponding to antisense promoters within *rap1*, *atg9*, *crt10*, *spb70* or *orc4* were amplified from gDNA extracted from WT *S. pombe*, and the *ura4*^+^ gene were assembled by Gibson. The *ura4-D18* locus was then replaced with the reporter via one-step PCR followed by homologous recombination [125]. Correct integration was verified by PCR genotyping.

Phenotypic assays in this study were conducted using a plate-based bulk growth assay. OD_600_ was continuously monitored in 384-well plates (Nunc) under the stress conditions specified in the figure legends, at the standard growth temperature with shaking. Saturated cultures were diluted 100-fold for sub-culturing, and all assays were performed in either YES, EMM complete, or EMM without uracil (EMM-Ura, for reporter assays). Data collection was carried out using a BioTek Epoch2 microplate reader. Growth curves were analyzed in R, and the area under the curve (AUC) was calculated using the Growthcurver package (https://cran.r-project.org/web/packages/growthcurver/vignettes/Growthcurver-vignette.html). All subsequent data analysis was done in R.

For mating assays, cells were spotted to Malt Extract (ME) plates and incubated for 24 h at 25°C. For each genotype, 6 random fields of view were imaged from 3 independent replicates at 8 h and 24 h after plating on ME. Images were randomized and scored by two independent researchers blinded to the genotypes. Cells were classified as tetrads, conjugated pairs, or non‑participants according to predefined criteria. Any disagreements were resolved by consensus.

### Bacterial protein expression and in vitro pulldown experiments

Sequences corresponding to WT and mutated versions of *prf1* and the *hrp3* CHCT domain (from either *Schizosaccharomyces pombe*, *Arabidopsis thaliana* or *Homo sapiens*) were synthesized directly from commercial vendors (Genscript) and amplified by PCR. The *prf1* sequences were cloned into pET28a (Novagen), while the *hrp3* CHCT domain sequences were cloned into pGEX-4T-1 (Cytiva). Assembly of all plasmids was carried out by Gibson.

The plasmids expressing WT and mutated versions of 6xHis-tagged *prf1* were then co-transformed with plasmids expressing WT or mutated versions of GST-tagged *hrp3* CHCT domain into E. coli BL21 (DE3) RIL. Ten milliliter cultures grown overnight at 37 °C were diluted into 200 ml of fresh LB medium and grown at RT for 3 h and then induced for 5 h at RT. Cells equivalent to 100 of culture were resuspended in 5 ml of TBS containing 0.1% Triton X-100, 1 mM DTT, protease inhibitors (Roche), 10 µl of benzonase (2 µg/ml) and lysozyme (50 mg per 50 ml). After sonication for 10 min at high intensity (10”on/15”off) and 5 min at medium intensity (10”on/15”off) extracts were centrifuged for 20 min at 4 °C at 40,000 × g. Extracts were incubated with 50 µl of magnetic Glutathione (Thermo Fisher Scientific) or Protein A (Cytiva) beads (each with 2.5 ml of protein extract) at RT for 2 h. Beads were collected and washed six times with extraction buffer (without benzonase and lysozyme) and finally resuspended in 80 µl of 1 × SDS-PAGE loading buffer prepared in extraction buffer and boiled for 5 min. Proteins were then separated on an 12% SDS-PAGE gel and analyzed by either colloidal blue staining or Western blot. For SDS-PAGE, separation was performed using self-cast gels using standard methods. Gels were stained using colloidal blue reagents (MBS Blue) provided by the Molecular Biology Service. For Western blots, proteins were transferred using a standard wet protocol to a 0.2 µm nitrocellulose membrane (Cytiva Cat. No. 10600004), blocking in 5% non-fat dry milk (Maresi) dissolved in PBST. Anti-His (Sigma-Aldrich, H1029) and anti-GST (Santa Cruz Biotechnology, sc-138) antibodies were used at 1:1000 diluted in blocking buffer and detected using chemiluminescence following incubation with anti-mouse HRP conjugates (Biorad Cat. No. 1706516), which were diluted 1:10,000 in blocking buffer. Imaging of gels and Western blots was performed using a Thermo Fisher iBright 1500 imaging system.

### In vivo co-immunoprecipitation experiments

Endogenous co-immunoprecipitation (co-IP) in *S. pombe* was performed following a previously published protocol [130] with minor modifications. Briefly, 0.5 g of cell pellets per strain were lysed using acid-washed glass beads in a Precellys for 4x20 sec maximum speed, 1 min on ice between rounds in ice‑cold 1 × lysis buffer (50 mM Na‑HEPES pH 7.5, 200 mM NaOAc, 1 mM EDTA, 1 mM EGTA, 5 mM MgOAc, 5% glycerol, 0.25% NP‑40, 3 mM DTT, Roche EDTA‑free protease inhibitors). Lysates were cleared at 20,000 × g for 5 min. Next, 40 µl of anti‑FLAG M2 agarose beads were pre‑washed and incubated with 500 µl normalized lysate for 2 h at 4°C with end‑over‑end rotation. Beads were then washed 4× with ice‑cold wash buffer (same as lysis buffer), then eluted in 1 × SDS sample buffer at 95°C for 5 min. Inputs (10%) and IPs were then separated on an 8% SDS-PAGE gel and analyzed by Western blot. For SDS-PAGE, separation was performed using self-cast gels using standard methods. Proteins were transferred using a standard wet protocol to a 0.2 µm nitrocellulose membrane (Cytiva Cat. No. 10600004), blocking in 5% non-fat dry milk (Maresi) dissolved in PBST. Anti-FLAG M2 (Sigma-Aldrich; F3165) or anti-myc (IMP Molecular Biology Service, AB_558470) antibodies were used at 1:1000 dilution in blocking buffer and detected using chemiluminescence following incubation with anti-mouse HRP conjugates (Biorad Cat. No. 1706516), which were diluted 1:10,000 in blocking buffer. Imaging of gels and Western blots was performed using a Thermo Fisher iBright 1500 imaging system.

### mRNA sequencing library preparation and analysis

Total RNA was extracted from yeast strains grown to mid-exponential phase (OD_600_ ~ 0.5) using a standard hot acid phenol protocol. Libraries were then prepared by polyA-tail enrichment using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB Cat. No. E7760L) with the polyA selection module (NEB Cat. No. E7490L). Size selection steps and final library cleanup were performed using the NA clean-up bead solution provided by the VBC core facilities, which is adapted from DeAngelis et al. 1995 [131] using carboxylate-modified Sera-Mag Speed beads (Cytiva). Library quality control was performed using the Advanced Analytical Fragment Analyzer using the HS NGS fragment analysis kit (Agilent Cat. No. DNF-474) as well as qPCR using reagents produced by the Molecular Biology Service in conjunction with commercial DNA standards (Roche Cat. No KK4903). Data was collected on a Thermo Scientific QuantStudio5 instrument.

Prepared libraries were sequenced on either an Illumina NextSeq2000 or NovaSeq S4 at the Vienna BioCenter Core Facilities Next Generation Sequencing Core using paired-end mode. Quality control of the data was performed using FastQC (Babraham Institute). Transcript-level quantification against the *S. pombe* ASM*294v2 reference genome* available from ENSEMBLv55 was performed using Kallisto [132]. Differential expression analysis was performed using DESeq2 [133] in R, where all subsequent data manipulation was performed.

### PRO-seq library generation and analysis

We performed a variant of PRO-seq, qPRO-seq, as recently published [73], with modifications [134] to make it compatible with *S. pombe*. *S. pombe* cells were grown in 10 ml YES media to OD_600_ ~ 0.4–0.5. Cells were then harvested by centrifugation at 400 x *g* for 5 min at 4 ºC. Cells were then resuspended in 10 ml of ice-cold PBS, spun down once more, then resuspended in 10 ml ice-cold yeast permeabilization buffer (0.5% Sarkosyl, 0.5 mM DTT, Roche cOmplete protease inhibitor cocktail, 4U/ml Invitrogen RiboLock RNAse Inhibitor). After 20 min incubation on ice, cells were once again collected by gentle centrifugation, then resuspended in 50 µl storage buffer (10 mM Tris-HCl, pH 8.0, 25% (v/v) glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, 5 mM DTT).

A 2X run-on reaction master mix (40 mM Tris pH 7.7, 64 mM MgCl2, 1 mM DTT, 400 mM KCl, 40 µM Biotin-11-CTP, 40 µM Biotin-11-UTP, 40 µM ATP, 40 µM GTP, 1% sarkosyl) was prepared and preheated to 30 ºC. To each aliquot of permeabilized cells, 50 µl of master mix and 1 µl of RNAse inhibitor were added, then mixed by gently pipetting with wide-bore pipet tips before immediately incubating at 30 ºC for 5 min. To ensure precise timing, samples were done in batches staggered by 30–60 sec. Using the Norgen RNA Extraction Kit (Cat. No. 37500), 350 µL of RL buffer were added to each sample and then vortexed. 240 µl of absolute ethanol were added, then the entire well-mixed solution was applied to the RNA extraction column. The column was spun at 3500 x *g* for 1 min at 25 ºC, then washed once with 400 µl of wash solution A. This step was repeated a second time, then the column was dried by spinning at high speed for 2 min. RNA was eluted twice in 50 µl of DEPC-treated MonoQ water, the two fractions were pooled and then briefly denatured at 65 ºC for 30 sec. After snap cooling on ice, 25 µl of ice cold 1 M NaOH were added to each sample, which was then incubated for 10 min on ice. Finally, samples were quenched with 125 µl of cold 1 M Tris-HCl pH 6.8, then cleaned up using a standard ethanol precipitation overnight. Samples were resuspended in a small volume of DEPC water (6 µl).

Meanwhile, 10 µl per sample of Dynabeads MyOne Streptavidin C1 beads (Thermo Fisher Cat. No. 65001) were prepared by washing once with bead preparation buffer (0.1 M NaOH, 50 mM NaCl), then once in bead binding buffer (10 mM Tris-HCl, pH 7.4, 300 mM NaCl, 0.1% (v/v) Triton X-100, 1 mM EDTA, RNAse inhibitors), then resuspended in 25 µl bead binding buffer.

3’ RNA adapter ligation was performed by adding 1 µl 10 µM oligo VRA3 to the resuspended RNA, boiling at 65 ºC for 30 sec, then snap cooling on ice. Ligation reactions were then prepared with T4 RNA Ligase using the provided instructions. After incubating reactions at 25 ºC for 1 hr, ligated RNA was bound to the 25 µl previously prepared streptavidin beads by adding 55 µl bead binding buffer and the entire ligation reaction. Samples were incubated for 20 min at 25 ºC, then washed once with 500 µl high salt wash buffer (50 mM Tris-HCl, pH 7.4, 2 M NaCl, 0.5% (v/v) Triton X-100, 1 mM EDTA, 2 µl/10 ml Ribolock RNAse inhibitor), transferring beads to a clean tube. Beads were then washed once more in the new tube with low salt wash buffer (5 mM Tris-HCl, pH 7.4, 0.1% (v/v) Triton X-100, 1 mM EDTA, 2 µl/10 ml Ribolock RNAse inhibitor), then resuspended in 20 µl T4 PNK reaction mix (1X T4 PNK Buffer, 1 mM ATP, 1 µl T4 PNK, 1 µl RiboLock RNAse inhibitor). Samples were then incubate at 37 ºC for 30 min, then the beads were collected by magnet and resuspended in 20 µl ThermoPol reaction mix (1X ThermoPol buffer, 1 µl RppH, 1 µl RiboLock RNAse inhibitor), then incubated at 37 ºC for 1 hr. Beads were once again collected by magnet, then the 5’ RNA adaptor (REV5) was ligated using T4 RNA ligase, setting up the reaction using the provided manual and incubating at 25 ºC for 1 hr. Beads were then washed once with high salt wash buffer, transferring to a clean tube, then once with low salt buffer, before being resuspended in 300 µl of TRIzol reagent (Ambion). Samples were vortexed for 20 sec, then incubated on ice for 3 min before adding 60 µl of chloroform, vortexing for 15 sec, then incubating on ice for a further 3 min. Samples were then spun at 20,000 x *g* for 8 min at 4 ºC, then the upper ~180 µl aqueous phase was transferred to a clean tube and precipitated using a standard ethanol precipitation.

Finally, pellets were resuspended in 13.5 µl reverse transcription resuspension mix (8.5 µl DEPC water, 4 µl 10 µM primer RP1, 1 µl 10 mM dNTPs), denaturing at 65 ºC for 5 min, snap cooling on ice. Reverse transcription was then performed using Maxima H Minus RT (Thermo Fisher Cat. No. EP0753) by adding 6.5 µl RT master mix (4 µl 5X RT buffer, 1 µl DEPC water, 0.5 µl RiboLick RNAse inhibitor, 1 µl Maxima H Minus RT), then cycling as follows: 50 ºC for 30 min, 65 ºC for 15 min, 85 ºC for 5 min. 2.5 µl of indexed RPI-n primer (10 µM) were then added to each RT reaction, then PCR was performed as a 100 µl reaction using the Q5 polymerase (NEB) with the included high GC content enhancer. Samples were then PCR-amplified to the beginning of the logarithmic phase, as determined using a small-scale qPCR reaction run in parallel (typically less than 20 cycles).

Libraries were sequenced as described previously at the Vienna BioCenter Core Facilities Next Generation Sequencing Facility. The data analysis was performed by adapting available pipelines [73]. Briefly, we created a Nextflow pipeline (https://github.com/Gregor-Mendel-Institute/PROalign) to perform all QC, alignment, and read processing steps, generating strand-specific bigwig files that were subsequently analyzed in R.

### Long-read transcriptomics (PacBio Iso-seq)

Total RNA was extracted from yeast strains grown to mid-exponential phase (OD600 ~ 0.5) using a standard hot acid phenol protocol. For PacBio Iso-Seq, the sequencing libraries were prepared by DNA Link Sequencing Labs with the SMRTbell Barcoded Adapter Plate 3.0, followed by Iso-Seq sequencing on the Revio platform using SMRT Link v25.1. CCS reads (also known as HiFi reads) and high-quality isoforms were identified using the Iso-Seq4 (https://github.com/PacificBiosciences/IsoSeq) analytic software with a default parameter. This approach yielded over 15 million high-fidelity (HiFi) reads (Q ≥ 20) with a median read length of 1,702 bp, closely matching the median transcript length in *S. pombe* (1,883 bp). Subsequent analyses were performed in-house as follows: the clustered transcripts were mapped to the *Schizosaccharomyces pombe* genome using minimap2 v2.24 [135] with the parameters “-ax splice:hq -uf”. Redundant or highly similar transcripts were collapsed using TAMA Collapse with parameter “-a 100 –m 100 –x no_cap”. Collapsed transcript sets from the two independent libraries were subsequently merged using TAMA Merge [136] with parameter “-d merge_dup”.

To identify antisense transcripts, we downloaded the GFF3 file containing gene annotations from the Ensembl FTP (https://ftp.ensemblgenomes.ebi.ac.uk/pub/fungi/release-60/gff3/schizosaccharomyces_pombe/). Features annotated as “antisense” and/or “non-coding” were excluded. The resulting reduced GFF3 file was then used as a reference for gffcompare [137]. Long-read transcripts classified by gffcompare as “exonic overlap on the opposite strand” (class code ‘x’) were directly adopted as *our* antisense transcript annotation.

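Gffcompare was not run here, and its class was rebuilt from the deposited models. Models with any exonic overlap on their own strand were set aside as sense, and the rest with exonic overlap on the opposite strand became antisense. In the WT library 25108 models were sense, 745 antisense (2.86% of the models, 95% interval 2.66 to 3.07%) and 204 outside the reference genes. In the pooled library 58509 were sense, 9694 antisense (13.9%, interval 13.6 to 14.1%) and 1620 outside. In neither library did an antisense model share an intron with a gene on the opposite strand. The share in the pool was 13.5% when only overlap with a coding sequence counted. After merging, 59 antisense transcripts overlapped other reference genes but no protein-coding gene, and 967 overlapped 2 or more protein-coding genes. The median antisense model was 1653 nt long in WT and 1387 nt in the pool.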

### MNase-seq library generation and analysis

We performed MNase-seq by adapting a published protocol [138]. *S. pombe* strains (100 ml) were grown to mid-exponential phase (OD_600_ ~ 0.4-0.5) in YES, fixed with 0.5% formaldehyde for 20 min at RT, quenched with 125 mM glycine for 10 min, then collected by centrifugation. Cells were then washed with 10 ml dH_2_O, followed by resuspension into 5 ml of ice cold preincubation solution (20 mM citric acid, 20 mM Na_2_HPO_4_, 40 mM EDTA pH 8.0, 30 mM b-mercaptoethanol), and incubation in a 30 ºC water bath for 10 min. Cells were next harvested and resuspended in 2 ml Sorbitol/Tris buffer (1 M sorbitol, 50 mM Tris/HCl pH 7.5, 10 mM b-mercaptoethanol), and 2 mg of Zymolyase 100T lyophilized powder (Nacalai Tesque) was resuspended in 40ul of water and added per 100 ml culture to produce spheroplasts. Samples were then incubated in a 30 ºC water bath for 30 min, before harvesting and washing with 10 ml Sorbitol/Tris buffer (without b-mercaptoethanol). The spheroplasts were then resuspended in 1 ml of ice-cold NP buffer (1 M sorbitol, 50 mM NaCl, 10 mM Tris/HCl pH 7.5, 5 mM MgCl_2_, 1 mM CaCl_2_, 0.75% NP-40, 1 mM b-mercaptoethanol, 0.5 mM spermidine).

For MNase digestion, 1.5 U of MNase (Sigma-Aldrich) was added to each sample, and samples were incubated at 37 ºC for 15 min. The reaction was stopped by the addition of 138 µl of Stop Buffer (5% SDS, 100 mM EDTA). Next, 40 µl of 10 mg/ml RNAse A (Thermo Fisher) was added and samples were incubated at 37 ºC for 45 min, followed by the addition of 50 µl of 5 mg/ml Proteinase K (Thermo Fisher) and further incubation at 65 ºC overnight. The next morning, 360 µl of potassium acetate pH 5.5 was added to each sample, followed by incubation on ice for 10 min. DNA was then isolated from the supernatant using classical phenol-chloroform-isopropanol extraction and ethanol precipitation methods. Extracted DNA was then run on a 2% agarose gel, and bands corresponding to mononucleosomal DNA was recovered by gel extraction. DNA concentration was measured by Nanodrop spectrophotometer.

For library preparations, all samples, were processed using the NEBNext Ultra II library preparation kit for Illumina (NEB Cat. No. E7645L) using custom synthesized barcoded sequencing adapters provided by the Vienna BioCenter Core Facilities Next Generation Sequencing Facility. Following quality control by Agilent Fragment Analyzer and quantification by RT-qPCR using a Kapa Library Quantification Kit (Roche Cat. No. KK4903), libraries were sequenced at the Next Generation Sequencing Facility on an Illumina NovaSeq X. Alignments, quality control, and initial processing were performed using the nf-core/mnaseseq pipeline (https://github.com/nf-core/mnaseseq) with default parameters. Further analysis was performed using Deeptools (v3.3.1) [139].

For the calling of nucleosome dyad positions, we used the Numap package [140] (https://github.com/orphancode/NuMap, https://github.com/dblyons/MNase_seq) with the call_dyads function on default parameters. For each dyad, ± 50 bp windows (100 bp) were extracted with bedtools (v2.27.1) getfasta. GC% was computed as (G + C)/(A + C + G + T) × 100 using Python (v3.6.6). Distributions and statistical tests were plotted in R (v4.3.1).

### ChIP-seq library generation and analysis

*S. pombe* strains (100 ml) were grown to mid-exponential phase (OD_600_ ~ 0.4-0.5) in YES, fixed with 1% formaldehyde for 10 min, quenched with 125 mM glycine for 10 min, then collected by centrifugation. Cells were washed once with ice-cold PBS, then resuspended in lysis buffer (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, 1% Triton X-100, 1X Roche Complete Protease Inhibitors), and then lysed using acid-washed glass beads in a Precellys for 4x20 sec maximum speed, 1 min on ice between rounds. Lysate was then separated from the beads and then chromatin was sheared to a predominant final DNA length of ~150–200 bp in a Covaris E220 ultrasonicator, and then clarified of unlysed cells and debris by centrifugation twice at 16,000 × g for 10 min. Prepared chromatin was then frozen at -70 ºC pending use.

Chromatin aliquots were thawed on ice, then normalized based on starting culture density using additional lysis buffer for dilution. 10% of normalized and diluted chromatin were reserved as input controls. Either anti-Myc 9E10 (1µg; IMP Molecular Biology Service, AB_558470), anti-H3K36me3 (1µg; Abcam, ab9050), anti-H2BK120ub (1µg; Active Motif, Cat#39623) or anti-H2A.Z (2µg; Active Motif, Cat#39640) antibodies were then added to each culture and samples were incubated overnight at 4 ºC with inversion. 25 µl of Protein A Dynabeads (Thermo Fisher Cat. No. 10001D) per sample were prepared by washing twice with PBS with 0.1% tween-20, once with lysis buffer, then resuspending in 100 µl of lysis buffer. Prepared beads were then combined with overnight chromatin samples and incubated for 4 hrs at 4 ºC with inversion. Beads were then collected using the magnet and washed twice with lysis buffer, twice with high salt lysis buffer (50 mM HEPES-KOH, pH 7.5, 500 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, 1% Triton X-100), twice using lithium wash buffer (10 mM Tris-HCl, pH 8, 250 mM LiCl, 1 mM EDTA, 0.5% NP-40, 0.5% sodium deoxycholate), and once with TE. Beads were then resuspended in 100 µl of elution buffer (50 mM Tris-HCl, pH 8, 10 mM EDTA, 0.8% SDS) and transferred to PCR strips. Samples were then boiled for 10 min at 95 ºC, then 65 ºC overnight in a thermocycler. The next morning, proteinase K was added (final concentration 0.2 mg/mL) and incubated at 55 °C for 2 h. Samples were then cleaned up using a commercial kit (Zymo Research Cat. No. D5201). DNA concentration was measured by Nanodrop spectrophotometer.

For library preparations, all samples, including input, were processed using the NEBNext Ultra II library preparation kit for Illumina (NEB Cat. No. E7645L) using custom synthesized barcoded sequencing adapters provided by the Vienna BioCenter Core Facilities Next Generation Sequencing Facility. Following quality control by Agilent Fragment Analyzer and quantification by RT-qPCR using a Kapa Library Quantification Kit (Roche Cat. No. KK4903), libraries were sequenced at the Next Generation Sequencing Facility on an Illumina NovaSeq X. Alignments, quality control, and initial processing were performed using the nf-core/chipseq pipeline (https://github.com/nf-core/chipseq) with default parameters. Input-normalized bigWig files were subsequently generated using Deeptools (v3.3.1) [139].

### Promoter and motif analyses

For all promoter analyses, we defined 500 bp regions upstream of sense and antisense TSSs as promoter regions. The TATA position weight matrix (PWM) was taken from the JASPAR CORE Fungi (redundant v2) database. We scanned promoters with FIMO (https://meme-suite.org/; P < 1e − 4) to count TATA occurrences and summarize positions relative to TSS. We used STREME for de novo motif discovery on antisense promoters (default parameters; E ≤ 0.05). Motifs (including TATA) were matched to *S. pombe* TF motifs using TOMTOM against a published TF motif atlas [79] (default parameters; FDR ≤ 0.05).

### AlphaFold predictions

We ran either AlphaFold-Multimer v2.2 or AlphaFold3 [141] (https://alphafoldserver.com/) for all protein complex predictions. Of the five models generated, we used only the model ranked 1 for further processing and interpretation. We used the software UCSF ChimeraX (v1.8) [142] for the visualization and superimposition of AlphaFold models. For the *in-silico* protein interaction screen, we used a previously established pipeline [143] that integrated MMseqs and ColabFold [144] (https://gitlab.com/BrenneckeLab/ht-colabfold).

### Multiple sequence alignments

Multiple sequence alignments were conducted for homologs of Hrp3 and Prf1 across 11 representative eukaryotic model species: *Schizosaccharomyces pombe, Saccharomyces cerevisiae, Neurospora crassa, Caenorhabditis elegans, Drosophila melanogaster, Danio rerio, Mus musculus, Homo sapiens, Physcomitrella patens, Arabidopsis thaliana,* and *Oryza sativa*. Alignments were performed using the Multiple Alignment using Fast Fourier Transform (MAFFT) [145] algorithm. Homologs were identified as proteins clustering within the same orthogroup, based on Orthofinder [146] (version 2.5.4) analysis performed with default settings.

### Quantification and statistical analysis

Unless otherwise noted, all statistical analyses were performed in R (v4.1.3) using the RStudio IDE (v2022.12.0 + 353) on x86_64-apple-darwin17.0 (64-bit) under macOS 13.6.3. All statistical tests used are stated in corresponding figure legends. Processing of NGS data, as well as all AlphaFold2 Multimer analyses, were performed using the CLIP cluster (https://clip.science).

## Supporting information

S1 Fig H2A.Z Enrichment in 11 Nucleosome Remodeler Mutants in Fission Yeast.

S2 Fig Analyses of Sense and Antisense Expression in *hrp1*Δ, *hrp3*Δ and *hrp1*Δ*hrp3*Δ.

S3 Fig Additional Analyses of Antisense Transcripts in *hrp1*Δ, *hrp3*Δ and *hrp1*Δ*hrp3*Δ.

S4 Fig Loss of *hrp3* is Associated with Depletion of Nucleosome Occupancy over AT-rich Regions.

S5 Fig Characteristics of Cryptic Antisense Promoters Identified in *hrp3*Δ and *hrp1*Δ*hrp3*Δ.

S6 Fig Further Analyses on MUGs and Convergent Nested Genes in Fission Yeast.

S7 Fig Comparative Domain Analysis of Hrp1 and Hrp3.

S8 Fig AlphaFold-predicted Interactions Between Prf1 and the Hrp3 CHCT Domain Across Species.

S9 Fig Interacting Residues Between Hrp3 and Prf1 are Conserved Across Eukaryotes.

S10 Fig Additional Analyses of *prf1* Mutants.

S11 Fig Analysis of cryptic sense transcription in *hrp1*Δ*hrp3*Δ.

S1 Note Transcription of cryptic sense isoforms in *hrp1*Δ*hrp3*Δ.

S1 Table *De novo* motif discovery at cryptic antisense promoters.

S2 Table Early, middle and late MUGs upregulated in *hrp3Δ.*

S3 Table Top candidates for predicted interaction with the CHCT domain of Hrp3.

S4 Table *Schizosaccharomyces pombe* strains used in this study.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S1 Fig

**
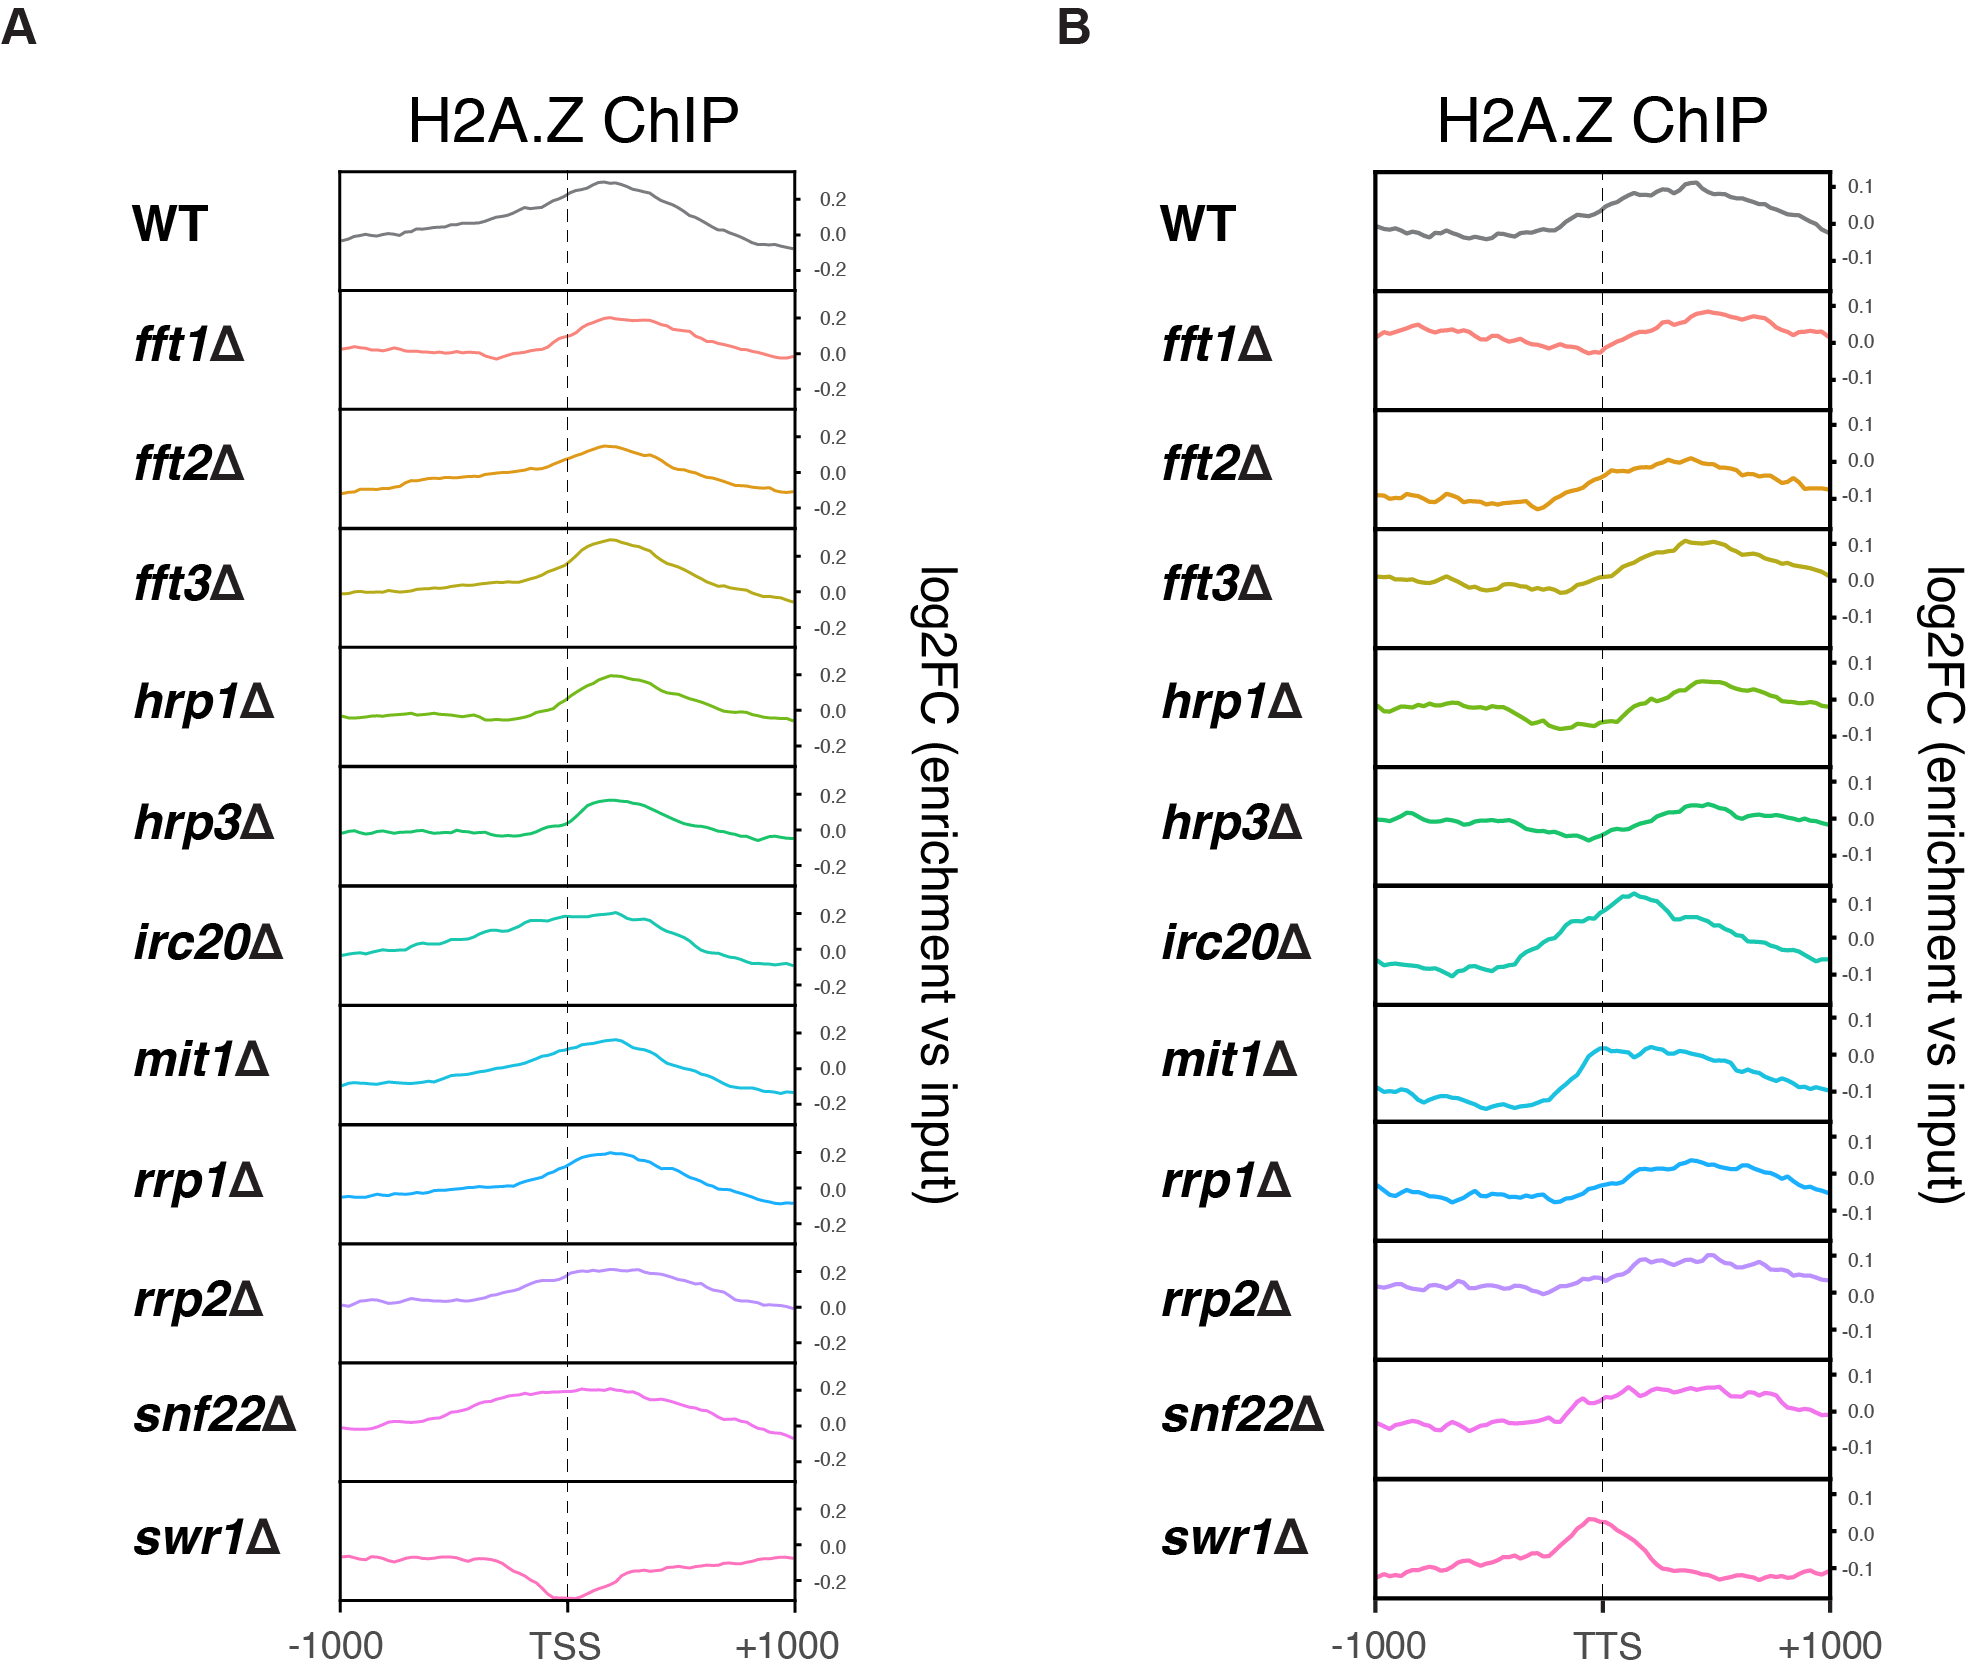
**

**S1 Fig. H2A.Z Enrichment in 11 Nucleosome Remodeler Mutants in Fission Yeast.**

(A) Metagene plots showing ChIP-seq coverage of H2A.Z relative to input across all protein-coding genes in WT, *fft1*Δ, *fft2*Δ, and *fft3*Δ, *hrp1*Δ and *hrp3*Δ, *irc20*Δ, *mit1*Δ, *rrp1*Δ, *rrp2*Δ, *snf22*Δ, and *swr1*Δ mutants. H2A.Z enrichment is plotted relative to the transcription start site (TSS), including 1 kb upstream and downstream.

(B) As in (A), but H2A.Z enrichment is plotted relative to the transcription termination site (TTS) instead.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S2 Fig

**
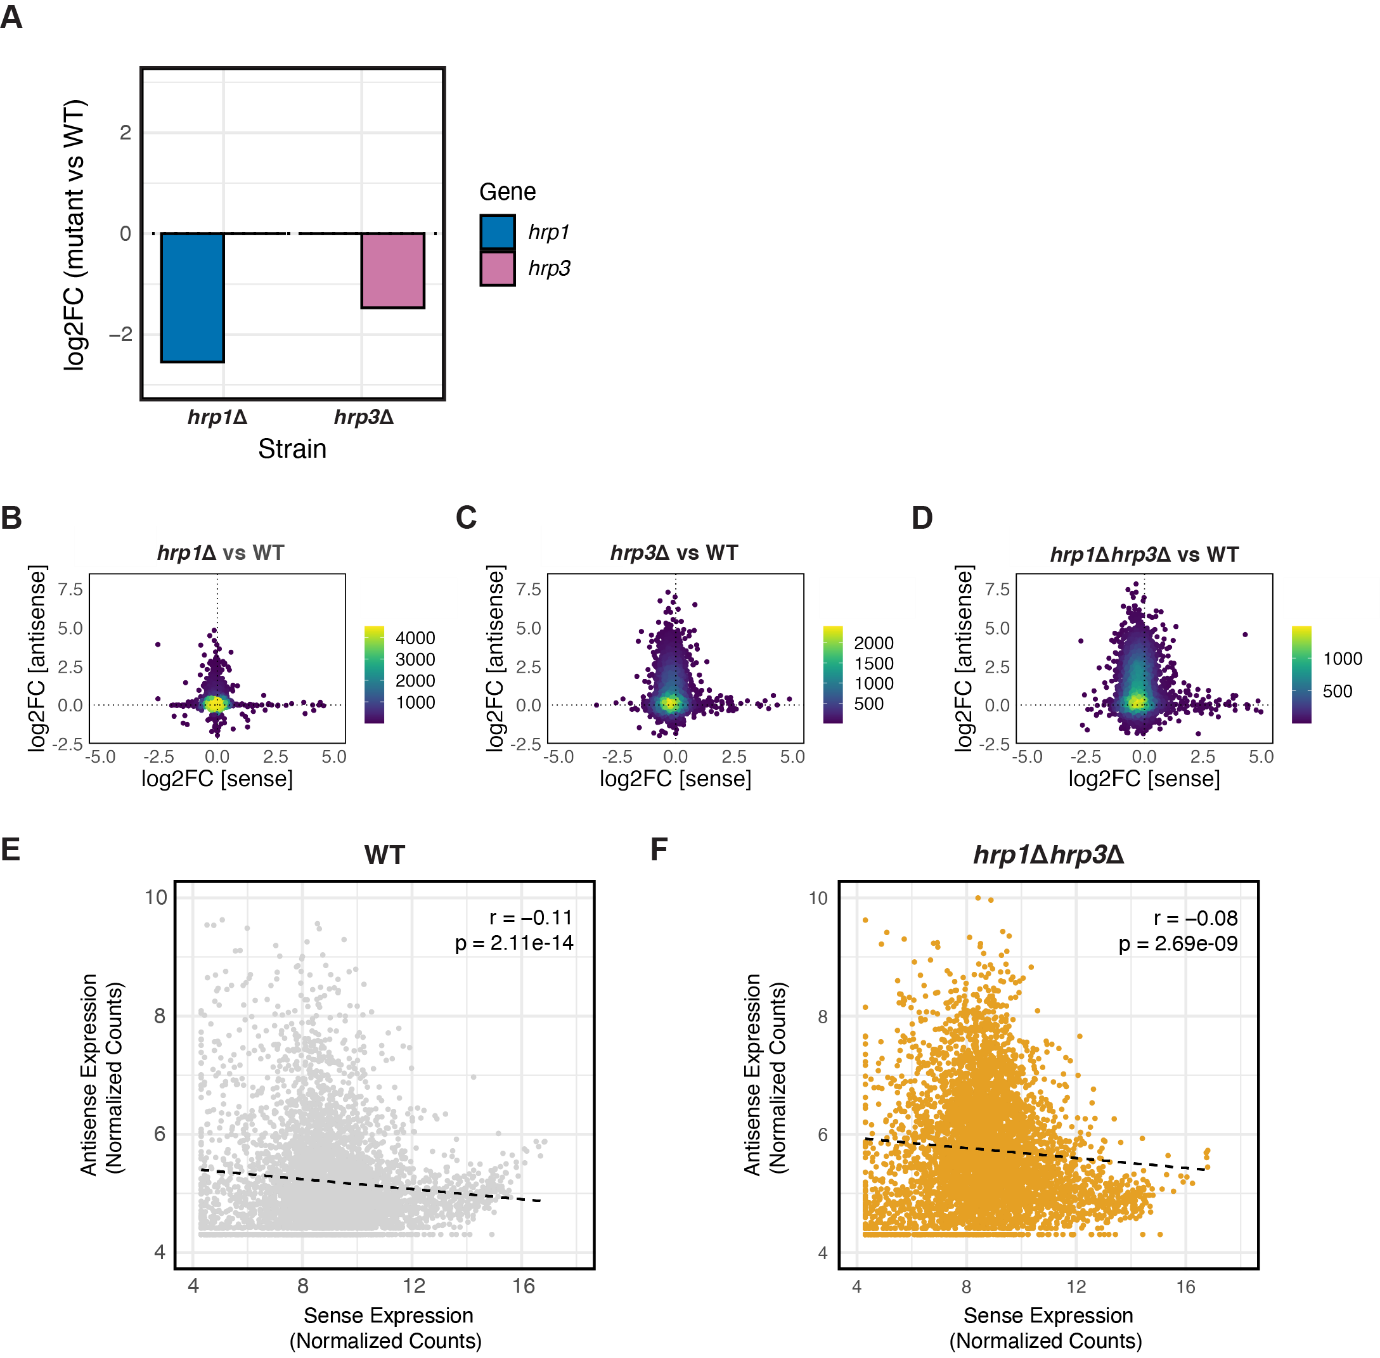
**

**S2 Fig. Analyses of Sense and Antisense Expression in *hrp1*Δ, *hrp3*Δ and *hrp1*Δ*hrp3*Δ.**

(A) Expression levels of *hrp1* and *hrp3* in *hrp3*Δ and *hrp1*Δ mutants, respectively. Expression is shown as log2 fold change (log2FC) relative to WT, based on mRNA-seq data. Values represent the average of three biological replicates.

(B) Density-colored scatterplots of mRNA-seq log2FC values for sense and antisense transcripts in *hrp1*Δ versus WT across all protein-coding genes. Data represents the average of three biological replicates.

(C) As in (B), but for *hrp3*Δ versus WT.

(D) As in (B), but for *hrp1*Δ*hrp3*Δ versus WT.

(E) Scatterplot comparing sense (x-axis) and antisense (y-axis) expression counts across all protein-coding genes in WT. Count data is derived from variance-stabilizing transformation (vst) of raw mRNA-seq counts. Pearson’s correlation and linear regression analysis were performed. Data represents the average of three biological replicates.

(F) As in (E), but for the *hrp1*Δ*hrp3*Δ strain.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S3 Fig

**
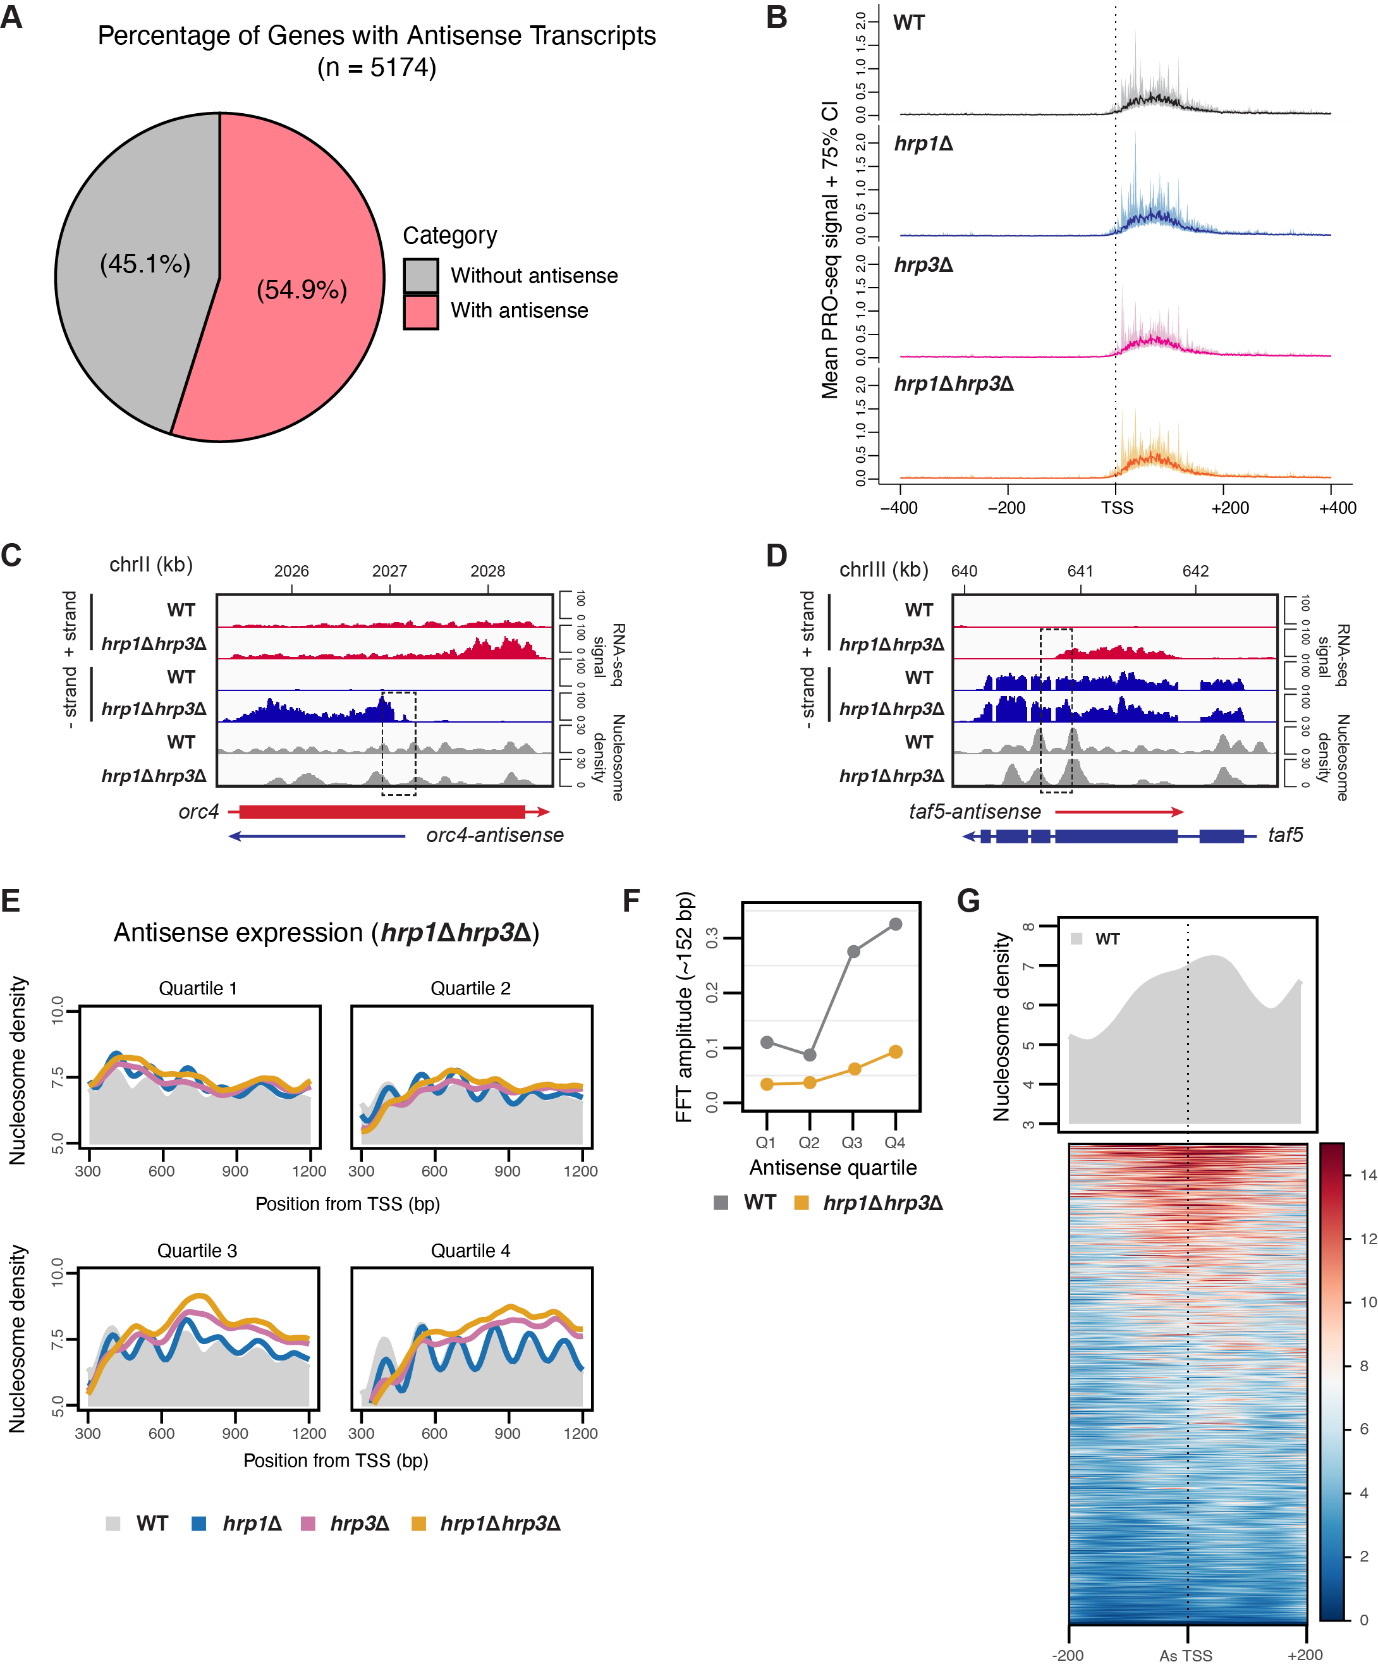
**

**S3 Fig. Additional Analyses of Antisense Transcripts in *hrp1*Δ, *hrp3*Δ and *hrp1*Δ*hrp3*Δ.**

(A) Pie chart showing the proportion of all protein coding genes that have overlapping antisense transcripts (red) and those that do not (grey) in *S. pombe*. The percentages for each category are displayed on the chart.

(B) Metagene representation of mean PRO-seq signals (solid lines) with 75% confidence intervals (shaded regions) for WT, *hrp1Δ*, *hrp3Δ*, and *hrp1Δhrp3Δ* mutants centered on the TSS of the all protein-coding genes in fission yeast. Profiles include 400 bp upstream and downstream of the TSS. Data represent the mean signal from two biological replicates.

(C) Genome browser track of RNA-seq and MNase-seq data for *orc4*, representative of genes with increased antisense transcription in *hrp1Δhrp3Δ* mutants. PRO-seq signals for the + strand (red) and – strand (blue) are displayed. In the gene schematic, solid boxes represent exons, whereas solid lines represent the entire transcript. The dotted box highlights the region where antisense transcription initiates in the *hrp1Δhrp3Δ* mutant, coinciding with disrupted nucleosome positioning.

(D) As in (C), but for the *taf5* gene.

(E) Metaplots of normalized nucleosome density from MNase-seq within the gene body (300 bp to 1200 bp from the TSS) of all protein-coding genes for WT, *hrp1Δ*, *hrp3Δ*, and *hrp1Δhrp3Δ*. Data are stratified into four quartiles based on antisense expression levels (lowest to highest) in the *hrp1Δhrp3Δ* mutant. The WT profile is shown in solid grey, and the plotted data represent the average signal from two biological replicates.

(F) Fourier amplitude at the nucleosomal periodicity (~152 bp) for genes binned into quartiles by antisense transcription in *hrp1*Δ*hrp3*Δ (Q1 = lowest, Q4 = highest), comparing WT and *hrp1*Δ*hrp3*Δ. Points show the mean (fast Fourier transform) FFT amplitude per bin; lines connect quartiles for visualization.

(G) Heatmap of nucleosome density centered on antisense TSSs (vertical dashed line) in WT, shown from −200 to +200 bp. Rows represent antisense loci (ordered by local signal), with warmer colors indicating higher nucleosome density.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S4 Fig

**
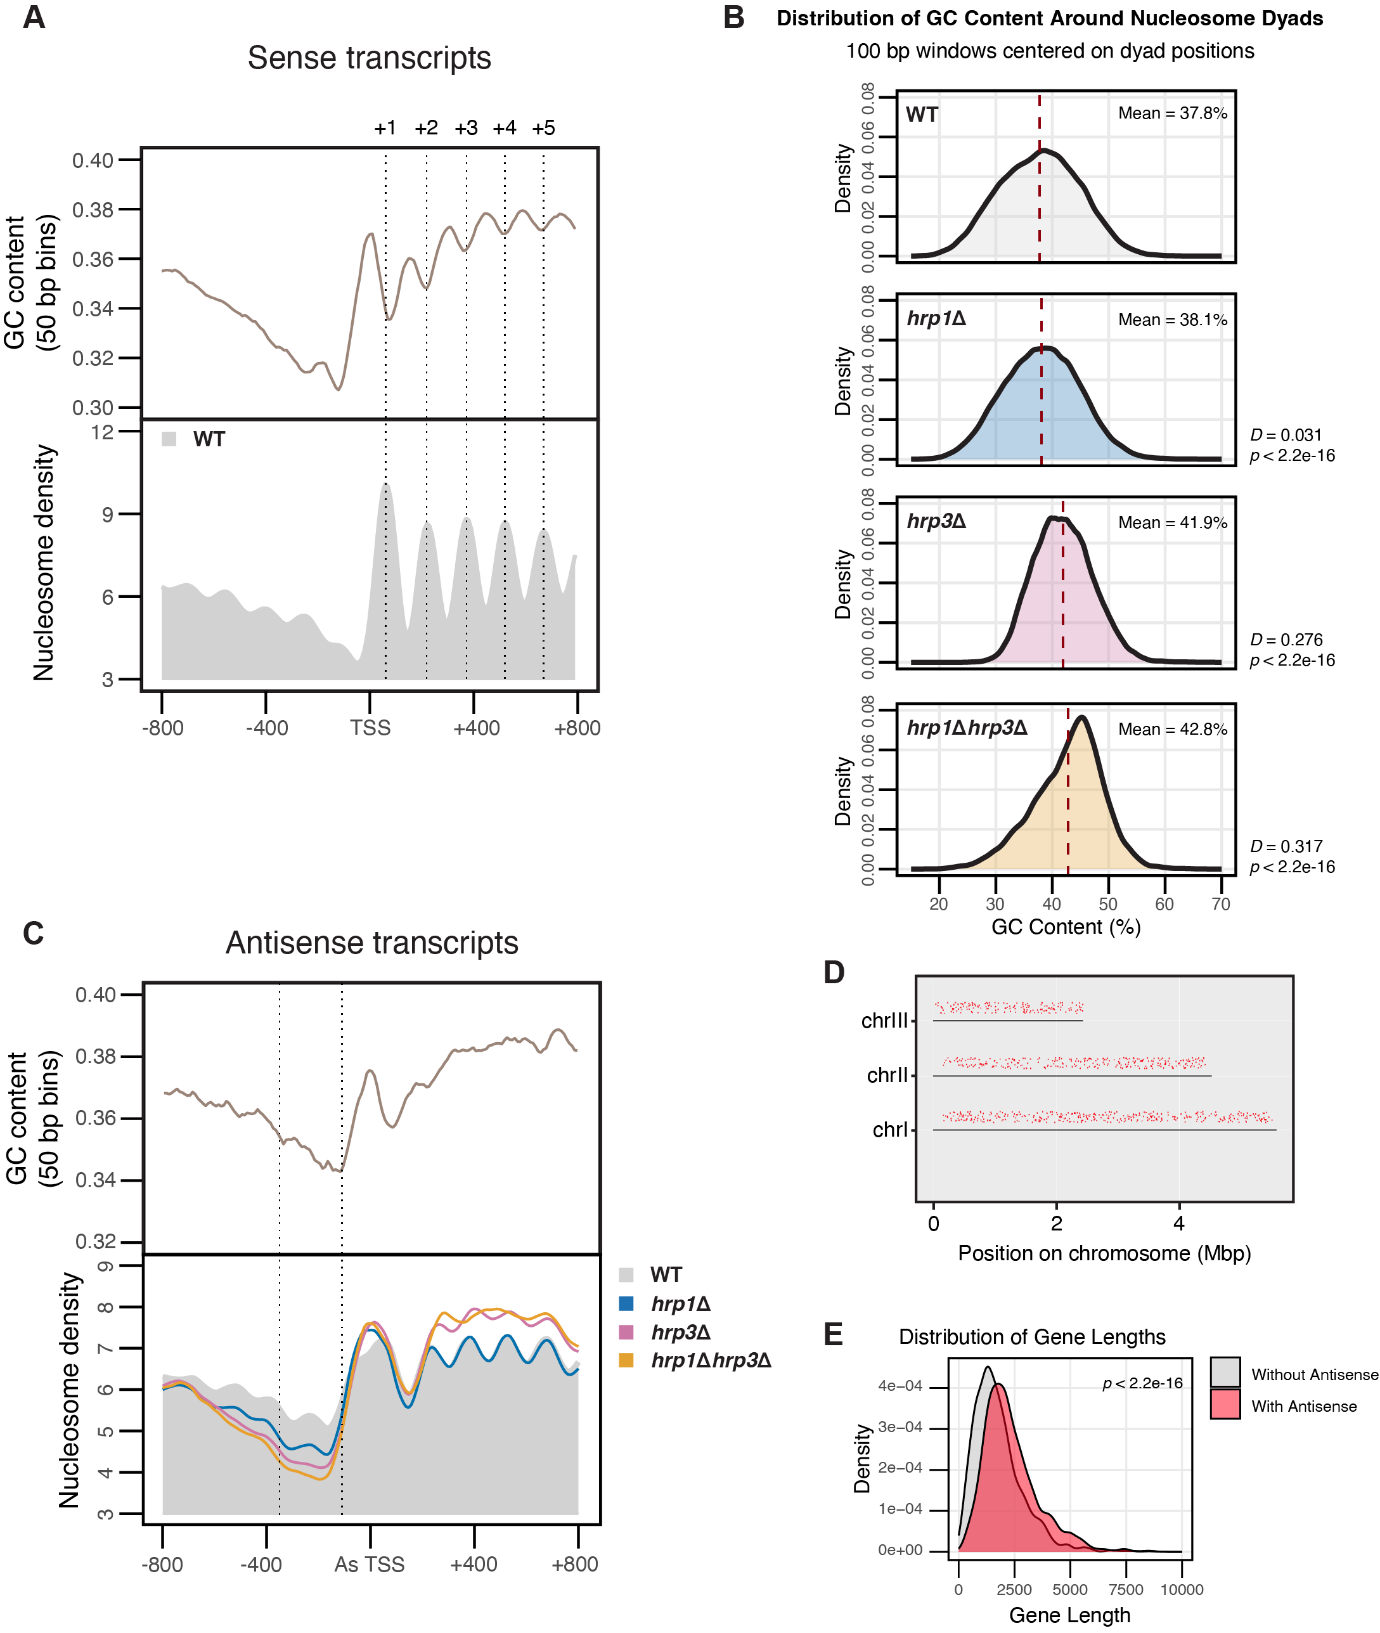
**

**S4 Fig. Loss of *hrp3* is Associated with Depletion of Nucleosome Occupancy over AT-rich Regions.**

(A) (Top) Metaplot of genomic GC content (50 bp bins) across the TSS of all protein coding genes (Bottom) Metaplot of normalized nucleosome density from MNase-seq across the same region. Dotted lines indicate positions of nucleosomes downstream of the TSS. Profiles include 800 bp upstream and downstream of the TSS.

(B) Density histograms of GC content within 100 bp windows centered on all nucleosome dyads in WT, *hrp1Δ, hrp3Δ* and *hrp1Δhrp3Δ*. The dotted line indicates the mean GC content. The Kolmogorov-Smirnov test was used to compare the distributions for statistical significance between WT and each mutant, reported are the *D*-statistic and *p*-value.

(C) (Top) Metaplot of genomic GC content (50 bp bins) across the antisense (As) TSS of 4,678 antisense transcripts. (Bottom) Metaplot of normalized nucleosome density from MNase-seq across the same region (as shown in Fig. 3D). The black dotted line indicates the region directly upstream of the As TSS where nucleosome density is decreased in *hrp1Δ, hrp3Δ* and *hrp1Δhrp3Δ*. Profiles include 800 bp upstream and downstream of the As TSS.

(D) Distribution of antisense expression across chromosomes I, II, and III in the *hrp1Δhrp3Δ* mutant. Each red dot represents a gene with an antisense transcript.

(E) The density plot shows the distribution of gene lengths for two groups: genes with antisense transcripts (red) and genes without antisense transcripts (grey). The Wilcoxon rank sum test was used to compare the two distributions for statistical significance.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S5 Fig

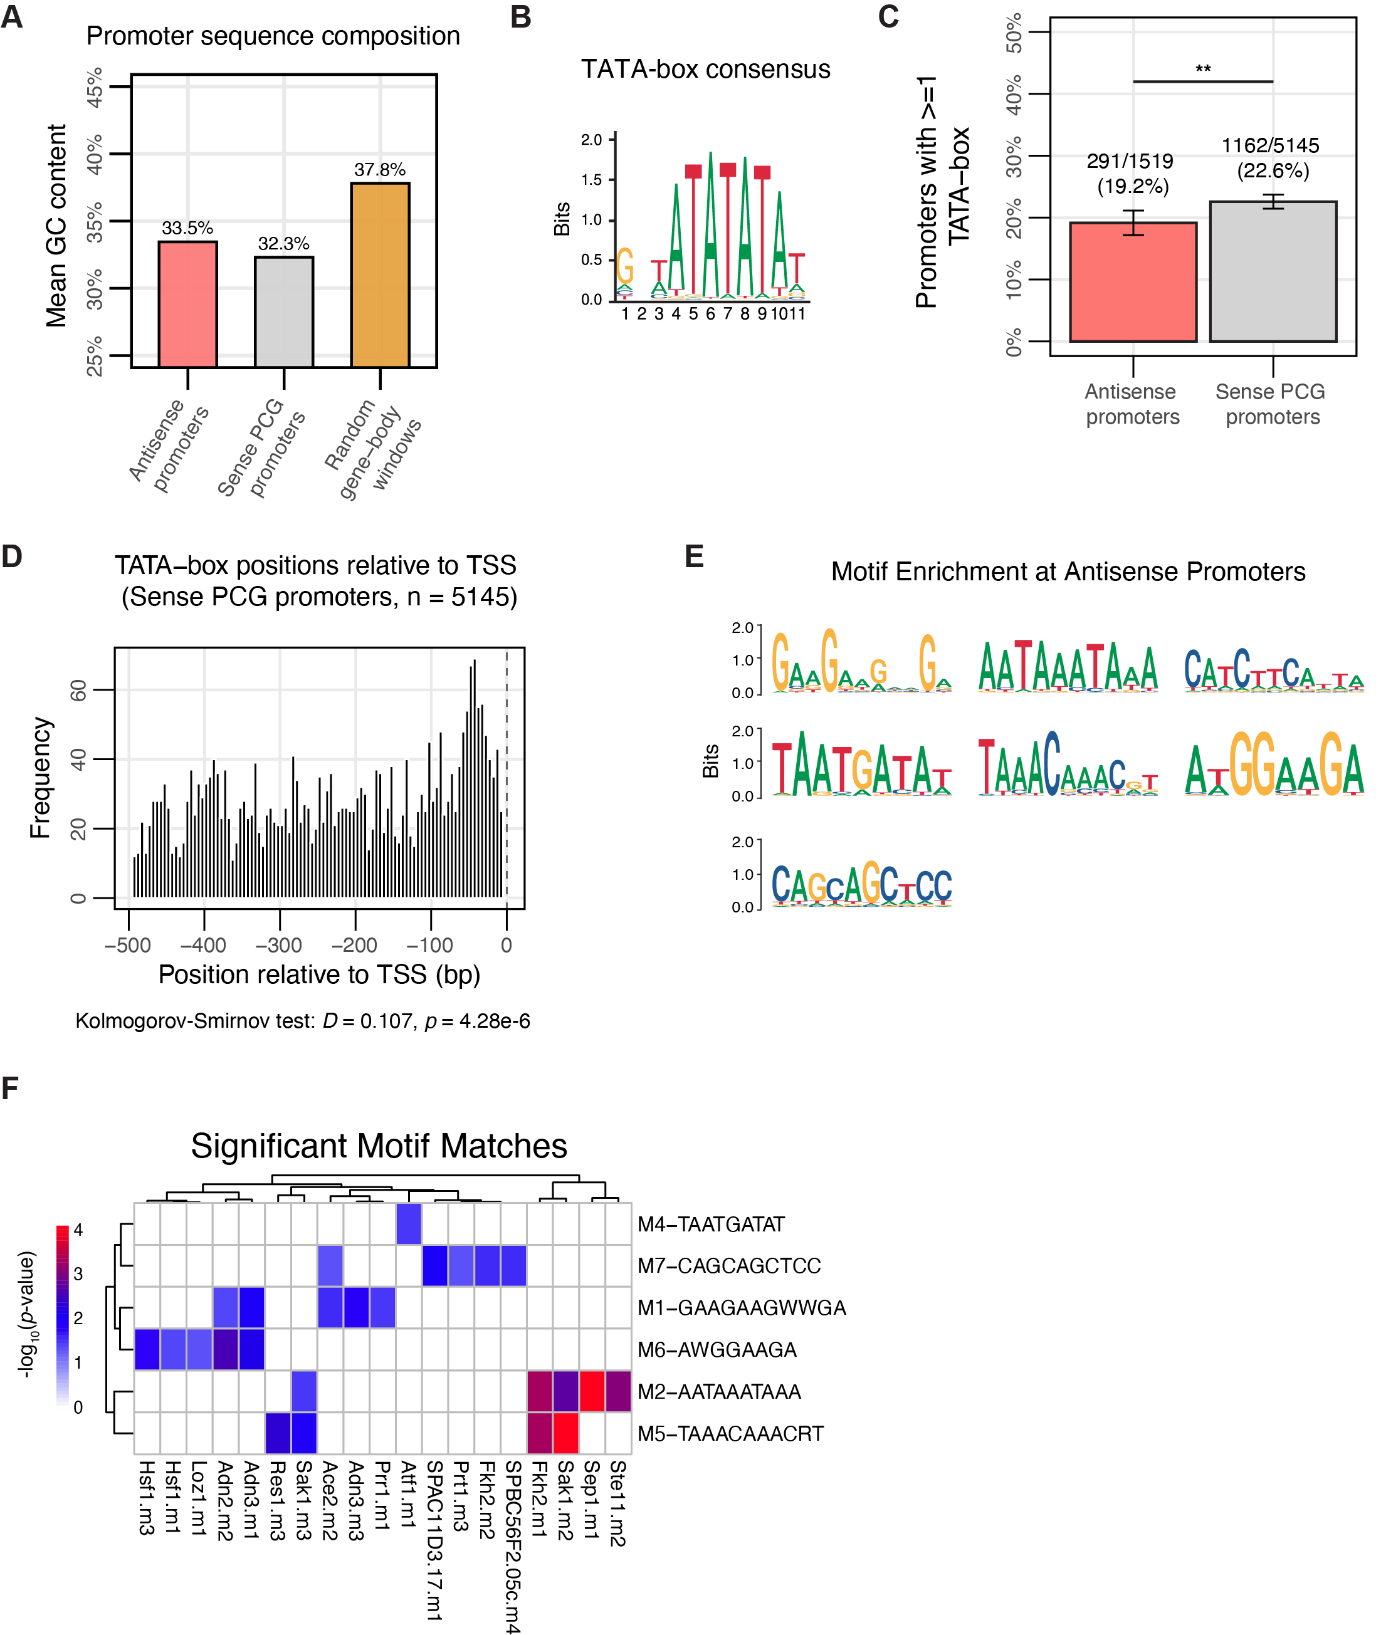

**S5 Fig. Characteristics of Cryptic Antisense Promoters Identified in** ***hrp3*Δ and *hrp1*Δ*hrp3*Δ.**

(A) GC content comparison between antisense promoters, promoters of sense protein-coding genes (PCGs), and random gene-body windows. Bars show the mean GC fraction per 500 bp window (promoter windows are upstream of the TSS; gene-body windows are randomly sampled). GC is computed per sequence from A/C/G/T counts and plotted as percentages.

(B) Consensus TATA-box motif in yeast (TBP-binding), retrieved from the JASPAR CORE Fungi (redundant) database, entry MA0386.2. Shown as a sequence logo generated from the position weight matrix (PWM), corresponding to the TATAWAWR consensus.

(C) Fraction of promoters classified as TATA-box–positive. Bars show the proportion of promoters with at least one TATA-box hit (FIMO, PWM as in (B), *p* ≤ 1e-4) for antisense promoters versus all sense PCG promoters. 

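The exact consensus search used for the long-read promoters has no matrix score, so a promoter counts once whatever the number of its matches. Of the 5564 antisense promoters, 1088 belong to starts outside protein-coding genes, and 490 of these held a match (45.0%). Among 1358 antisense promoters wholly inside 1 coding exon, 259 did (19.1%).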

Error bars indicate 95% binomial confidence intervals. Statistical analysis was performed using Fisher’s exact test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***).

(D) Genomic positions of TATA-box hits relative to the antisense TSS for antisense promoters. Histogram shows the distribution of TATA PWM match centers (5 bp bins) within −500 to −1 bp upstream of the TSS (FIMO, *p* ≤ 1e-4). The dashed vertical line marks the TSS (0 bp). Positional distributions were compared with (Fig. 3G) using a two-sample Kolmogorov–Smirnov (KS) test; reported p-values are from the KS test.

(E) De novo motif discovery at 500 bp regions upstream of the As TSS. Motif discovery was performed using STREME from the MEME toolbox. Motifs shown here have passed the significance threshold of *p* < 0.05.

(F) Matching and comparison of the seven motifs identified in (E) against the *S. pombe* transcription factor (TF) atlas from Skribbe et al. Analysis was performed using TOMTOM from the MEME toolbox. The color on the heatmap represents significance, and all colored comparisons have passed a significance threshold of *p* < 0.05. TFs with more than one reported motif are denoted with a numbered suffix (e.g. Fkh2.m1 and Fkh2.m2).

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S6 Fig

**
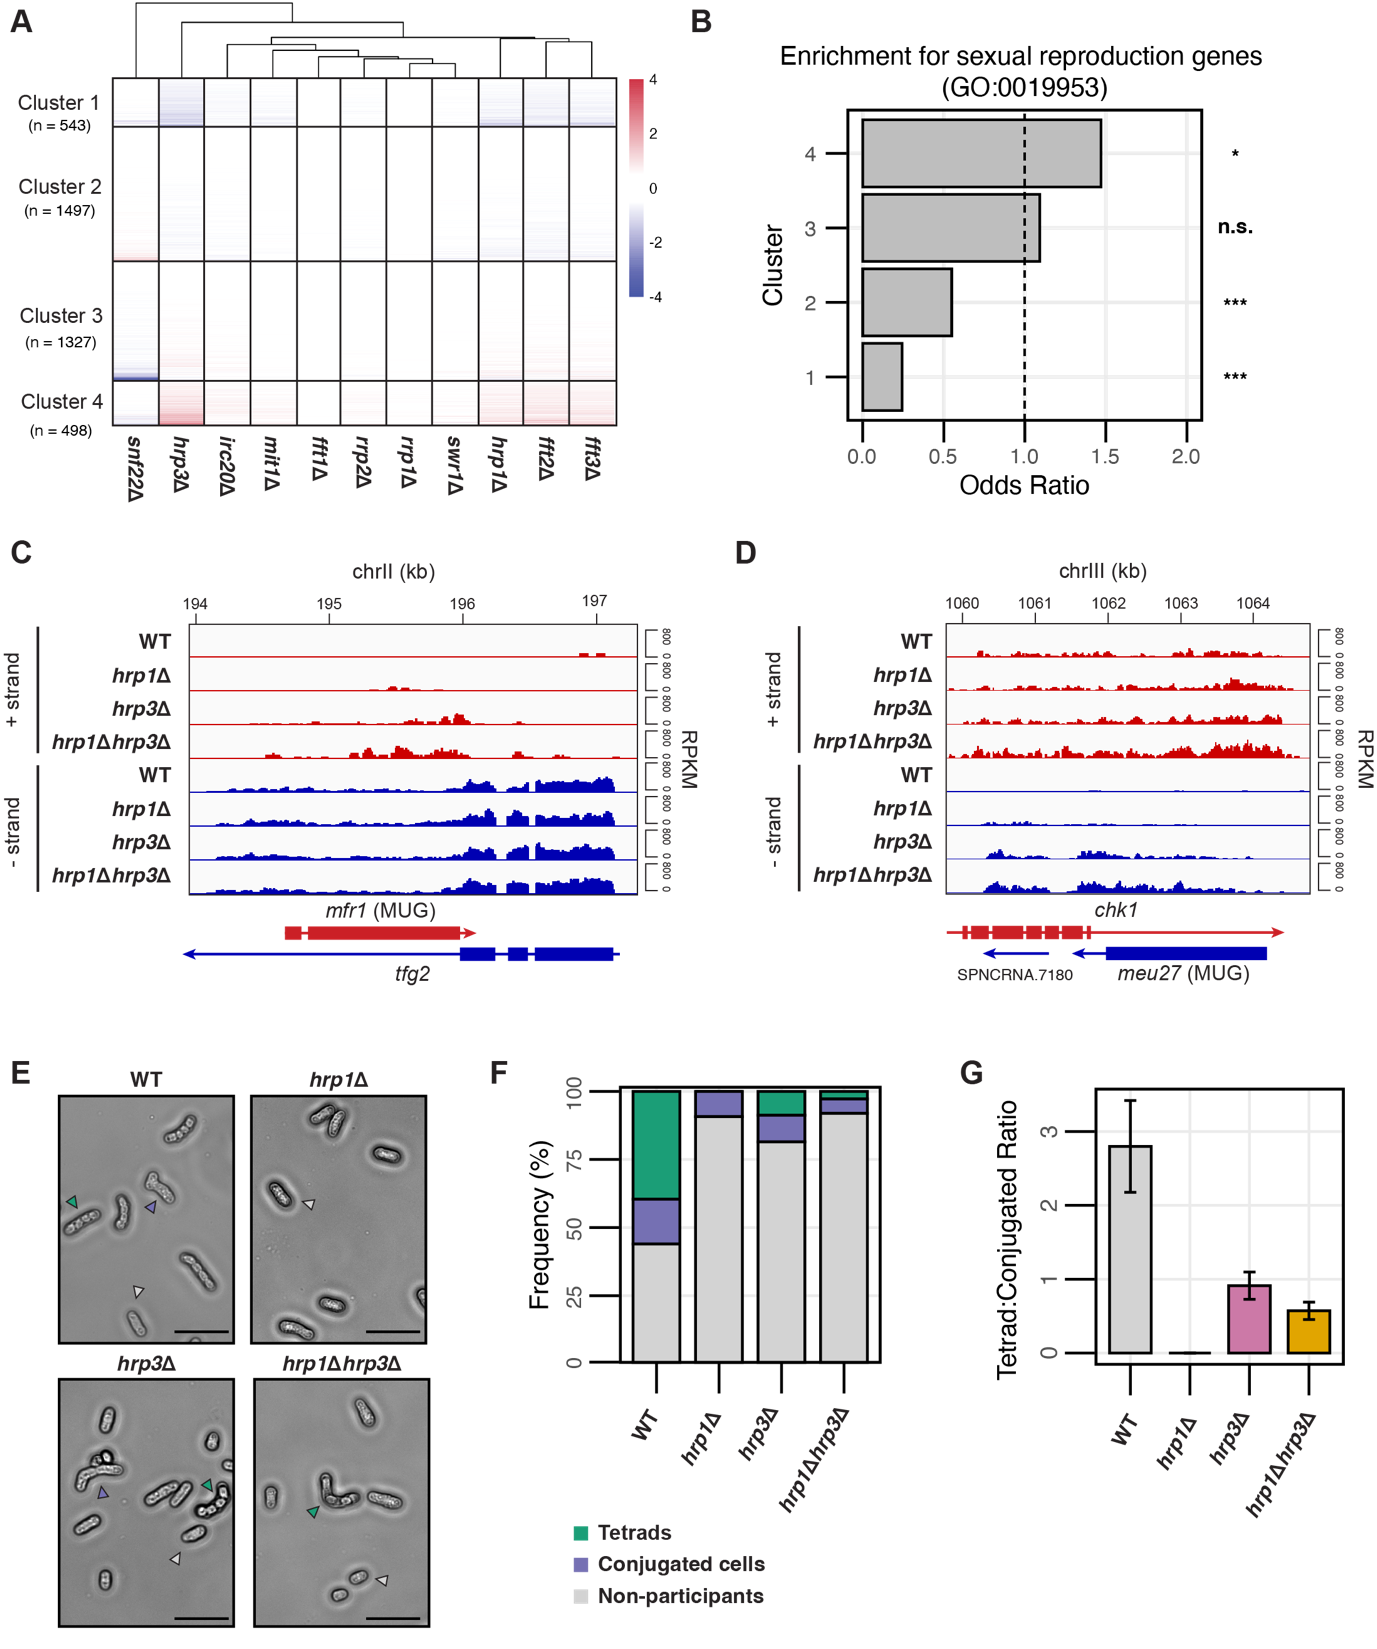
**

**S6 Fig. Further Analyses on MUGs and Convergent Nested Genes in Fission Yeast.**

(A) Heatmap of significantly differentially expressed protein-coding genes (adj p-value < 0.05, DESeq2) in 11 nucleosome remodeler deletion mutants relative to WT, based on mRNA-seq data. The color scale represents log2 fold change (log2FC) in gene expression for each mutant compared to WT. Genes are stratified into four clusters based on their expression patterns.

(B) Enrichment analysis of the differentially expressed genes from (A) across the four clusters for the sexual reproduction GO term (GO:0019953). The dashed line indicates an odds ratio of 1. Statistical analysis was performed using Fisher’s exact test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***).

(C) Genome browser track of mRNA-seq data for the *mfr1*/*tfg2* nested gene pairs in WT, *hrp1*Δ*, hrp3*Δ *and hrp1*Δ*hrp3*Δ. Tracks are separated into the + strand (red) and – strand (blue), with values shown in RPKM. The MUG within the pair is denoted in brackets.

(D) As in (C), but for the *chk1*/ *meu27* nested gene pair.

(E) Representative phase-contrast images 24 h after meiotic induction for WT, *hrp1*Δ*, hrp3*Δ *and hrp1*Δ*hrp3*Δ.. Scale bars represent 20 μm. Arrowheads indicate tetrads (green), conjugated pairs (purple) and non‑participants (gray).

(F) Distribution of cell categories for WT, *hrp1*Δ*, hrp3*Δ *and hrp1*Δ*hrp3*Δ 24 h after meiotic induction. Cell counts represent the mean across 6 microscopic fields for each genotype, with total counts ranging from 39-193 cells for each field.

(G) Bar plot showing the ratio between tetrads and conjugated cells for WT, *hrp1*Δ*, hrp3*Δ *and hrp1*Δ*hrp3*Δ. Error bars represent the mean ± SEM.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S7 Fig

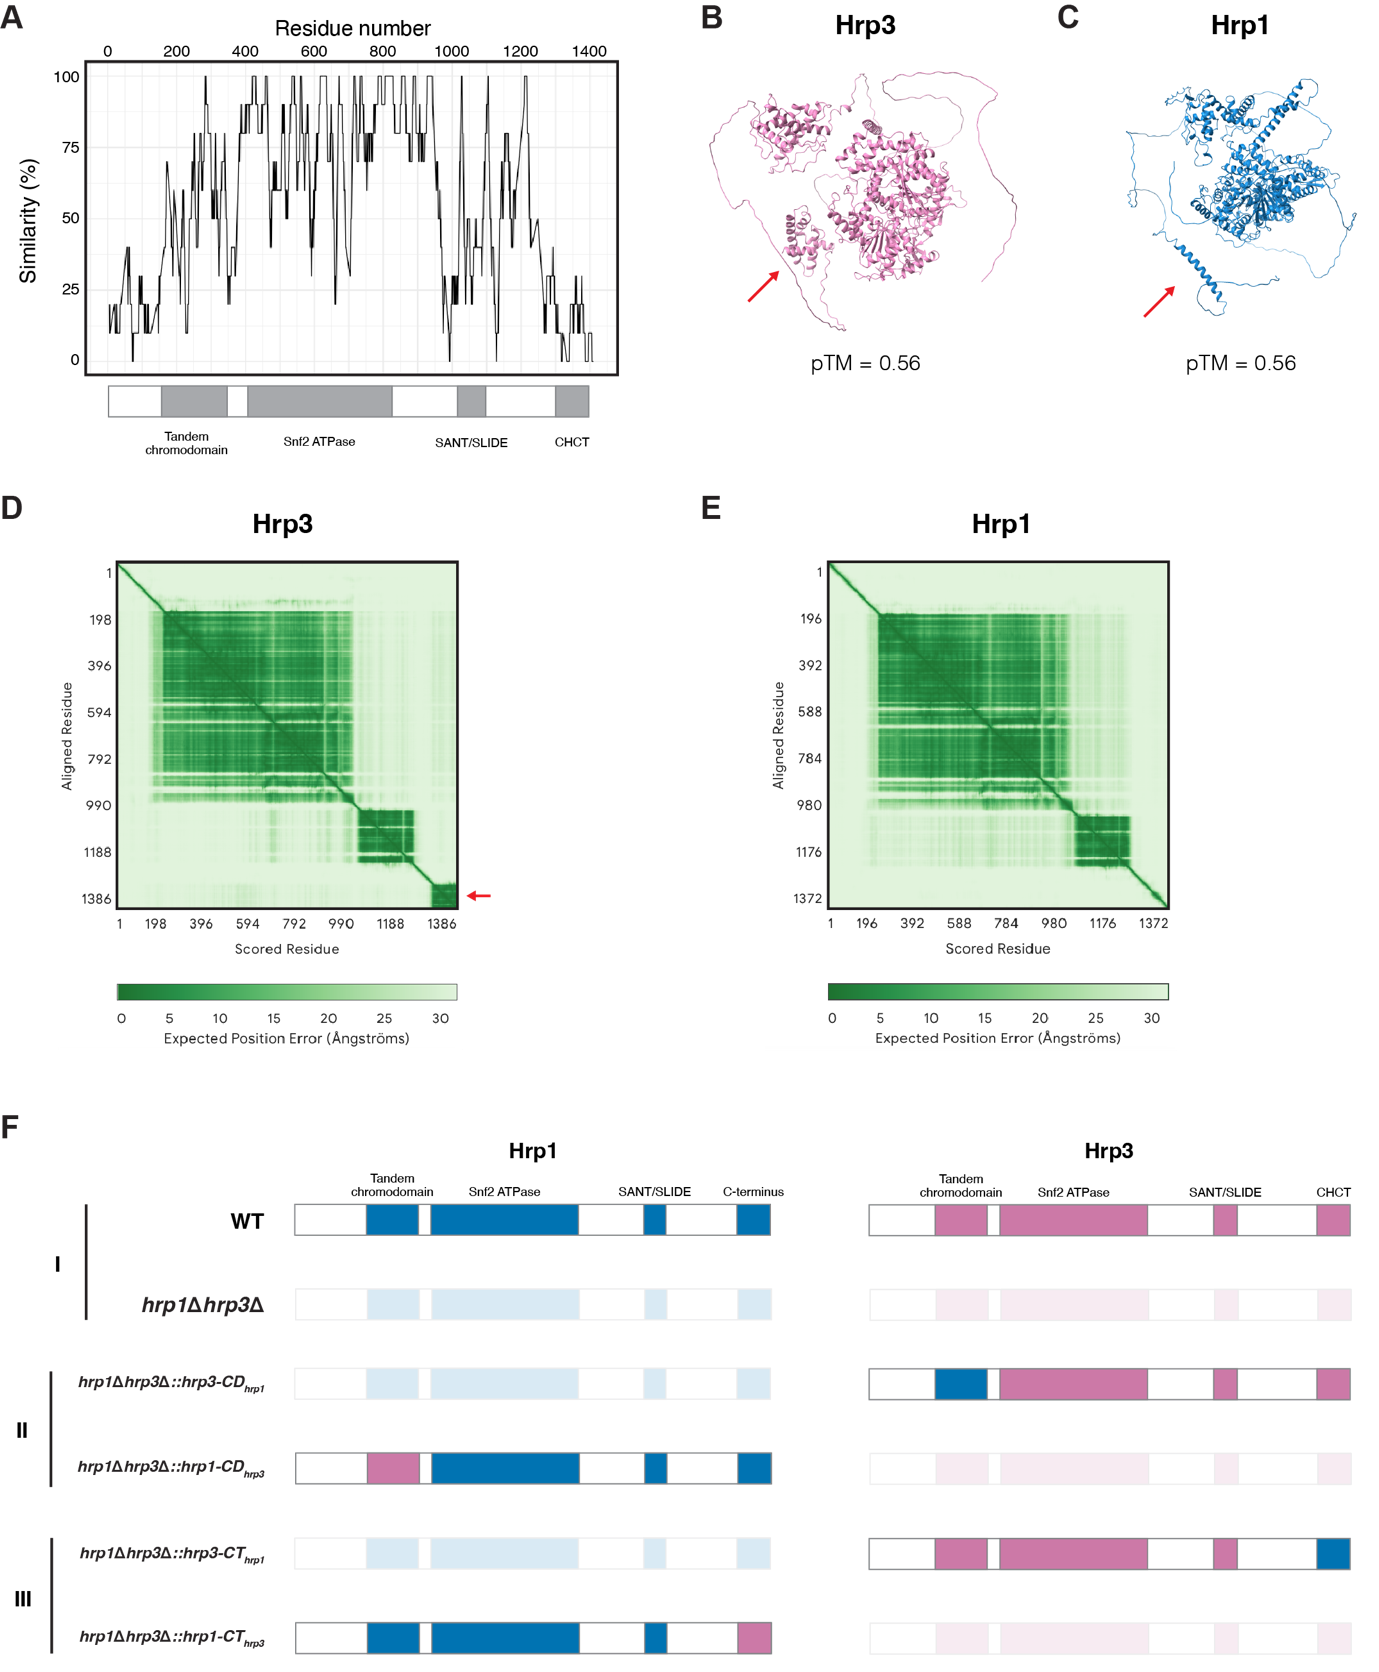

**S7 Fig. Comparative Domain Analysis of Hrp1 and Hrp3.**

(A) Sliding window analysis of protein sequence similarity between Hrp1 and Hrp3. Sequence similarity was calculated using a sliding window of 25 residues after multiple sequence alignment (MSA) with the msa R package (default settings). Each point represents the similarity score for a specific window, plotted against the central residue position. Gaps in the alignment were excluded to ensure accurate similarity calculations. Protein domains are annotated below the plot.

(B) AlphaFold3-predicted structure of Hrp3. The red arrow marks the C-terminus. The pTM value represents the Predicted Template Modelling (pTM) score.

(C) AlphaFold3-predicted structure of Hrp1. The red arrow indicates the CHCT domain. The pTM value represents the Predicted Template Modelling (pTM) score.

(D) Predicted Aligned Error (PAE) plot from AlphaFold3 for Hrp3, showing the expected position error for each residue.

(E) PAE plot for Hrp1, as in (D). The red arrow highlights the expected positional error for the CHCT domain.

(F) Schematic representation of protein domain configurations in Hrp1 and Hrp3 for wild-type (WT) and mutant strains. Mutants include *hrp1*Δ*hrp3*Δ, *hrp1*Δ*hrp3*Δ*::hrp3-CD_hrp1_*, *hrp1*Δ*hrp3*Δ*::hrp1-CD_hrp3_*, *hrp1*Δ*hrp3*Δ*::hrp3-CT_hrp1_*, and *hrp1*Δ*hrp3*Δ*::hrp1-CT_hrp3_*. CD stands for chromodomain, while CT stands for C-terminus. Domain swaps are indicated by color changes, and greyed-out proteins represent their absence in the respective mutants.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S8 Fig

**
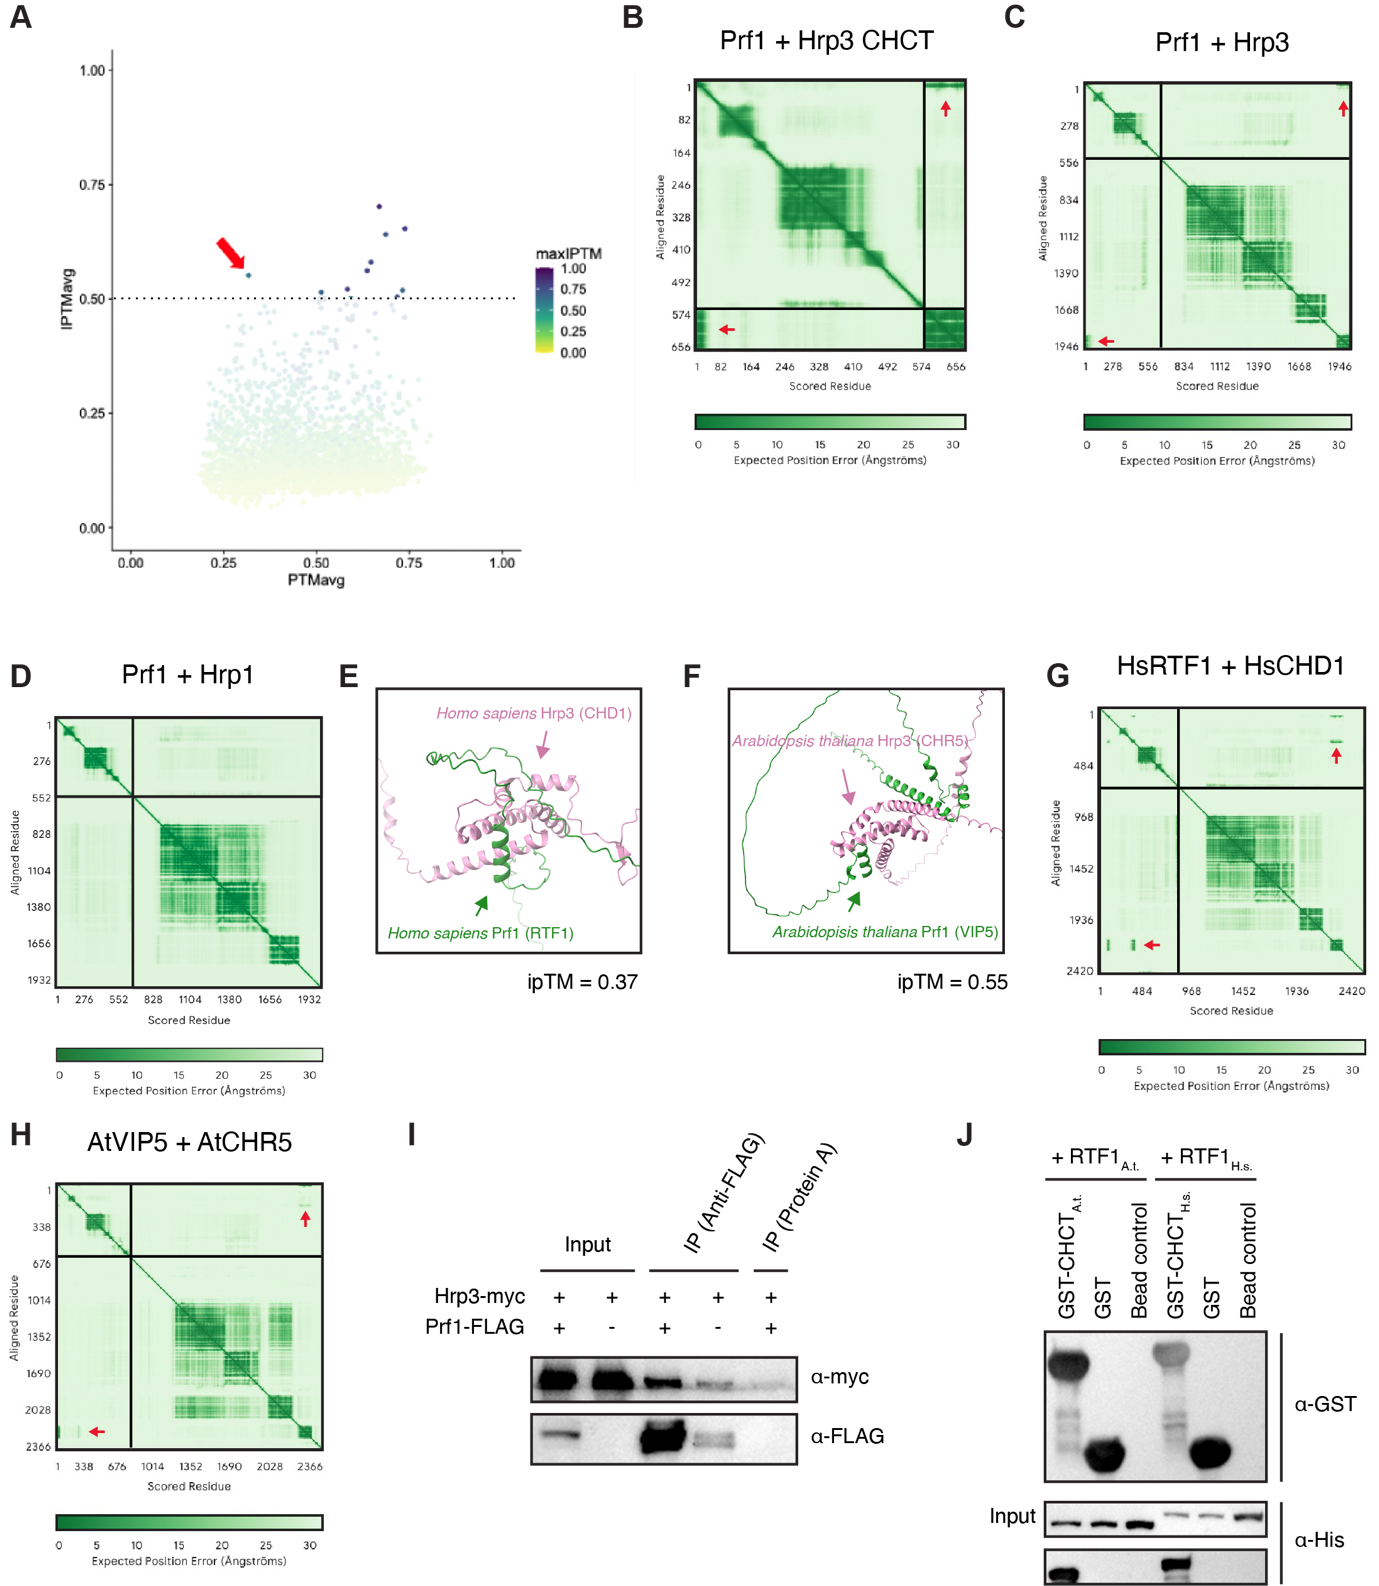
**

**S8 Fig. AlphaFold-predicted Interactions Between Prf1 and the Hrp3 CHCT Domain Across Species.**

(A) Scatterplot of the average Interface Predicted Template Modelling (ipTM) score versus the average Predicted Template Modelling (pTM) score from an *in-silico* screen using AlphaFold2 Multimer. The screen was performed on the Hrp3 CHCT domain with a set of 2,692 genes known to localize to the *S. pombe* nucleus. The dotted line indicates an average ipTM score cutoff of 0.5. The red arrow highlights Prf1.

(B) Predicted Aligned Error (PAE) plot from AlphaFold3 showing the predicted binding between Prf1 and the CHCT domain of Hrp3. Red arrows indicate the predicted interface with low expected positional error between the N-terminus of Prf1 and the CHCT domain.

(C) As in (B), but showing the predicted binding between Prf1 and full-length Hrp3. Red arrows indicate the predicted interface with low expected positional error between the N-terminus of Prf1 and the C-terminus of Hrp3.

(D) As in (B), but showing the predicted binding between Prf1 and full-length Hrp1.

(E) AlphaFold3-predicted structure of the interaction between the N-terminus of *Homo sapiens* Prf1 (RTF1) and the CHCT domain of *Homo sapiens* Hrp3 (CHD1).

(F) As in (E), but showing the interaction between the N-terminus of *Arabidopsis thaliana* Prf1 (VIP5) and the CHCT domain of *Arabidopsis thaliana* Hrp3 (CHR5).

(G) Predicted Aligned Error (PAE) plot from AlphaFold3 showing the predicted binding between *Homo sapiens* RTF1 and CHD1. Red arrows indicate the predicted interface with low expected positional error between the N-terminus of RTF1 and the C-terminus of CHD1.

(H) As in (F), but showing the predicted binding between *Arabidopsis thaliana* VIP5 and CHR5. Red arrows indicate the predicted interface with low expected positional error between the N-terminus of VIP5 and the C-terminus of CHR5.

(I) Endogenous co‑immunoprecipitation of Hrp3 with Prf1 from *S. pombe*. Whole‑cell extracts (Input) were prepared from strains expressing Prf1‑FLAG and Hrp3‑Myc from their native loci, alongside an otherwise isogenic no-FLAG control strain. Anti-FLAG immunoprecipitations (IP) were analyzed by immunoblotting with anti-Myc to detect co-precipitating Hrp3-Myc (top) and anti-FLAG to confirm specific recovery of Prf1-FLAG (bottom). Protein A–agarose beads were included as a matrix control.

(J) Western blot showing anti-GST and anti-His signals for GST-pulldowns of GST-CHCT and wild-type His-Prf1/RTF1 from either *Arabidopsis thaliana* (A.t.) or *Homo sapiens* (H.s.).

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S9 Fig

**
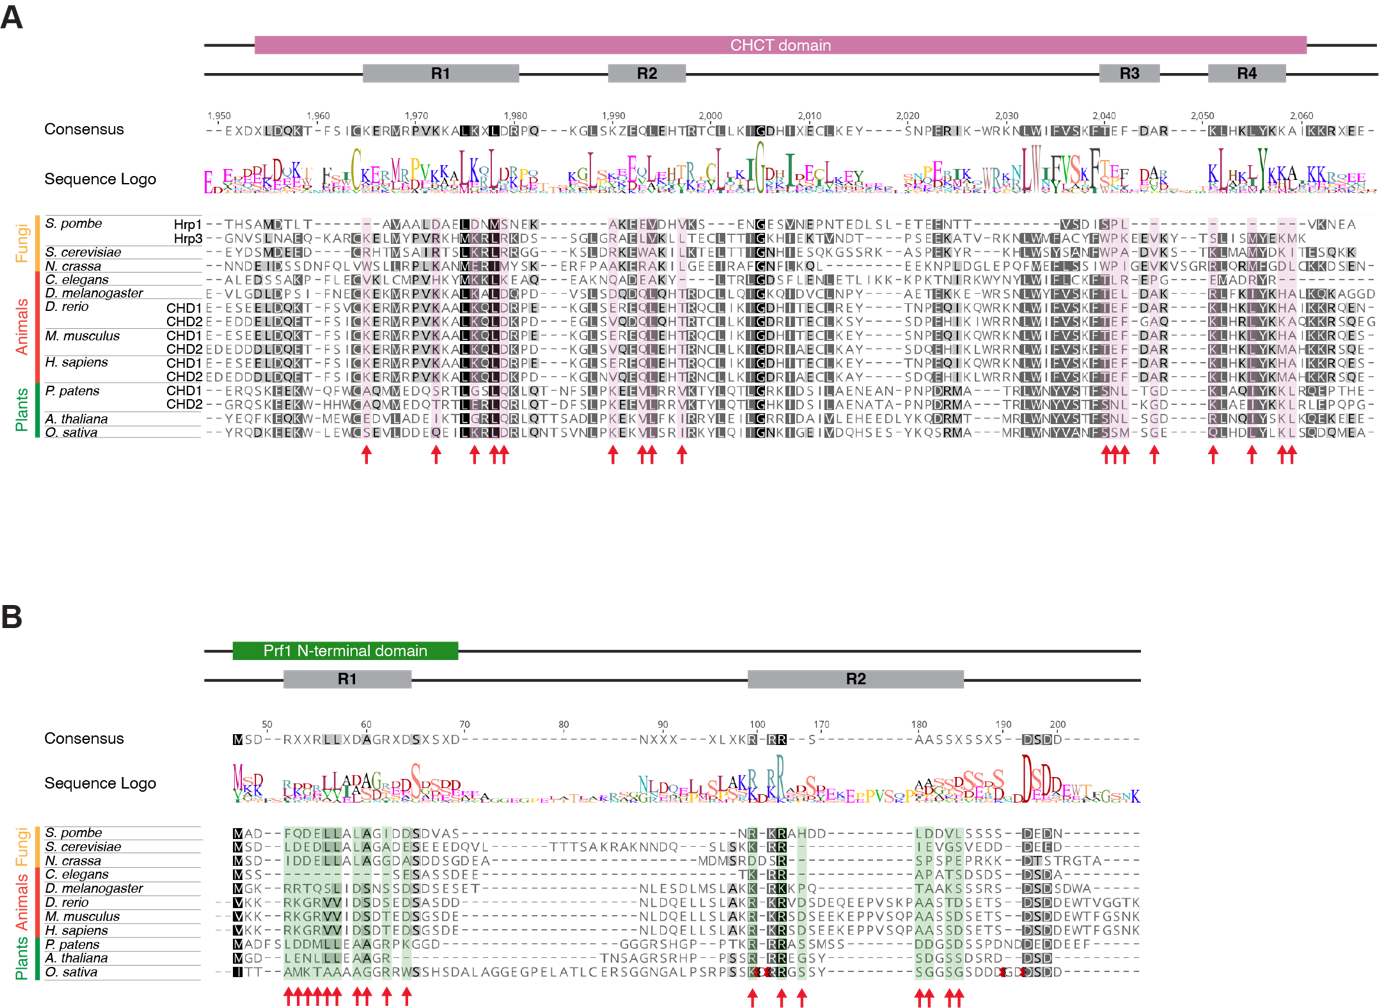
**

**S9 Fig. Interacting Residues Between Hrp3 and Prf1 are Conserved Across Eukaryotes.**

(A) Multiple sequence alignment (MSA) of the CHCT domain of Hrp3 across 11 eukaryotic species, performed using Multiple Alignment using Fast Fourier Transform (MAFFT). For species with two paralogs, both copies are included. Residues are shaded in increasing intensities of black based on their degree of conservation across species. Residues predicted by AlphaFold3 to interact with Prf1 are annotated with red arrows and highlighted in pink, corresponding to four regions (R1, R2, R3, and R4). Hrp1 is included as a comparison, despite lacking the CHCT domain. Species used in the analysis were *Schizosaccharomyces pombe, Saccharomyces cerevisiae, Neurospora crassa, Caenorhabditis elegans, Drosophila melanogaster, Danio rerio, Mus musculus, Homo sapiens, Physcomitrella patens, Arabidopsis thaliana,* and *Oryza sativa*.

(B) As in (A), but showing the MSA results for the N-terminal region of Prf1. Residues predicted by AlphaFold3 to interact with Hrp3 are annotated with red arrows and highlighted in green, corresponding to two regions (R1 and R2).

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S10 Fig

**
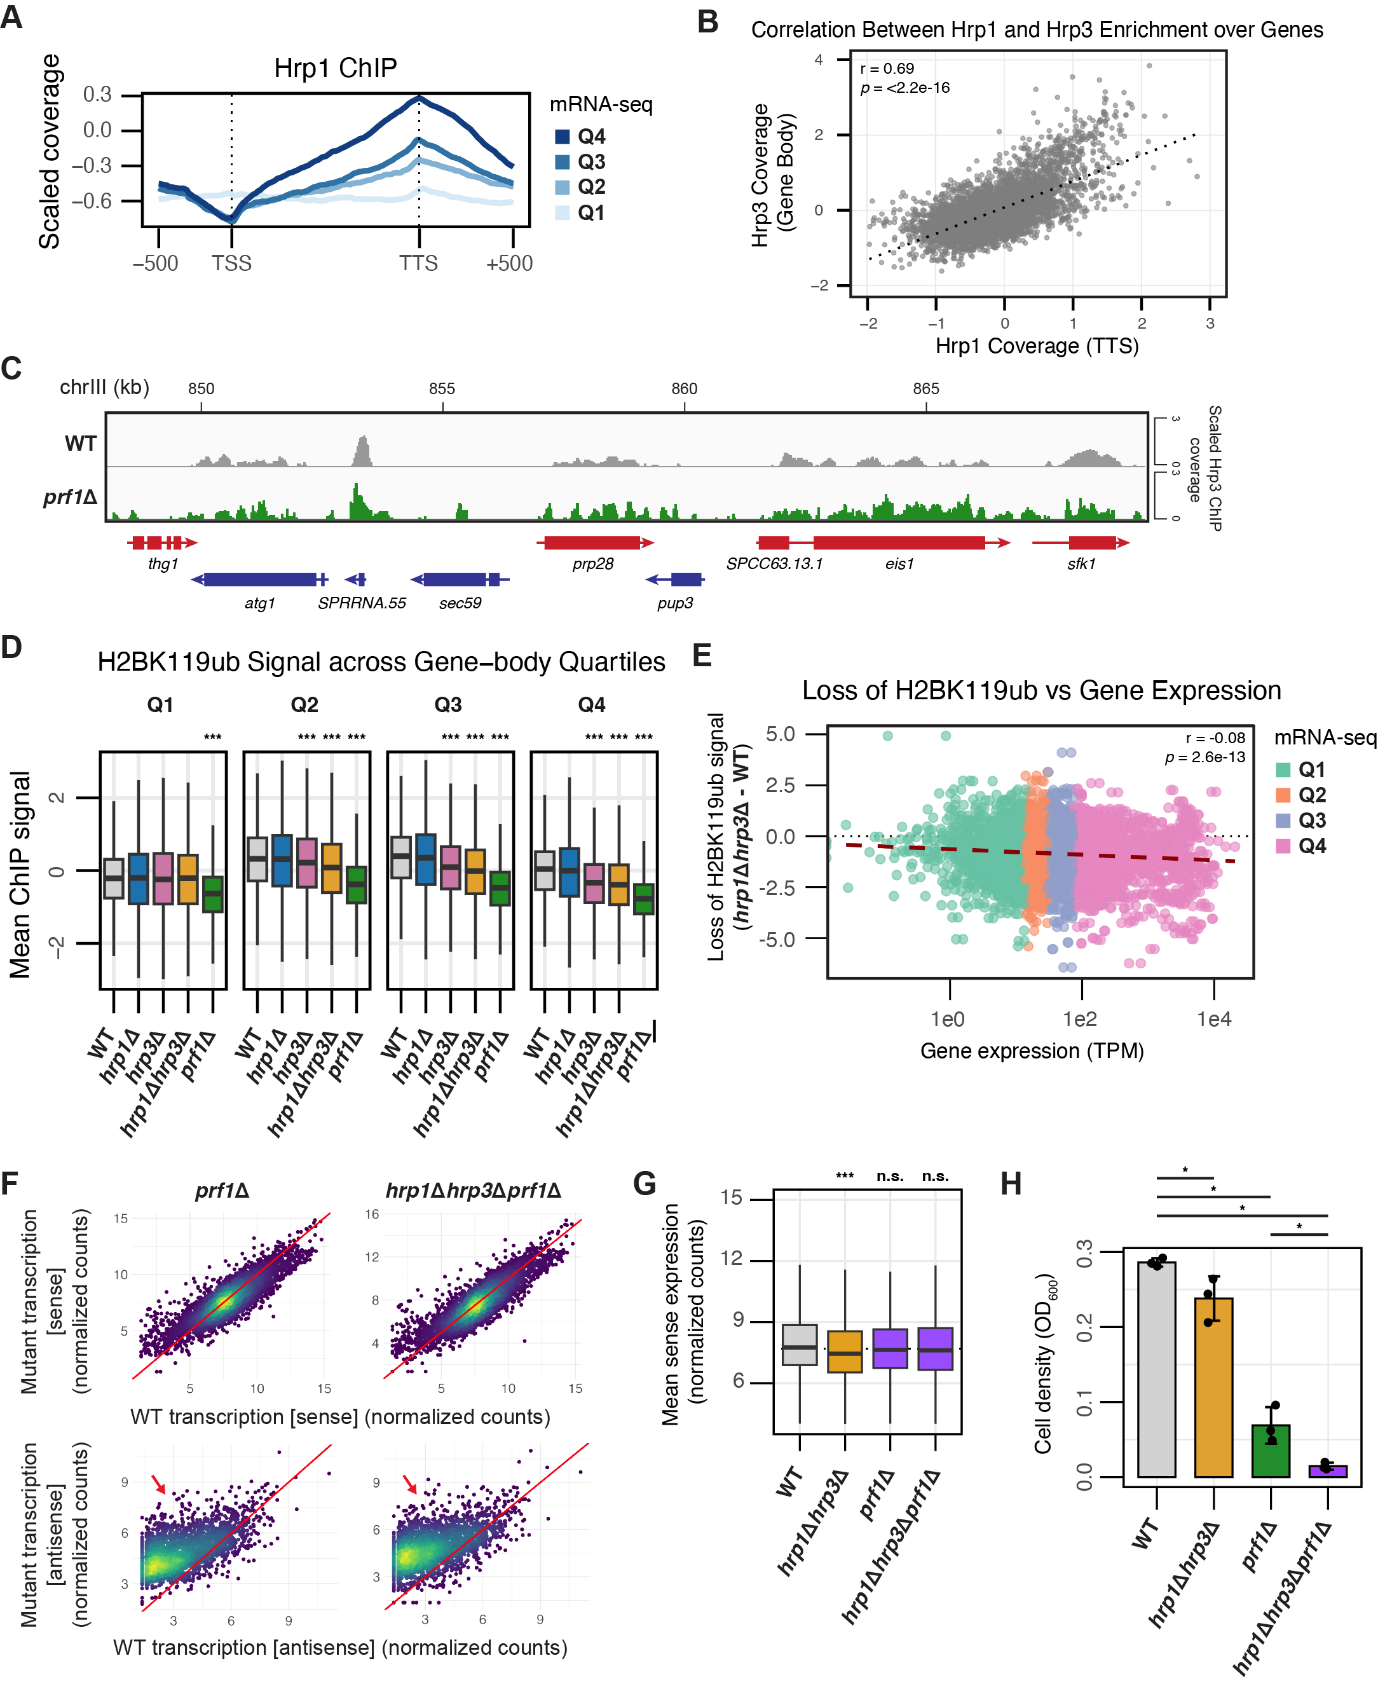
**

**S10 Fig. Additional Analyses of *prf1* Mutants.**

(A) Metagene plot of the ChIP-seq coverage relative to input for Hrp1-myc in WT across all protein coding genes. Genes were divided into four quartiles based on expression in WT. Quartiles are numbered by expression level, with Q1 being the lowest and Q4 being the highest.

(B) Scatterplot showing the correlation between the ChIP-seq coverage relative to input for Hrp3 in the gene body versus the ChIP-seq coverage relative to input for Hrp1 at the TTS for all protein coding genes. Each point represents a single gene, with the x-axis corresponding to the mean Hrp1 signal in a 500 bp region centered on the TTS and the y-axis corresponding to the mean Hrp3 signal across the gene body (from TSS to TTS). The black dotted line represents the linear regression fit. The Pearson correlation coefficient (r) and p-value (p) are displayed on the plot.

(C) Genome browser view of Hrp3 ChIP–seq coverage (RPGC‑normalized) across a representative region on chromosome II. Tracks show WT (gray) and *prf1*Δ (green) Hrp3 profiles aligned to gene annotations (red, forward strand; blue, reverse strand).

(D) Boxplots of mean H2BK119ub ChIP signal within gene bodies in WT, *hrp1*Δ, *hrp3*Δ, *hrp1*Δ *hrp3*Δ, and *prf1*Δ, stratified by gene‑body quartiles (Q1–Q4, lowest to highest signal in WT). Statistical analysis was performed using Welch’s two-sample t-test versus WT. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***).

(E) Scatterplot showing the correlation between the loss of H2BK119ub in *hrp1*Δ*hrp3*Δ*prf1*Δ versus WT and gene expression in WT across all protein-coding genes. The dashed line represents the linear regression. Points are color-coded by quartiles of gene expression. The dotted line at y = 0 indicates no loss of H2Bub signal. The Spearman correlation coefficient and p-value are displayed on the plot.

(F) Density-colored scatterplots comparing transcription in mutants (*prf1*Δ and *hrp1*Δ*hrp3*Δ*prf1*Δ) to WT for sense transcripts (top row) and antisense transcripts (bottom row) across all protein-coding genes. Count data are derived from vst-transformed raw mRNA-seq counts. Red arrows highlight elevated antisense transcription in mutants relative to WT.

(G) Boxplot of variance-stabilizing transformation (vst)-normalized sense expression counts for WT, *hrp1*Δ*hrp3*Δ, *prf1*Δ, and *hrp1*Δ*hrp3*Δ*prf1*Δ. The dotted line represents the median sense expression in WT. Statistical analysis was performed using ANOVA with Tukey’s Honestly Significant Difference (HSD) test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***).

(H) Bar plot of cell density (OD600; mean ± s.e.m., n = 3 biological replicates) for WT, *hrp1*Δ*hrp3*Δ, *prf1*Δ, and *hrp1*Δ*hrp3*Δ*prf1*Δ grown in YES at 32 C for 15 h. Black dots show individual replicates. Statistical analysis was performed using pairwise comparisons versus WT with two‑sided t‑tests. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***).

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S11 Fig

**
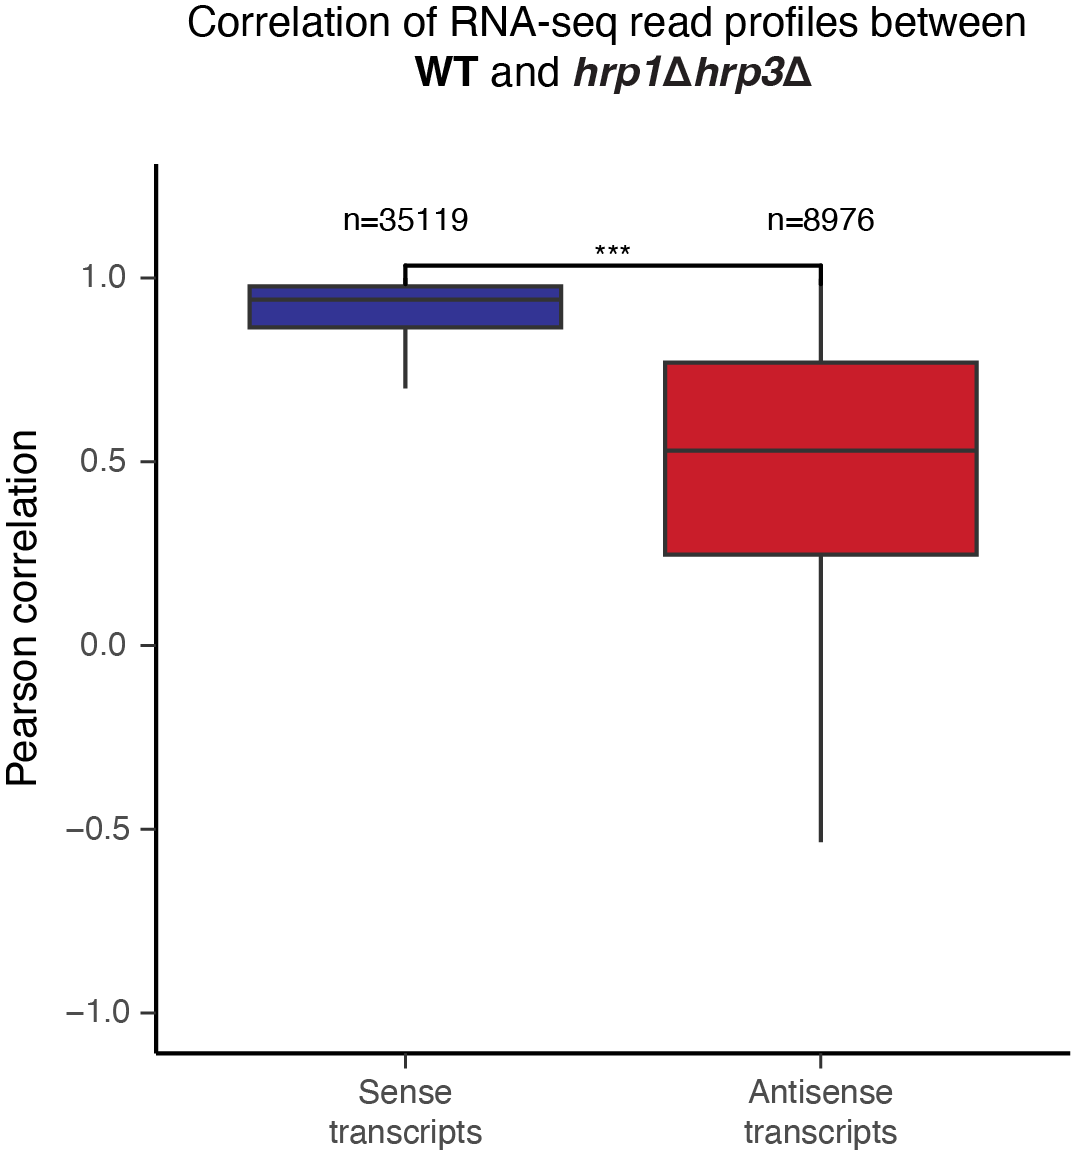
**

**S11 Fig. Analysis of cryptic sense transcription in *hrp1*Δ*hrp3*Δ.**

Correlation of RNA‑seq read profiles between WT and *hrp1*Δ*hrp3*Δ. For each annotated transcript, strand‑specific RNA‑seq coverage was computed across the gene body and Pearson correlation coefficients were calculated between WT and the double mutant. Boxplots show the distribution of per‑gene correlations for sense (blue; n = 5,109) and antisense (red; n = 8,976) transcripts. Statistical analysis was performed using a two‑sided Wilcoxon rank‑sum test. Asterisks indicate statistical significance: p < 0.05 (*), p < 0.01 (**), p < 0.001 (***).

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S1 Note

**Supplementary Notes**

**S1 Note. Transcription of cryptic sense isoforms in *hrp1*Δ*hrp3*Δ**

To assess whether *hrp1*Δ*hrp3*Δ shows increased transcription of cryptic sense isoforms, we analyzed orthogonal datasets from long-read transcriptomics and mRNA-seq to assess intragenic sense initiation. We operated according to the rationale that if substantial sense cryptic initiation were occurring within gene bodies in the *hrp1*Δ*hrp3*Δ, it should alter the intra‑gene distribution of reads (i.e., the profile shape) across affected loci compared to WT, even when total gene‑level counts remain similar. Such changes would appear as detectable shifts or distortions in binned coverage profiles.

We generated a custom GTF of sense isoforms from Iso‑Seq long reads (retaining transcripts overlapping curated PomBase genes) and, for WT and *hrp1*Δ*hrp3*Δ, merged strand‑specific mRNA‑seq replicates, computed sense‑strand coverage along each Iso‑Seq transcript (TSS→TES) in 50‑bp bins, and correlated per‑transcript binned profiles between genotypes; the same analysis was performed for antisense coverage and distributions were compared by Wilcoxon tests (**Fig. S11**). Sense coverage shapes were highly concordant between WT and *hrp1*Δ*hrp3*Δ (median Pearson r ≈ 0.95), whereas antisense profiles showed strong redistribution (median r ≈ 0.53; Wilcoxon P < 1×10^−16; rank‑biserial effect size = 0.663). These analyses argue against widespread, high‑level cryptic sense initiation that would measurably distort sense gene‑body profiles, in contrast to the pronounced antisense activation reported here; accordingly, we do not claim genome‑wide cryptic sense initiation in this study.

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S1 Table

**S1 Table**. *De novo* motif discovery at cryptic antisense promoters. Motif discovery was performed using STREME, showing significant (*p*-value < 0.05) results for the 500 bp regions upstream of the As TSS (n = 1519) against the *S. pombe* transcription factor atlas from Skribbe et al.

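S1 Table lists motifs found by STREME, which looks for short sequence patterns more frequent in a set of sequences than in a background of shuffled or given sequences, and pairs each with the transcription factor motifs it resembles. Its promoter set was not used here. In the 5564 antisense promoters of the merged set, the consensus AATAAATAAA stood on the transcribed strand in 148 of the 229 promoters that held it (64.6%), and TAATGATAT in 62 of 136 (45.6%). Inside the 1358 promoters that lie wholly in 1 coding exon, AATAAATAAA was present in 6 and TAATGATAT in 17, against 5 and 16 of as many random windows in coding exons of the same genes (p = 1.00 for each, two-sided Fisher's exact test).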

| Motif ID | Motif sequence | *p*-value | No. of sites |
| --- | --- | --- | --- |
| M1 | GAAGAAGWWGA | 5.74e-04 | 758 |
| M2 | AATAAATAAA | 7.3e-03 | 651 |
| M3 | CATCTTCATTA | 1.0e-02 | 779 |
| M4 | TAATGATAT | 1.5e-02 | 536 |
| M5 | TAAACAAACRT | 1.8e-02 | 261 |
| M6 | AWGGAAGA | 3.4e-02 | 178 |
| M7 | CAGCAGCTCC | 4.0e-02 | 138 |

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S2 Table

**S2 Table**. Early, middle and late MUGs upregulated in *hrp3*Δ*.*

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S3 Table

**S3 Table**. Candidates for predicted interaction with the CHCT domain of Hrp3 with ipTM scores greater than 0.5.

| **Rank** | **Gene ID** | **NAME** | **IPTMavg** | **PTMavg** | **Description** |
| --- | --- | --- | --- | --- | --- |
| 1 | SPCC830.11c | Fap7 | 0.70198 | 0.6692 | Ribosome assembly chaperone for Rps14 |
| 2 | SPAC26A3.17c | Rmt2 | 0.6536 | 0.7382 | N-methyltransferase |
| 3 | SPBC713.05 | Wdr83 | 0.6412 | 0.6864 | Gpl1-Gih35-Wdr83 complex WD repeat subunit Wdr83 |
| 4 | SPAC22F3.05c | Alp41 | 0.5804 | 0.6466 | GTP-binding protein involved in beta-tubulin folding Alp41 |
| 5 | SPBC18E5.08 |  | 0.5618 | 0.6366 | N-acetyltransferase |
| 6 | SPBC651.09c | Prf1 | 0.5516 | 0.317 | RNA polymerase II associated Paf1 complex |
| 7 | SPBC685.04c | Aps2 | 0.521 | 0.5838 | AP-2 adaptor complex sigma subunit Aps2 |
| 8 | SPCC63.06 |  | 0.5188 | 0.7314 | WD repeat protein, human WDR89 family |
| 9 | SPAC1B3.12c | Rpb10 | 0.5146 | 0.513 | DNA-directed RNA polymerase I, II, and III subunit Rpb10 |
| 10 | SPCC1672.01 |  | 0.5046 | 0.7174 | histidinol-phosphatase |
| 11 | SPAC1782.08c | Rex3 | 0.5008 | 0.5926 | exonuclease Rex3 |
| 12 | SPCC1393.14 | Ten1 | 0.4982 | 0.5216 | telomere cap complex subunit Ten1 |

# Supplementary material for: Nucleosome positioning shapes cryptic antisense transcription
**Source:** PLoS Genet. 2026 Mar 13;22(3):e1012078. doi: 10.1371/journal.pgen.1012078
**Supplement:** S4 Table

**S4 Table.** *Schizosaccharomyces pombe* strains used in this study.

| Strain name | Genotype |
| --- | --- |
| YZH_001 | h+ ade6-M216 ura4-D18 leu1-32 |
| YZH_002 | h- ade6-M216 ura4-D18 leu1-32 |
| YZH_069 | h- ade6-M216 ura4-D18 leu1-32 hrp1-13xmyc-kanMX6 |
| YZH_070 | h- ade6-M216 ura4-D18 leu1-32 hrp3-13xmyc-kanMX6 |
| YZH_276 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_Spombe_Adh1-Ura4 |
| YZH_278 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_AT1TE70815-Sp_Ura4 |
| YJY_023 | h+ ade6-M216 ura4-D18 leu1-32 fft1Δ::hygMX |
| YJY_024 | h+ ade6-M216 ura4-D18 leu1-32 fft2Δ::kanMX |
| YJY_025 | h+ ade6-M216 ura4-D18 leu1-32 fft3Δ::kanMX |
| YJY_026 | h+ ade6-M216 ura4-D18 leu1-32 hrp1Δ::kanMX |
| YJY_027 | h+ ade6-M216 ura4-D18 leu1-32 hrp3Δ::kanMX |
| YJY_028 | h+ ade6-M216 ura4-D18 leu1-32 mit1Δ::kanMX |
| YJY_035 | h+ ade6-M216 ura4-D18 leu1-32 rrp1Δ::kanMX |
| YJY_036 | h+ ade6-M216 ura4-D18 leu1-32 rrp2Δ::kanMX |
| YJY_037 | h+ ade6-M216 ura4-D18 leu1-32 snf22Δ::hygMX |
| YJY_038 | h+ ade6-M216 ura4-D18 leu1-32 irc20Δ::kanMX |
| YJY_039 | h+ ade6-M216 ura4-D18 leu1-32 swr1Δ::kanMX |
| YJY_061 | h+ ade6-M216 ura4-D18 leu1-32 hrp1Δ::kanMX hrp3Δ |
| YJY_064 | h+ ade6-M216 ura4-D18 leu1-32 hrp1Δ::hrp1-CD(hrp3) hrp3Δ |
| YJY_065 | h+ ade6-M216 ura4-D18 leu1-32 hrp1Δ::kanMX hrp3Δ::hrp3-CD(hrp1) |
| YJY_070 | h+ ade6-M216 ura4-D18 leu1-32 hrp1Δ::hrp1-CT(hrp3) hrp3Δ |
| YJY_071 | h+ ade6-M216 ura4-D18 leu1-32 hrp1Δ::kanMX hrp3Δ::hrp3-CT(hrp1) |
| YJY_095 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_rap1(As)-Sp_Ura4 |
| YJY_096 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_atg9(As)-Sp_Ura4 |
| YJY_097 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_crt10(As)-Sp_Ura4 |
| YJY_098 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_spb70(As)-Sp_Ura4 |
| YJY_099 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_orc4(As)-Sp_Ura4 |
| YZH_276 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_Spombe_Adh1-Ura4 |
| YZH_278 | h- ade6-M216 ura4-D18 leu1-32 ura4-D18∆::kanMX6-Pr_AT1TE70815-Sp_Ura4 |
| YJY_122 | h+ ade6-M216 ura4-D18 leu1-32 prf1Δ |
| YJY_154 | h+ ade6-M216 ura4-D18 leu1-32 hrp1Δ::kanMX hrp3Δ prf1Δ |
| YJY_177 | h- ade6-M216 ura4-D18 leu1-32 hrp3-CHCT_R1(AlaScan)-13xmyc-kanMX |
| YJY_178 | h- ade6-M216 ura4-D18 leu1-32 hrp3-CHCT_R2(AlaScan)-13xmyc-kanMX |
| YJY_179 | h- ade6-M216 ura4-D18 leu1-32 hrp3-CHCT_R3(AlaScan)-13xmyc-kanMX |
| YJY_180 | h- ade6-M216 ura4-D18 leu1-32 hrp3-CHCT_R4(AlaScan)-13xmyc-kanMX |
| YJY_181 | h- ade6-M216 ura4-D18 leu1-32 hrp3-CHCT∆-13xmyc-kanMX |

How the deposited data were processed for this re-analysis (not part of the article)

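Transcript models from 2 PacBio Iso-Seq libraries of *S. pombe* were analysed. One was made from untreated WT cells. The other was made from a pool that the labels describe as WT and *hrp1*Δ*hrp3*Δ cells, untreated or treated with 14 mM caffeine or 200 ng/ml clotrimazole. Samples were assigned to these conditions from the labels and the strain table of the paper. Both labels give the same batch, while the series describes 2 separate sequencing runs, with untreated WT alone in one of them, so the run changes together with genotype and treatment. With 1 library per condition there is no replicate, so every value describes these libraries and no p-value was computed between them. The tests compare genes, promoters or motif matches within the merged set of models.

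The authors clustered HiFi reads into isoforms with Iso-Seq4, mapped them with minimap2 in its splice mode for high-quality reads, and collapsed them with TAMA Collapse, with tolerances of 100 nt at transcript starts and splice junctions and its setting for libraries without cap selection, in which models that differ by a shorter 5′ end are joined. The deposited files hold 1 library each, before the authors merged them, as the start, end, strand and exons of every model. The score in the deposited files is 40 on every model, as the authors' processing left it, and it was not used. No read numbers per model are in these files, so the depth per library is unknown. A rare transcript may be present in one library and absent from the other by sampling, and the number of models, 26120 in WT and 69996 in the pool, is the only measure of library size used here. The paper's methods name the ASM294v2 assembly for mRNA-seq and no assembly for the long reads. The models were used with ASM294v3 after their introns and chromosome ends were checked against it, and all coordinates are 1-based on that assembly.

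From these files the following was computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Models on chromosomes I, II and III were kept and exon blocks that touch were joined. The libraries were merged by linking models with the same strand and number of exons, ends within 20 nt and splice junctions within 10 nt. The antisense class of gffcompare was rebuilt from exonic overlaps against the RefSeq annotation without its lncRNA and ncRNA genes, which leaves 5113 protein-coding and 322 other genes, where the paper used the Ensembl Fungi annotation without its antisense and non-coding features. For 783 protein-coding genes the annotation lacks at least one UTR, so starts near their ends can count as outside the gene. Where the 5′ UTR is missing, the first codon stands in for the TSS. The sense promoters and the sense GC profile include such genes, which can blur them. Start sites within 50 nt on one strand formed a cluster, represented by its commonest start. Promoters were the 500 bp upstream. TATA-boxes were exact matches of TATAWAWR, with matches that overlap at shifted positions counted separately, so that the matches of one run of T and A are not independent and the exact tests on numbers of matches give p-values that are too small, and the motifs of S1 Table were matched exactly by their consensus, because the matrices and the motif tools of the paper were not used here. The genes named in the text were fixed in advance as every gene whose antisense transcript or nesting the paper names, and the 3 protein-coding genes with the most antisense transcripts. *hrp1* and *hrp3* were added as the deleted genes, and the detail of their models was chosen after its values were seen.

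Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only. Medians of gene length, means of GC content and shares by chromosome were compared by permutation tests with 100000 resamples, TATA-box and motif shares by Fisher's exact test, with Benjamini-Hochberg adjustment over the 7 motifs, and TATA-box positions by an exact binomial test against a flat distribution. Genes and promoters are not independent replicates of an experiment, and overlapping promoters share sequence. Alternatives covered the merging tolerances, the reference genes, the overlap that counts, the library, the unit and length of promoters, the TATA-box pattern and strand, the definition of a start inside a gene and the definition of nesting. They make 86 pairs of a result and an alternative, with the 2 libraries of a result and the 7 motifs each counted together, and were set before the data were examined.

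The steps were tested on simulated data. Of 200 planted sense, 200 planted antisense and 200 planted outside models, all were assigned to their class, and 1200 copies of 400 models with ends moved by up to 5 nt merged back into 400. Such moves lie within the merging tolerance of 20 nt. The merging step thus checks the code, and not whether distinct overlapping models of the libraries are wrongly joined. In 20 simulated comparisons without a difference, the GC content test gave p under 0.05 in 1 and the gene length test in 1. In 20 with a planted difference, each gave it in 20. Left out were the mRNA-seq, PRO-seq, MNase-seq and RT-qPCR measurements of the paper, which were not analysed here, and with them the differentially expressed subset of antisense transcripts.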

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

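The test of ribosomal DNA repeats was chosen after the result was seen, and the other tests of this part were set before it.

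The paper classifies models that overlap genes on the opposite strand. Outside the reference genes on both strands lie 1651 merged models, of which 1368 overlap an annotated non-coding RNA on their strand and 283 do not. These 283 were singled out because they lie in regions the paper does not discuss. Of them, 10 were present in the WT library alone, 239 in the pooled library alone and 34 in both. They formed 146 start site clusters, with a median length of 979 nt, and 19 had an intron. Chromosome III held 126 of them, chromosome II 95 and chromosome I 62, and 91 lay within 100 kb of a chromosome end.

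Priming of cDNA on A-rich genomic sequence was weighed first. At least 12 A in the 20 nt of genome downstream of the 3′ end were found for 19.1% of these models (95% interval 14.7 to 24.2%), against 13.4% of sense models and 2.58% of random positions. The remaining models lack such a stretch, which argues against priming as the source of most of them, while a contribution to a smaller part stays open. Pieces of neighbouring genes were weighed next. Of the 283, 42.8% (95% interval 36.9 to 48.7%) lay within 200 nt of an annotated gene on their strand, so most do not adjoin one. Copies of the ribosomal DNA repeat may account for a further part: 62 models started 1301 nt upstream of an 18S ribosomal RNA gene, within 5 nt, at 4 of the 5 annotated 18S genes, with 13 to 17 models per gene and 28 of them in the WT library. Models at one position of a repeat do not give a number of separate loci. The other 221 models were not searched for a common position at another repeat. A biological difference between the cells of the pool and WT stays open and was not tested, because genotype, treatment, sequencing run and depth change together between the libraries.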

How the results depend on the processing

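No paired analysis was possible because each condition has 1 library. Counting overlapping TATA-box matches once was chosen after the data were seen, and no other alternative was.

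The differences in GC content, gene length and TATA-box share and the excess of TATA-boxes within 50 bp of the start kept their direction and their side of the 0.05 threshold under every alternative tried for them, except the TATA-box excess with the WT library alone and overlapping matches counted once. The difference in GC content ranged from -4.25 to -2.90 percentage points against gene-body windows and from 1.43 to 2.47 against sense promoters. The difference in median gene length ranged from 292.5 to 508.5 bp, and that in TATA-box share from -14.5 to -7.71 percentage points. The share of TATA-boxes within 50 bp exceeded that of a flat distribution by 2.57 to 6.63 percentage points, with p between 1.45e-25 and 0.133 in exact binomial tests. With overlapping matches counted once it was 2.65 percentage points (exact binomial test, p = 2.00e-06), and with the WT library alone in addition 2.73 (p = 0.133 in the same exact test), where 257 matches are left.

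Counts and shares moved more. With annotated non-coding genes kept in the reference, antisense transcripts numbered 1400 and 9.90% of protein-coding genes had one, by construction, since models over an annotated antisense RNA then count as sense. From the WT library alone there were 743 antisense transcripts, 82 without an annotated non-coding RNA, 8.41% of genes and 62.7% of starts inside genes, and the shares by chromosome spanned 1.34 percentage points. That library holds fewer models, which lowers the counts by construction. When 5′ truncated models were put into the longer one, 774 had no annotated non-coding RNA, 54.0% of genes had an antisense transcript and 75.5% of starts lay inside genes. Ends and splice junctions within 100 nt gave 78.3% of starts inside genes, overlap with coding sequences only gave 78.3% of starts and 52.8% of genes, each start site cluster counted once gave 80.4% of starts, and a start inside the coding span 55.9%. Requiring an annotated non-coding RNA to cover 50% of a transcript raised those without one to 2154. For the shares the cause was not tested.

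The difference between chromosomes passed the threshold under 3 of 5 alternatives and did not with the WT library alone (p = 0.290, permutation test) or among genes of 1 to 3 kb, where the shares spanned 3.00 percentage points (p = 0.368, permutation test). Under the other 3 alternatives p was between 0.0119 and 0.0326 in the same permutation test. The cause was not tested. Of 47 values of the other results under alternatives, with each library and each motif counted apart, 34 stayed within the result's interval, its side of the threshold or 1.5 times its count, and 13 did not; these were of merged models, nested genes, sense starts inside coding sequences and the antisense share of models.

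Depth limits what the absence of a model means. Without read numbers, a gene with no antisense transcript in WT may have one below the sampling of that library. As far as sampling goes, the 8.41% of genes in WT is thus a lower limit for those cells. This assumes that no WT antisense model is an artefact of cDNA priming, and holds for a reference without annotated non-coding genes.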

Differences from the paper's values

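The paper gives 5,105 new antisense transcripts, and 1178 antisense transcripts had no annotated non-coding RNA on their strand here. The paper's text does not state the rule by which a transcript was called new, and its reference annotation was a different one. These counts may therefore not measure the same quantity. None of the alternatives set before the data were examined closed the gap between them. The nearest was the requirement that an annotated non-coding RNA cover 50% of a transcript, with 2154, and the values of the others ranged from 82 to 1162.

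The paper gives a TATA-box in 19.2% of antisense promoters and 22.6% of sense promoters, and the values here were 38.7% and 51.9%. The paper scored a position weight matrix with a p-value threshold over 500 bp, and here the exact consensus was matched on either strand. The values are therefore not like measures. With 200 bp in place of 500 bp, the values were 19.5% and 27.2%, within 1.5 times the paper's. This is a shorter search than the paper's, so it does not explain the gap. With the transcribed strand alone, the antisense value of 25.7% was within 1.5 times the paper's and the sense value of 34.9% was not. Every antisense transcript as its own promoter (40.2%), 1 promoter per host gene (43.1%), the WT library alone (38.1%), the pooled library alone (38.9%) and the pattern TATAWA (64.6% and 79.2%) did not close the gap.

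The paper's promoter set for motif discovery holds 1519 promoters and the set here 5564. With 1 promoter per host gene there were 2844, with every transcript 10101, with the WT library alone 491 and with the pooled library alone 5483, with 200 bp in place of 500 bp the number stayed at 5564, and none of these is within 1.5 times the paper's number.

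The paper describes the spread of antisense transcripts over the chromosomes as homogeneous. Here the share of genes with an antisense transcript differed between chromosomes by 5.07 percentage points (permutation test, p = 0.0280). The difference did not pass the threshold among genes of 1 to 3 kb (3.00 percentage points, p = 0.368 in the same permutation test). Nor did it with the WT library alone (1.34 percentage points, p = 0.290 in the same permutation test). The paper describes the TATA-box shares of antisense and sense promoters, scored with its matrix, as comparable. With exact consensus matches, the odds ratio here was 0.583 (Fisher's exact test, p = 3.11e-43). The paper lists 7 motifs as enriched upstream of the As-TSS. Of their 7 consensus sequences, 2 were more frequent in antisense promoters than in gene-body windows here, 1 was less frequent and 4 showed no difference. Exact matching is stricter than the paper's probabilistic matching, and the promoter set was another one. Of the 4, CATCTTCATTA, TAAACAAACRT and CAGCAGCTCC had matches in 8, 18 and 11 promoters only. These counts therefore do not test the paper's enrichment.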

Other observations

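The tests of GC content inside coding exons, of TATA-boxes 20 to 40 bp upstream of the start, of the S2 Table genes, of TATA-boxes with overlapping matches counted once, of codon usage as the source of a period in GC content, and of models at *hrp1* and *hrp3* were chosen after the result was seen. The other tests of this part were set before it.

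Models at the 2 genes deleted in the mutant strain were examined in the pooled library. At *hrp3*, 3 models skip chromosome I from 5378431 to 5382650, nearly the whole coding span. Among all protein-coding genes of at least 300 coding nt, *hrp3* is the 1 gene whose models have such a gap over the coding span, which is consistent with the deletion of *hrp3* in the mutant strain and would place RNA of that strain in the pool. At *hrp1*, which the strain table and the label of the pool give as replaced by kanMX, 18 antisense models were found in the pool and 0 in WT. Of these, 13 started between 2195053 and 2195091, within 100 nt of the first codon at 2195017. Among antisense models of other genes 1.23% start in that window, and 2 genes, *hrp1* included, have at least 13 such models. A candidate source is transcription out of the sequence that replaces *hrp1*, with the part that has no match in the reference left off, so that these models would come from the deletion marker and not from a cryptic start in *hrp1*. A further 3 antisense models, between 2196500 and 2198193, lie inside the coding sequence. If the deletion removes it, they come from the WT cells of the pool, and since the WT library has none at *hrp1*, the treatment or the larger number of models could account for them. Which one was not tested.

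The pooled library holds more antisense models than WT, and its larger number of models was weighed as the cause. In the 112 protein-coding genes with sense models in both libraries and no more of them in the pool than in WT (463 against 479 in all), the pool still held 263 antisense models against 25 in WT, with more in 70 genes and fewer in 1. These genes were picked by their sense models, which does not equalise the depth at which their antisense RNA was read, so a larger library and a difference between the cells cannot be told apart here. Depth, genotype, treatment and sequencing run change together and stay open. Priming on A-rich genomic sequence was found next to 13.9% of antisense and 13.4% of sense models, and so does not set antisense models apart. For spliced antisense models, placement on the wrong strand is argued against by their introns. Of these introns, 96.6% had GT and AG on the strand of the model and 0 on the other. The 8841 antisense transcripts with a single exon have no intron, so this check does not cover them.

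The hypothesis that antisense starts inside coding sequences are 5′ ends of truncated molecules was tested with TATA-boxes. Within 50 bp of antisense starts in coding sequences lay 5.30% of TATAWAWR matches, below the 9.33% of a flat distribution. At sense models that start inside coding sequences the share was 7.20%. The antisense share was the lower one, with an odds ratio of 0.721 (Fisher's exact test, p = 0.0202). With this measure, truncated molecules and true starts cannot be told apart, because the distant part of these 500 bp can lie outside the coding sequence, where TATA-boxes are more frequent. In the 1358 promoters wholly inside 1 coding exon, 12.6% of matches lay within 50 bp (exact binomial test, p = 0.0500), which does not pass the threshold. In the narrower window of 20 to 40 bp upstream, 1.99% of these promoters held a TATA-box against 0.932% of 3110 such promoters of sense models that start in a coding exon (Fisher's exact test, p = 0.00512), and 32 of 342 matches fell there (9.36%) where a flat distribution gives 4.06% (exact binomial test, p = 1.39e-05). With overlapping matches counted once, 26 of 298 fell there (8.72%; exact binomial test, p = 0.000305). This argues against truncation as the source of all antisense starts in coding exons, and, through this narrower window alone, against sequence outside the coding exon as the only source of TATA-boxes near antisense starts. It concerns 27 promoters, so for most starts in coding exons the question stays open. Over all antisense starts in coding sequences, with overlapping matches counted once, 58 of 1375 matches lay 20 to 40 bp upstream (4.22%). This was no excess over the 4.06% of a flat distribution (exact binomial test, p = 0.732). A TATA-box at this distance may thus mark some antisense starts inside coding exons, as a hypothesis.

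The GC content of antisense promoters may follow from where they lie. In promoters wholly inside 1 coding exon it was 38.9%, against 39.0% in random windows of coding exons of the same genes, a difference of -0.0854 percentage points (permutation test, p = 0.522). The windows can overlap the promoters, which makes promoters and windows more alike. The test also ignored their pairing by gene, so a small difference could be missed. For these promoters no lower GC content was detected, which is consistent with the difference from gene bodies coming from promoters that reach outside coding sequences. Position within the gene does not account for all of it: antisense promoters of starts inside genes had 35.0%, and regions at the same distance from the end of the coding sequence in genes without antisense transcripts 36.2%, a difference of -1.16 percentage points (permutation test, p = 1e-05, the smallest it can give). A TATA-box was present in 37.1% of the former and 30.2% of the latter (Fisher's exact test, p = 6.32e-12), and 235 matches against 65 lay 20 to 40 bp from the start.

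Of the 7 consensus sequences of S1 Table, 2 were more frequent in antisense promoters than in windows of the same host genes, 1 was less frequent and 4 did not differ. Coding sequence of the host gene and sequence preferences of antisense promoters cannot be told apart for the 4, since 3 of them have exact matches in 8, 18 and 11 promoters and the fourth in similar shares of both sets. The 2 that were more frequent, AATAAATAAA and TAATGATAT, are rich in A and T. In promoters wholly inside 1 coding exon, 23 held one of them against 21 of as many windows in coding exons (Fisher's exact test, p = 0.879). Their excess may thus come from promoters that reach outside coding sequences. These windows can overlap the promoters as well, so a small difference could be missed.

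Antisense start clusters lay in the part of their gene from its midpoint to its 3′ end in 74.9% of cases among genes of at least 1 kb. Neighbouring genes on the antisense strand could place starts there. In genes with no annotated gene on that strand within 3 kb beyond their 5′ end, 71.9% of 1561 starts (95% interval 69.6 to 74.1%) still lay between the midpoint and the 3′ end. This argues against neighbours beyond the 5′ end as the cause. Genes with a neighbour on that strand beyond their 3′ end were not excluded, so such neighbours stay open as a cause. No biological explanation was tested.

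The S2 Table genes that gained a sense model in the pool were set against its larger number of models. Of 43 such genes without a model in WT, 41 had one in the pool, against 428 of 554 other protein-coding genes without a model in WT (77.3%). Their number lies at the 99.93 percentile of 10000 random lists of the same size, with a median of 33 in those lists. Levels just under detection in WT were not measured, and if they were higher for these genes than for the others, a larger library would give the same, so the 2 cannot be told apart. The list was chosen by the study from *hrp3*Δ cells, and the pool adds stressed cells, so depth, genotype, treatment and sequencing run stay open for these libraries.

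GC content rises and falls with a period downstream of the TSS of protein-coding genes. Over 100 to 1000 bp downstream of 4512 annotated TSSs of genes with a 5′ UTR, the strongest period between 100 and 200 bp was 150 bp, with an amplitude of 1.14 percentage points, while 1000 sets of the same starts, each moved at random by up to 75 bp, reached at most 0.246. Codon usage counted from the coding start was weighed as the source, and genes aligned at the first codon showed an amplitude of 0.308, which argues against it. At the 5564 antisense starts the amplitude at 150 bp was 0.182, above the 0.138 that moved starts reached at most and far below that of sense TSSs. The main sense starts from the same libraries gave 1.11, so long reads can place starts well enough to show the period. The precision of the antisense starts themselves was not tested, so imprecise or truncated antisense starts and a weaker period in the sequence cannot be told apart. The antisense starts were then placed on the period of their host gene. The 793 that lay 100 to 1000 bp downstream of the sense TSS had a mean phase vector of 0.0638 at 150 bp, against a median of 0.0295 for moved starts (permutation test, p = 0.0389, 10000 draws), a weak preference, with 37.1%, 30.4% and 32.5% of them in the 3 successive 50 bp parts of the period. As a hypothesis, sequence downstream of sense TSSs may carry a periodic signal, and whether sequence downstream of true antisense starts lacks it stays open. Nucleosome positions were not analysed here.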
